# Trained immunity induced by high‐salt diet impedes stroke recovery

**DOI:** 10.15252/embr.202357164

**Published:** 2023-11-15

**Authors:** Tze‐Yen Lin, Danye Jiang, Wan‐Ru Chen, Jhih Syuan Lin, Xin‐Yu Zhang, Chih‐Hung Chen, Chia‐Lang Hsu, Liang‐Chuan Lai, Ping‐Hung Chen, Kai‐Chien Yang, Lauren H Sansing, Che‐Feng Chang

**Keywords:** high‐salt diet, intracerebral hemorrhage, macrophages, nr4a1, trained immunity, Immunology, Metabolism, Stem Cells & Regenerative Medicine

## Abstract

A high‐salt diet (HSD) elicits sustained sterile inflammation and worsens tissue injury. However, how this occurs after stroke, a leading cause of morbidity and mortality, remains unknown. Here, we report that HSD impairs long‐term brain recovery after intracerebral hemorrhage, a severe form of stroke, despite salt withdrawal prior to the injury. Mechanistically, HSD induces innate immune priming and training in hematopoietic stem and progenitor cells (HSPCs) by downregulation of *NR4a* family and mitochondrial oxidative phosphorylation. This training compromises alternative activation of monocyte‐derived macrophages (MDMs) without altering the initial inflammatory responses of the stroke brain. Healthy mice transplanted with bone marrow from HSD‐fed mice retain signatures of reduced MDM reparative functions, further confirming a persistent form of innate immune memory that originates in the bone marrow. Loss of NR4a1 in macrophages recapitulates HSD‐induced negative impacts on stroke outcomes while gain of NR4a1 enables stroke recovery in HSD animals. Together, we provide the first evidence that links HSD‐induced innate immune memory to the acquisition of persistent dysregulated inflammatory responses and unveils NR4a1 as a potential therapeutic target.

## Introduction

Salt (NaCl) has been an integral part of human history for thousands of years and is interwoven into our daily diets. While a small amount of salt is necessary for survival, excessive salt intake has spiraled into a public health crisis worldwide. A high‐salt diet (HSD) is currently a leading dietary risk factor for non‐communicable diseases and mortality (GBDD Collaborators, 2019) and has long been connected to development of cardiovascular disease through angiopathy and hypertension (Rucker *et al*, 2018). However, recent studies suggest HSD negatively affects cardiovascular function by impacting the immune system prior to the onset of hypertension (Faraco *et al*, 2018, 2019; Muller *et al*, 2019). Furthermore, HSD can inappropriately activate myeloid and lymphoid cells, which subsequently aggravate autoimmune responses, promote inflammatory tissue injury, and blunt host defense responses (Wu *et al*, 2013; Zhang *et al*, 2015; Jobin *et al*, 2020). Intriguingly, while salt reduction decreases cardiovascular events and death, reports indicate that salt‐induced adverse immune responses cause persistent hepatic and renal injury and neuropathic pain—even after salt reduction/withdrawal (Oguchi *et al*, 2014; Fan *et al*, 2020; Gao *et al*, 2022). These findings suggest that the impact of salt on the immune system, especially in the context of prolonged inflammatory tissue injury, is not fully understood.

How could HSD alter immune cell functions and persistently influence pathological outcomes in diseases? Emerging evidence suggests that trained immunity, that is, *de facto* immunological memory in innate immune cells, could be involved. Through metabolic reprogramming and/or epigenetic modifications, the trained progeny of hematopoietic stem and progenitor cells (HSPCs) and tissue‐resident macrophages can elicit either beneficial or detrimental responses, depending on the pathological condition (Netea *et al*, 2020). Recent studies indicate that HSPCs, monocytes, and macrophages establish innate immune memory after exposure to infectious stimuli, vaccination, and environmental challenges (Bekkering *et al*, 2018; Christ *et al*, 2018; Wendeln *et al*, 2018; Yao *et al*, 2018; Zhang *et al*, 2021). In addition, unhealthy dietary patterns can trigger innate immune memory in bone marrow (BM) cells and aggravate disease pathogenesis (Christ *et al*, 2018; Edgar *et al*, 2021). However, whether dietary salt leads to dysfunctional myeloid cell responses through innate immune memory and the implications on cardiovascular event outcomes remain to be determined.

Stroke, a cardiovascular disease heavily influenced by dietary salt, is the second‐leading cause of death and disability worldwide (GBDS Collaborators, 2021). Intracerebral hemorrhage (ICH), the most devastating subtype of stroke, has the highest mortality rate and is initiated by the rupture of a blood vessel within the brain that results in intraparenchymal hematoma. While the connection between salt intake and stroke risk is well established (GBDD Collaborators, 2019; GBDS Collaborators, 2021), far less is known about the effects of HSD on long‐term stroke recovery, especially in ICH. Given that myeloid cells, predominantly macrophages, mediate long‐term hematoma resolution, neuroinflammation, and neurobehavioral recovery after ICH (Zhao *et al*, 2017; Askenase *et al*, 2021; Chang *et al*, 2021), HSD might impact long‐term stroke outcomes through regulating macrophage functions. Furthermore, it remains unknown whether (and how) HSD continuously affects myeloid cell functions after salt reduction during the chronic stage of stroke.

Here, we used murine stroke models to investigate how HSD alters stroke‐induced innate immune responses and long‐term disease outcomes. HSD modulates monocyte‐derived macrophages (MDMs) toward a less reparative phenotype while sparing the parenchymal macrophages—microglia—in the ICH brain. This phenomenon occurred concomitantly with impeded hematoma clearance, reduced neurobehavioral recovery, and exacerbated neuron loss and astrogliosis. HSD also diminished oxidative phosphorylation (OXPHOS) in BM cells and this metabolic shift was retained by macrophages differentiated *in vitro*. We further confirmed a reduced macrophage reparative phenotype and impaired brain recovery in chimeric mice reconstituted with BM from mice fed with HSD. While HSD‐induced myelopoiesis and systemic inflammation subsided after reverting to a normal diet, the negative impact of HSD on the macrophage phenotype and long‐term stroke outcomes persisted. Transcriptomic analysis revealed that HSD induced metabolic and transcriptional reprogramming in HSPCs. Specifically, we identified the orphan nuclear receptor 4A1 (NR4a1/Nur77) as a potential therapeutic target for alleviation of HSD‐induced adverse effects on stroke recovery. Overall, we uncovered a previously unknown role of HSD in modulating macrophage function and long‐term brain recovery after stroke through innate immune training in the BM. These findings highlight the role of innate immune memory as a novel mechanism in acquisition of a disease‐unfavorable immune response after HSD.

## Results

### HSD delays brain recovery and reduces the reparative macrophage phenotype after ICH

To investigate the effect of chronic high‐sodium intake on brain recovery after stroke, we employed an HSD regimen based on previously established protocols (Faraco *et al*, 2019). Six‐week‐old mice received HSD (8% NaCl) or normal diet (ND; 0.5% NaCl) for 8 weeks before undergoing ICH surgery (Fig 1A). To better mimic the clinical scenario, all mice were returned to the ND after ICH. The HSD had no effect on daily food intake and body weight (Fig EV1A). Consistent with previous studies (Faraco *et al*, 2018), the HSD did not increase heart rate, mean arterial pressure, or systolic and diastolic pressures (Fig EV1B). To investigate the effect of the HSD on ICH outcomes during the recovery phase, we used two models of experimental ICH. Hematoma volume is the major determinant of patient outcomes (Broderick *et al*, 1993). Thus, we first induced hematoma using autologous blood injection and evaluated hematoma resolution and neurologic deficits on day 7 post‐surgery, which marks the recovery phase in this ICH model (Fig 1A) (Chang *et al*, 2018; Tsai *et al*, 2022). HSD mice exhibited worse locomotor asymmetry in the cylinder test and exhibited larger hematoma volumes (Fig 1B and C). We also employed the collagenase ICH model, in which enzymatic digestion of the vessel walls produces severe brain injury and persistent functional deficits (Fig 1D) (Chang *et al*, 2018, 2020). A battery of behavioral experiments were performed to assess postural symmetry, gait, circling behavior, motor impairments, and sensorimotor integration from days 3 to 21 after ICH induction (Schaar *et al*, 2010). HSD mice exhibited reduced functional recovery compared to the ND group across these functional tests (Fig 1D and E). HSD mice also exhibited significantly increased red blood cell (RBC) deposition, exacerbated neuron loss, and higher numbers of glial fibrillary acidic protein (GFAP)‐positive cells in the brain on day 21 post‐ICH (Fig 1F).

**Figure 1:**
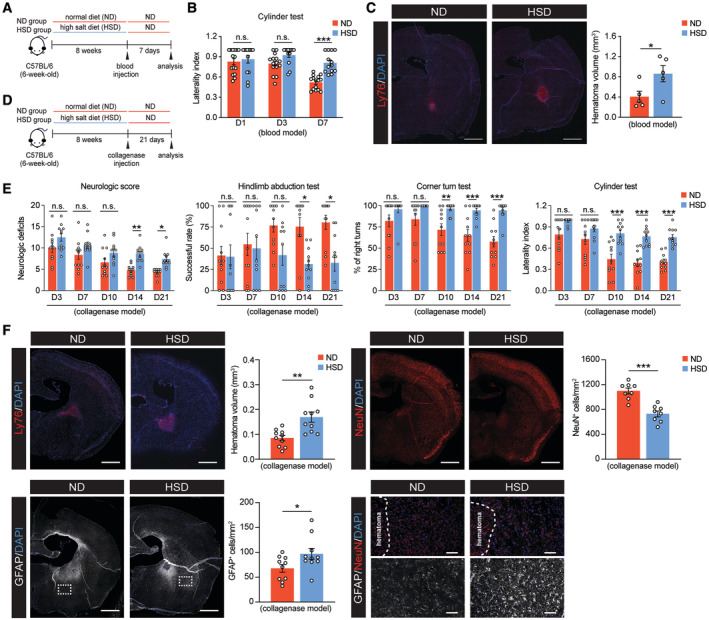
Effects of HSD on chronic recovery after ICH Schematic of experimental design using a blood injection ICH model.Cylinder test of ND (*n* = 15) and HSD (*n* = 13) mice on days 1, 3, and 7 following blood injection, two‐way ANOVA, and Bonferroni test. *n*: biological replicates.Representative images and quantification of Ly76^+^ (red) hematoma co‐labeled with DAPI in ND and HSD brains (*n* = 5/group) on day 7 post‐ICH, Student's *t*‐test. *n*: biological replicates. Scale bar: 1 mm.Schematic of experimental design using a collagenase injection ICH model.Neurologic score, hindlimb abduction test, corner turn test, and cylinder test for ND and HSD mice on days 3, 7, 10, 14, and 21 following ICH (*n* = 11/group), two‐way ANOVA, and Bonferroni test. *n*: biological replicates.Representative images and quantification of Ly76^+^ hematoma, NeuN^+^ neurons, and GFAP^+^ cells co‐labeled with DAPI in ND and HSD mice on day 21 post‐ICH. *n* = 10 for hematoma and GFAP quantification, *n* = 8 for NeuN quantification, Student's *t*‐test. *n*: biological replicates. Scale bar: 1 mm, 100 μm for high‐magnification insets. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05, **P < 0.01, and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

**Figure EV1:**
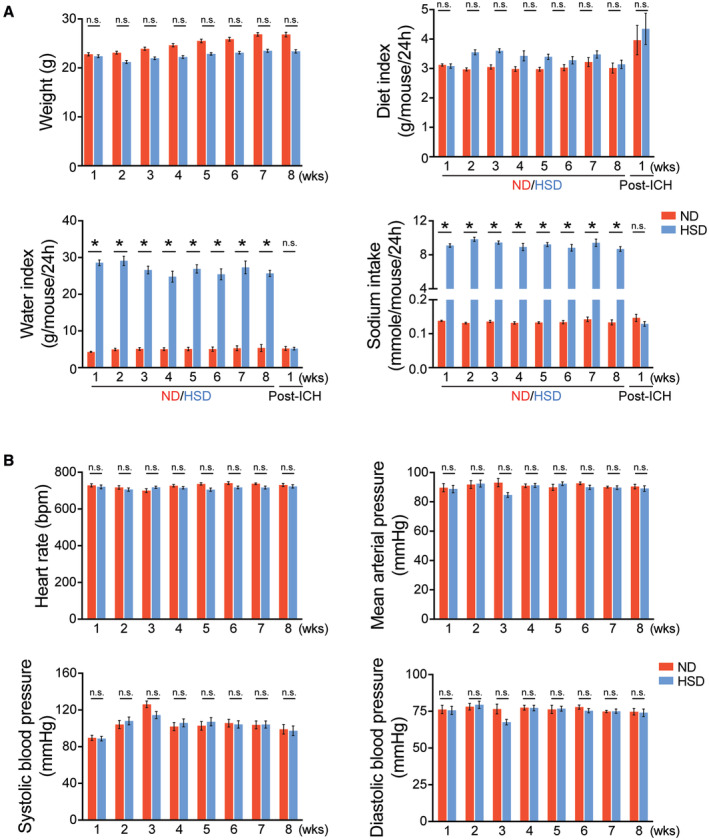
Physiological measurements of ND and HSD mice Graphs depicting body weight, food intake, water intake, and sodium intake in ND (*n =* 22–33) and HSD (*n =* 24–35) mice over 8 weeks of diet manipulation. Two‐way ANOVA and Bonferroni test. *n*: biological replicates.Graphs depicting heart rate, mean arterial pressure, systolic blood pressure, and diastolic blood pressure in ND and HSD animals over 8 weeks of diet manipulation. *n =* 7–11/group, two‐way ANOVA and Bonferroni test. *n*: biological replicates. Data information: All data are mean ± SEM; *P < 0.05, n.s., not significant. Source data are available online for this figure.

Microglia, the brain parenchymal macrophages, and monocyte‐derived macrophages (MDMs) are the main myeloid populations that accumulate in hemorrhagic regions (Chang *et al*, 2017, 2018). We and others have shown that both cell types polarize to a reparative phenotype and contribute to brain repair during the recovery phase (Zhao *et al*, 2007; Chang *et al*, 2017, 2021; Xu *et al*, 2020). Since a delayed brain repair was observed in the HSD animals, we assessed whether HSD affected alternative activation of these cell populations (Appendix Fig S1). On day 7 post‐ICH, the HSD hemorrhagic brain displayed a lower percentage of reparative MDMs, as evidenced by reduced CD36 and CD206 expression (Fig 2A). The percentage of CD36 and CD206 double‐positive MDMs was also significantly lower in HSD animals (Fig 2A). In confirmation with previous studies showing MDM alternative activation is essential for efficient erythrophagocytosis and hematoma clearance (Chang *et al*, 2018, 2020), we observed impaired MDM phagocytosis of erythrocytes in the HSD hemorrhagic brains (Fig 2B). Unexpectedly, the HSD‐induced changes in alternative activation were unique to MDMs; no alterations in the percentages of CD36^+^, CD206^+^, ARG1^+^, and MerTK^+^ microglia were detected (Fig 2C). Furthermore, no significant difference in expressions of the proinflammatory genes *Tnf*, *Tspo*, and *Tmem119*, reparative gene *Apoe*, and epigenetic regulation genes *Hdac1* and *Hdac2* were observed in the ICH brain‐sorted microglia during the recovery phase (day 7) between ND and HSD groups (Fig 2D). To exclude the possibility that the observed deficits in the HSD group were due to a more aggravated initial injury and a more proinflammatory MDM/microglial phenotype during the acute phase, we measured hematoma volumes at day 3 post‐ICH and found that the two groups did not differ significantly (Fig 2E and F). Additionally, the frequencies of infiltrating MDMs and proinflammatory MDMs (MHCII^+^, CD86^+^, TNF^+^, IL‐1α^+^, and IL‐6^+^) were also comparable between the two groups (Fig 2G and H). Moreover, similar to the recovery phase, no changes in the microglia population were detected during the acute phase (Fig 2I). Overall, these observations demonstrate that HSD delays brain recovery after ICH and specifically dampens the activation of reparative MDMs.

**Figure 2:**
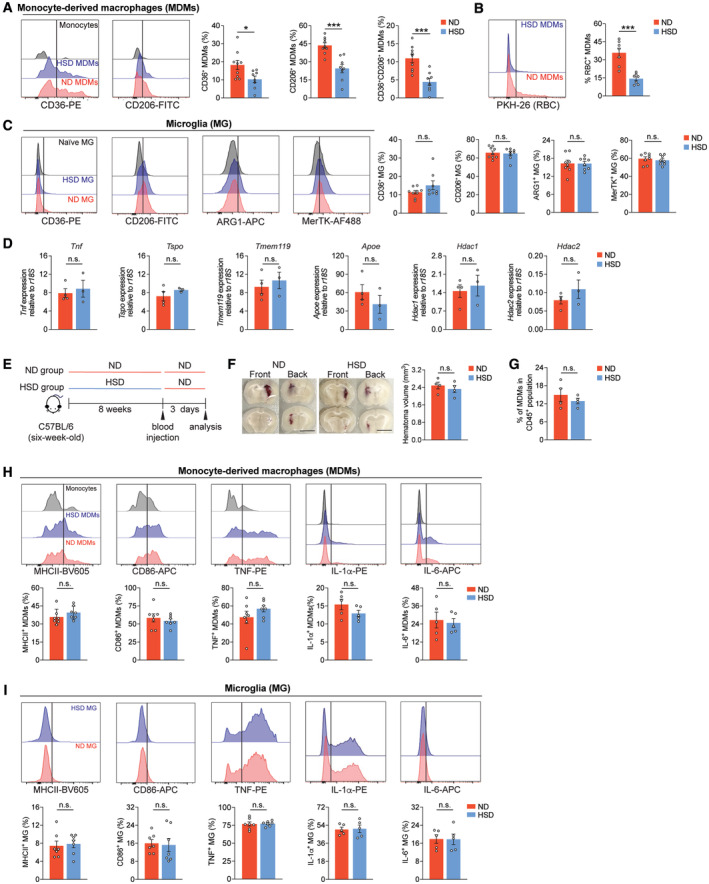
HSD limits alternative activation of MDMs but not microglia Left: representative histograms of CD36 and CD206 expression on monocytes (gray), HSD (blue), and ND (red) MDMs. Right: percentages of CD36^+^, CD206^+^, and CD36^+^CD206^+^ MDMs in ND (*n* = 9) and HSD (*n* = 8) mice, Student's *t‐*test. *n*: biological replicates.Left: representative histogram shows intensity of fluorescently labeled erythrocytes in MDMs from ND and HSD mice at day 7 after ICH. Right: quantification of percentage of MDMs that contain labeled erythrocytes. n = 7/group, Student's *t*‐test. *n*: biological replicates.Left: representative histograms of CD36, CD206, ARG1, and MerTK expression on naive (gray), HSD (blue), and ND (red) microglia. Right: percentages of CD36^+^, CD206^+^, ARG1^+^, and MerTK^+^ microglia in ND (*n* = 8–9) and HSD (*n* = 8) mice. Student's *t*‐test. *n*: biological replicates.Gene expression of proinflammatory markers (*Tnf*, *Tspo*, and *Tmem119*), reparative phenotype (*Apoe*), and epigenetic regulation (*Hdac1* and *Hdac2*) in microglia from ND (*n* = 4) and HSD (*n* = 3) ICH brains. Student's *t*‐test. *n*: biological replicates, each biological replicate pooled from three independent animals.Schematic of investigating initial ICH injury following 8‐week ND or HSD. Histological assay and flow cytometry were performed 3 days after blood ICH induction.Left: representative coronal sections show visible hematoma in the ND and HSD mice on day 3 after blood injection. Right: quantification of hematoma volume. *n* = 4/group, Student's *t*‐test. Scale bar: 5 mm. *n*: biological replicates.Percentages of brain‐infiltrating MDMs from ND and HSD animals on day 3 post‐ICH. *n* = 4/group, Student's *t*‐test. *n*: biological replicates.Top: representative histograms showing MHCII, CD86, TNF, IL‐1α, and IL‐6 expressions on monocytes (gray), HSD MDMs (blue), and ND MDMs (red). Bottom: quantifications showing percentages of MHCII^+^, CD86^+^, TNF^+^, IL‐1α^+^, and IL‐6^+^ MDMs between ND and HSD groups. *n =* 5‐7/group, Student's *t*‐test. *n*: biological replicates.Top: representative histograms showing MHCII, CD86, TNF, IL‐1α, and IL‐6 expressions on HSD (blue) and ND microglia (red). Bottom: quantifications showing percentages of MHCII^+^, CD86^+^, TNF^+^, IL‐1α^+^, and IL‐6^+^ microglia (MG) between ND and HSD groups. *n =* 5‐7/group, Student's *t*‐test. *n*: biological replicates. Data information: All data are mean ± SEM, each symbol represents one mouse unless stated otherwise, *P < 0.05 and ***P < 0.001; n.s., not significant. Source data are available online for this figure.

### HSD reprograms bone marrow cells and their mature myeloid progeny

Both microglia and MDMs are alternatively activated during ICH recovery and exposed to a similar microenvironment surrounding the hematoma (Chang *et al*, 2018, 2021). Thus, the reduction in alternatively activated MDMs in HSD mice is unlikely to result entirely from “onsite education.” To test whether macrophages in the peripheral organs also exhibit reduced alternative polarization during inflammatory tissue injury, we first employed a thioglycollate‐elicited model of peritonitis and collected peritoneal macrophages (pMFs) at the proinflammatory and pro‐resolving stages (Bosurgi *et al*, 2017) (Fig EV2A). The percentages of CD36^+^ and CD206^+^ pMFs increased from day 3 to 7 after thioglycollate injection, indicating transition of peritoneal macrophages into a reparative phenotype (Fig EV2B). As expected, thioglycollate‐injected HSD mice exhibited a lower percentage of CD36^+^ pMFs at day 7 than ND mice (Fig EV2B). We then performed an erythrophagocytosis assay by measuring the engulfment of fluorescently labeled heat‐shocked erythrocytes by pMFs in the presence and absence of *in vitro* stimuli that replicate the complex ICH milieu *in vivo*. HSD pMFs exhibited reduced erythrocyte engulfment under both unstimulated control and thrombin‐stimulated conditions, suggesting a general reduction in erythrophagocytosis in HSD pMFs (Fig EV2C). These results demonstrate a widespread reduction in reparative macrophages regardless of the type of inflamed tissue.

**Figure EV2:**
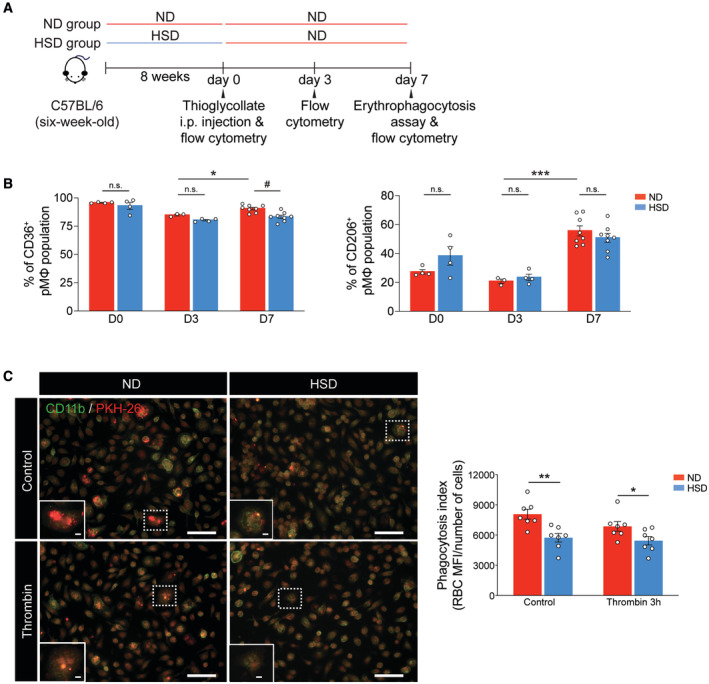
HSD reduces alternative activation of peritoneal macrophages in a thioglycollate‐elicited peritoneal model Schematic of experimental design.Bar graphs depicting the percentages of CD36^+^ and CD206^+^ peritoneal macrophages from ND and HSD mice on days 0, 3, and 7 following thioglycollate injection. *n =* 4/group on day 0, *n =* 3 ND, 4 HSD on day 3, and *n =* 8/group on day 7, two‐way ANOVA and Bonferroni test. *n*: biological replicates.Representative images showing engulfment of heat‐shocked PKH26‐labeled erythrocytes (red) in CD11b^+^ (green) ND and HSD peritoneal macrophages with or without thrombin stimulation. Quantifications of erythrophagocytosis in ND and HSD peritoneal macrophages with or without thrombin stimulation. *n =* 7/group, Student's *t*‐test. *n*: biological replicates. Scale bar: 50 μm and 5 μm high‐magnification insets. Data information: All data are mean ± SEM, each symbol represents one mouse or one biological replicate, *P < 0.05, **P < 0.01, ***P < 0.001, and ^#^ *P* < 0.001, n.s., not significant. Source data are available online for this figure.

Diet‐induced systemic immune activation can stimulate myeloid progenitors in the bone marrow (BM) through distinct metabolic mechanisms and give rise to maladaptive monocytes and macrophages in several diseases (Christ *et al*, 2018; Edgar *et al*, 2021). In addition, macrophages undergo mitochondrial oxidative phosphorylation (OXPHOS) to repolarize to and maintain a reparative phenotype (van den Bossche *et al*, 2016). Thus, we investigated whether HSD induces metabolic reprogramming in BM cells and their mature progeny. We first assessed mitochondrial oxidative activity and glycolysis by measuring the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), respectively. BM cells from both 4‐ and 8‐week HSD mice displayed reduced OXPHOS and increased glycolytic capacity compared to those from ND mice, suggesting HSD induces a metabolic switch in BM cells (Fig EV3A–D). To investigate whether this HSD‐induced metabolic switch is maintained in the progeny of BM cells, we differentiated BM cells into bone marrow‐derived macrophages (BMDMs) *in vitro* (Fig 3A). BMDMs derived from 8‐week HSD BM cells retained the same metabolic signatures, with significantly reduced basal respiration, ATP production, and maximal respiration compared to ND BMDMs (Fig 3B). After stimulation with the ICH mimic thrombin (Babu *et al*, 2012), HSD BMDMs exhibited lower expression of *Apoe*, *Arg1*, and *Trem2* (Fig 3C and D), suggesting the lower OCR of BMDMs differentiated from HSD BM cells correlated with a reduction in their reparative response to inflammatory milieu. Moreover, ND BMDMs differentiated in the presence of an additional 40 mM of NaCl (179 mM) exhibited lower expression of these same reparative genes after thrombin stimulation compared to BMDMs differentiated in normal media (139 mM NaCl) (Fig 3D).

**Figure 3:**
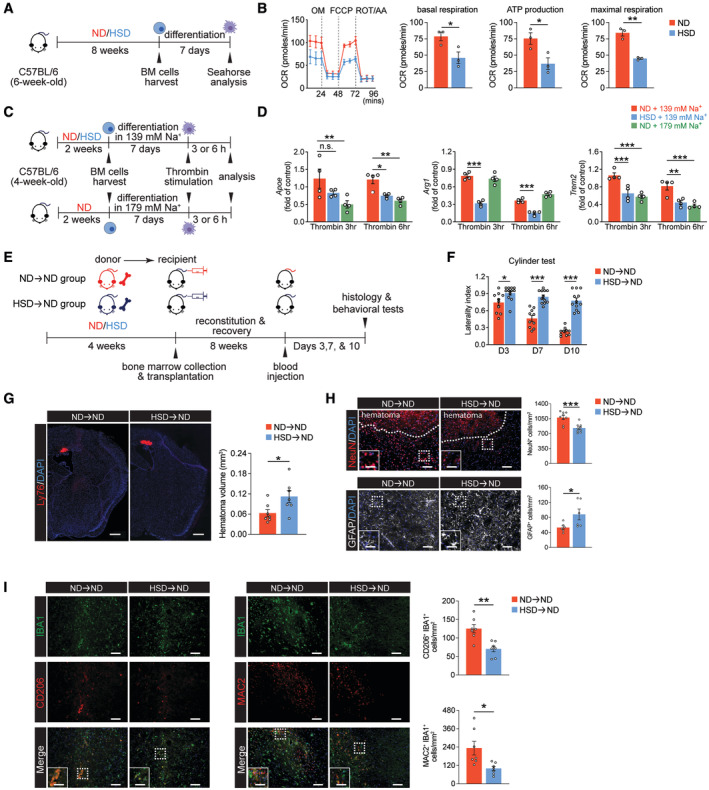
HSD‐induced immunological memory in BM cells contributes to reduced macrophage reparative phenotype and can be transferred to ND mice Schematic of experimental design.OCR traces and quantifications of basal respiration, ATP production, and maximal respiration of BMDMs derived from ND (red) and HSD (blue) BM. *n =* 3/group, Student's *t‐*test. *n*: biological replicates, each averaged from *n* = 2–3 technical replicates.Schematic of *in vitro* differentiation of ND and HSD BM cells into BMDMs under different sodium concentrations.Gene expression of reparative markers *Apoe*, *Arg1*, and *Trem2* in BMDMs derived from ND BM under normal sodium conditions (red), HSD BM under normal sodium conditions (blue), and ND BM under high‐sodium conditions (green) upon thrombin stimulation. *n =* 4/group, two‐way ANOVA and Bonferroni test. *n*: biological replicates.Schematic of experimental design for ND➔ND and HSD➔ND BM chimeras.Cylinder test of ND➔ND (*n =* 10) and HSD➔ND (*n =* 12) chimeras on days 3, 7, and 10 post‐ICH. Two‐way ANOVA and Bonferroni test. *n*: biological replicates.Representative images and quantification of Ly76^+^ hematomas co‐labeled with DAPI in ND➔ND and HSD➔ND chimeras. *n =* 7/group, Student's *t‐*test. *n*: biological replicates. Scale bar: 500 μm.Representative images and quantifications of NeuN^+^ neurons and GFAP^+^ cells co‐labeled with DAPI in ND➔ND and HSD➔ND chimeras. *n =* 9/group for NeuN, *n =* 6/group for GFAP, Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm and 50 μm for high‐magnification insets.Representative images and quantifications of CD206^+^IBA1^+^ and MAC2^+^IBA1^+^ cells in ND➔ND and HSD➔ND chimeras. *n =* 7/group, Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm and 50 μm for high‐magnification insets. Data information: All data are mean ± SEM, each symbol represents one mouse or one biological replicate, *P < 0.05, **P < 0.01, and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

**Figure EV3:**
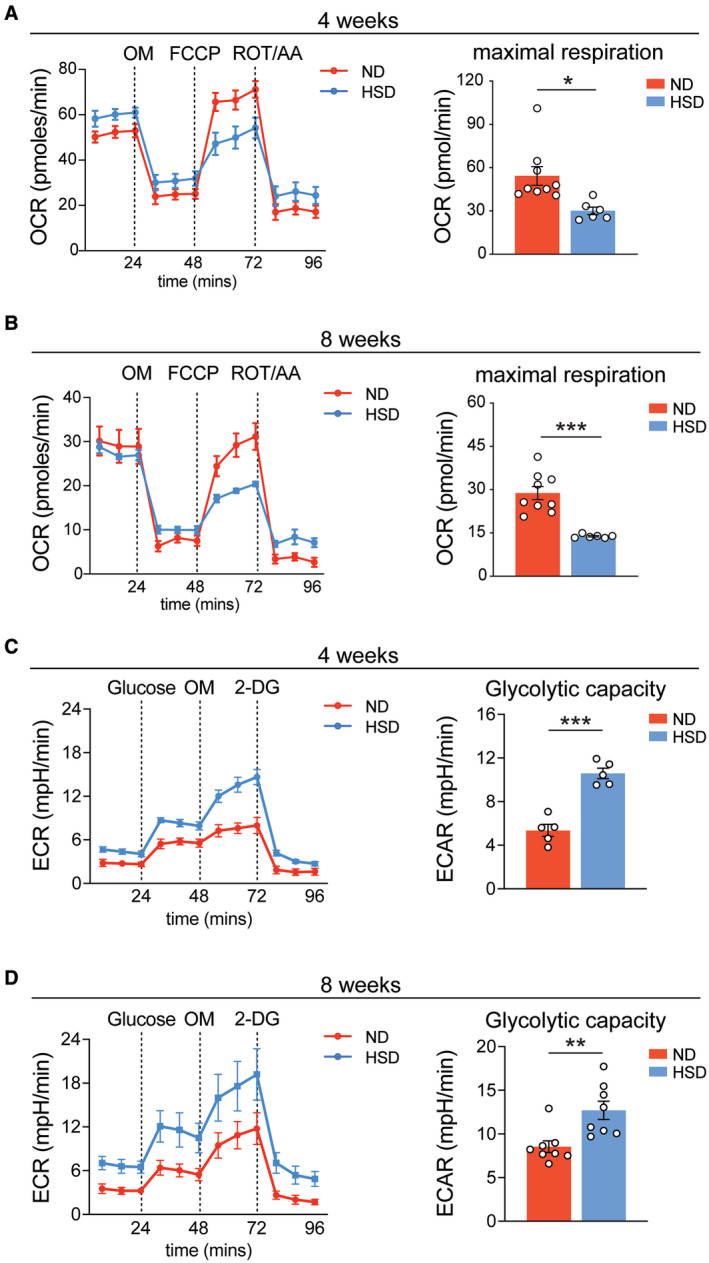
HSD impairs mitochondrial oxidative phosphorylation and promotes glycolysis in bone marrow (BM) cells OCR traces and maximum respiratory capacity of BM cells after 4‐week ND and HSD. *n =* 9 ND, 6 HSD, Student's *t*‐test. *n*: biological replicates.OCR traces and maximum respiratory capacity of BM cells after 8‐week ND and HSD. *n =* 9 ND, 6 HSD, Student's *t*‐test. *n*: biological replicates.ECAR traces and glycolytic capacity of BM cells after 4‐week ND and HSD. *n* = 5/group, Student's *t*‐test. *n*: biological replicates.ECAR traces and glycolytic capacity of BM cells after 8‐week ND and HSD. *n* = 8/group, Student's *t*‐test. *n*: biological replicates. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05, **P < 0.01, and ***P < 0.001; OCR, oxygen consumption rate, OM, oligomycin, FCCP, carbonyl cyanide‐4 (trifluoromethoxy) phenylhydrazone, ROT/AA, rotenone and antimycin A, ECAR, extracellular acidification rate, and 2‐DG, 2‐deoxy‐D‐glucose. Source data are available online for this figure.

To obtain further *in vivo* evidence that HSD alters the properties of BM cells, we created bone marrow chimeric mice using a 4‐week dietary regimen. We first confirmed a similarly reduced neurobehavioral recovery and decreased MDM reparative marker expression after ICH induction in the 4‐week HSD mice compared to ND mice (Fig EV4A–D). ND hosts were irradiated and reconstituted with BM from either ND donors (ND➔ND chimeras) or HSD donors (HSD➔ND chimeras) after 4‐week dietary manipulation (Fig 3E). After an 8‐week recovery following transplantation, we modeled ICH by blood injection. HSD➔ND chimeras exhibited worse locomotor asymmetry on the cylinder test than ND➔ND chimeras (Fig 3F). HSD➔ND chimeras also had larger hematoma volumes, exacerbated neuron loss, and more GFAP^+^ cells on day 10 post‐ICH (Fig 3G and H). A reduction in the numbers of CD206^+^IBA1^+^ and MAC2^+^IBA1^+^ cells was also detected in the HSD➔ND chimeras when compared to the ND➔ND group (Fig 3I), suggesting diminished reparative macrophages in the HSD➔ND chimeras. We also leveraged the more severe brain injury of the collagenase ICH model and observed a higher mortality rate and a trend toward poorer neurobehavioral outcomes in the HSD➔ND chimeras (Fig EV4E and F). To further confirm and extend our findings, we tested whether ND BM was sufficient to rescue HSD‐induced deficits. We transplanted either ND (ND➔HSD chimeras) or HSD (HSD➔HSD chimeras) BM cells into the irradiated HSD recipient mice (Fig EV4G). After ICH induction, HSD mice transplanted with ND BM cells exhibited better neurobehavioral recovery than those received HSD BM cell transplantation (Fig EV4H). In parallel, the ND➔HSD chimeras also had reduced hematoma volumes, lessened neuron loss and astrogliosis, and higher numbers of CD206^+^IBA1^+^ and MAC2^+^IBA1^+^ reparative macrophages on day 10 post‐ICH (Fig EV4I–K). Taken together, these results suggest that HSD induces immunological memory in BM cells and that their myeloid progeny inherit similar cellular characteristics.

**Figure EV4:**
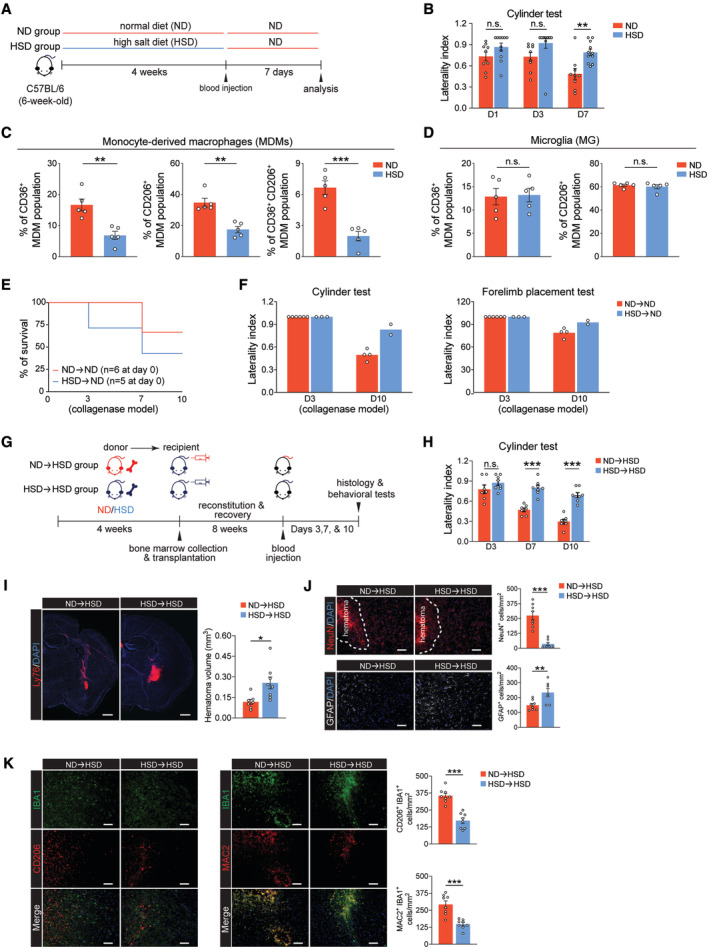
Four‐week HSD reduces ICH recovery, HSD➔ND chimeric mice have worse functional outcomes after collagenase ICH, and ND BM cell transplantation to HSD mice rescues HSD‐aggravated ICH injuries Schematic of the 4‐week diet regimen. Six‐week‐old mice were fed with ND or HSD for 4 weeks before being subjected to ICH surgery. Behavioral tests and flow cytometry were performed 1 week after blood ICH induction.Cylinder test results of mice after 4‐week ND and HSD on days 1, 3, and 7 after ICH. *n =* 9 ND, 11 HSD, two‐way ANOVA and Bonferroni test. *n*: biological replicates.Percentages of CD36^+^, CD206^+^, and CD36^+^CD206^+^ MDMs in 4‐week ND and HSD mice after ICH. *n =* 5/group, Student's *t*‐test. *n*: biological replicates.Percentages of CD36^+^ or CD206^+^ microglia (MG) after 4‐week ND and HSD. *n =* 5/group, Student's *t*‐test. *n*: biological replicates.Survival rates of ND and HSD chimeras that were subjected to a collagenase ICH model.Cylinder test and forelimb placement test results of ND➔ND and HSD➔ND chimeras. *n =* 6 ND chimeras and 3 HSD chimeras on day 3, *n =* 4 ND chimeras and 2 HSD chimeras on day 10.Schematic of experimental design. ND and HSD BM were transplanted into HSD recipients.Cylinder test of ND➔HSD (*n =* 7) and HSD➔HSD (*n =* 8) chimeric mice on days 3, 7, and 10 post‐ICH. Two‐way ANOVA and Bonferroni test. *n*: biological replicates.Representative images and quantification of Ly76^+^ hematomas co‐labeled with DAPI in ND➔HSD (*n =* 7) and HSD➔HSD (*n =* 8) chimeras. Student's *t‐*test. *n*: biological replicates. Scale bar: 500 μm.Representative images and quantifications of NeuN^+^ neurons and GFAP^+^ cells co‐labeled with DAPI in ND➔HSD (*n =* 7) and HSD➔HSD (*n =* 8) chimeras. Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm.Representative images and quantifications of CD206^+^IBA1^+^ and MAC2^+^IBA1^+^ cells in ND➔HSD (*n =* 8) and HSD➔HSD (*n =* 8) chimeras. Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm. Data information: All data are mean ± SEM, each symbol represents one mouse or one biological replicate, *P < 0.05, **P < 0.01, and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

### HSD‐induced innate immune memory adversely impacts long‐term recovery even after salt reduction prior to a stroke

High‐sodium intake increases the number of circulating inflammatory monocytes and cytokine production (Wenstedt *et al*, 2019). Chronic systemic inflammation‐elicited myelopoiesis and myeloid progenitor cell pool remodeling have been suggested to build immunological memory in BM progenitor cells (Mitroulis *et al*, 2018). Therefore, we ascertained to what extent the HSD‐induced immunological memory persists in BM progenitor cells and how that impacts the response of MDMs in stroke recovery after salt reduction. Enumeration of BM progenitor cells revealed that 8‐week HSD increased the percentage of granulocyte–monocyte progenitor (GMPs) (Fig 4A and B). HSD‐induced GMP proliferation was concomitant with increased frequency of circulating CD11b^+^Ly6C^hi^ proinflammatory monocytes (Fig 4C), suggesting a systemic inflammatory response. We then reverted the animals from HSD to ND for 1 week and evaluated inflammation in these animals (Fig 5A). No significant differences in the percentages of HSPCs, GMPs, or the CD11b^+^Ly6C^hi^ population were observed between the ND‐fed mice (ND‐ND) and HSD‐fed mice (HSD‐ND) after returning to ND for 1 week (Fig 4D and E), suggesting the previously observed systemic inflammation subsided after salt reduction. Next, we modeled hemorrhagic stroke by autologous blood injection in these animals. On day 7 after ICH, we observed reduced functional recovery in HSD‐ND mice compared to the ND‐ND group (Fig 5B). The HSD‐ND group also exhibited decreased hematoma clearance, higher neuron loss, and astrogliosis (Fig 5C), and reductions in the numbers of CD206^+^IBA1^+^ and MAC2^+^IBA1^+^ reparative MDMs in the ICH brains (Fig 5D). In parallel, we also observed reduced percentages of CD206^+^ and CD36^+^ reparative MDMs in HSD mice that rested on ND compared to the ND‐ND group (Fig 5E). Notably, the frequencies of ICH brain‐infiltrating MDMs and percentages of CD86^+^ and MHCII^+^ proinflammatory MDMs did not differ between ND‐ND and HSD‐ND mice on day 7 post‐ICH (Fig 5F). These results suggest the reduction in reparative MDMs observed in HSD‐ND mice was not due to a reduction in the total number of infiltrating MDMs or an increase in proinflammatory macrophages. Consistent with previous results (Figs 2 and EV4), expression of the proinflammatory and reparative markers in microglia did not differ significantly between ND‐ND and HSD‐ND mice after ICH induction (Fig 5G), suggesting the HSD‐induced alterations were unique to MDMs.

**Figure 4:**
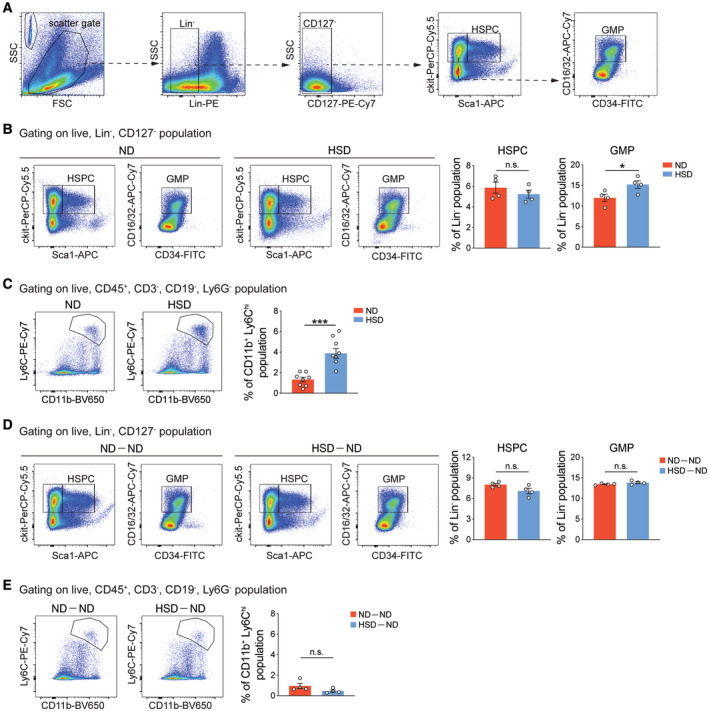
Gating strategies and quantifications of hematopoietic stem and progenitor cells (HSPCs) and granulocyte–monocyte progenitors (GMPs) after dietary manipulations Gating strategy of HSPCs and GMPs.Left: representative pseudocolor plots of HSPCs and GMPs from ND and HSD mice. Right: quantifications showing percentages of GMPs and HSPCs in ND and HSD mice, respectively. *n =* 4/group, Student's *t‐*test. *n*: biological replicates.Left: representative pseudocolor plots of proinflammatory monocytes from blood samples of ND and HSD mice. Right: bar graph depicting percentages of proinflammatory monocytes in ND and HSD mice. *n =* 8/group, Student's *t*‐test. *n*: biological replicates.Left: representative pseudocolor plots of HSPCs and GMPs from ND‐ND and HSD‐ND mice. Right: quantifications depicting percentages of GMPs and HSPCs in these two groups. *n =* 4/group, Student's *t*‐test. *n*: biological replicates.Left: representative pseudocolor plots of proinflammatory monocytes from blood samples of ND‐ND and HSD‐ND mice. Right: bar graph depicting percentages of proinflammatory monocytes from these two groups. *n =* 4/group, Student's *t*‐test. *n*: biological replicates. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05 and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

**Figure 5:**
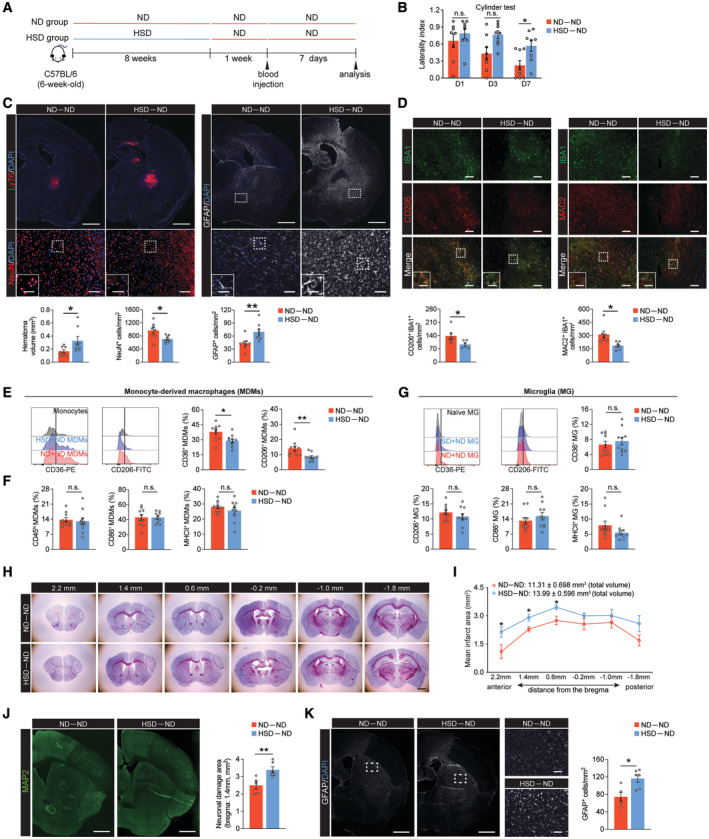
HSD‐induced trained immunity adversely impacts hemorrhagic stroke and ischemic stroke recovery even if diet is normalized prior to stroke Schematic of diet reversal from HSD to ND.Cylinder test of ND‐ND and HSD‐ND mice on days 1, 3, and 7 post‐ICH. *n =* 8/group, two‐way ANOVA and Bonferroni test. *n*: biological replicates.Representative images and quantification of Ly76^+^ hematoma, NeuN^+^ neurons, and GFAP^+^ astrocytes co‐labeled with DAPI in ND‐ND and HSD‐ND mice. *n =* 8/group, Student's *t‐*test. *n*: biological replicates. Scale bar: 1 mm, 100 μm for high magnification, and 50 μm for high‐magnification insets.Representative images and quantifications of CD206^+^IBA1^+^ (*n =* 6/group) and MAC2^+^ IBA1^+^cells (*n =* 7/group) in ND‐ND and HSD‐ND mice 7 days post‐ICH. Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm and 50 μm for high‐magnification insets.Representative histograms of CD36 and CD206 expression on monocytes (gray), HSD‐ND (blue), and ND‐ND (red) MDMs at day 7 after ICH. Percentages of CD36^+^ and CD206^+^ MDMs in ND‐ND and HSD‐ND mice. *n =* 10/group, Student's *t‐*test. *n*: biological replicates.Percentages of total infiltrating MDMs, CD86^+^ MDMs, and MHCII^+^ MDMs in ND‐ND and HSD‐ND mice. *n =* 10/group, Student's *t‐*test. *n*: biological replicates.Representative histograms showing CD36 and CD206 expression on naive (gray), HSD‐ND (blue), and ND‐ND (red) microglia (MG). Percentages of CD36^+^, CD206^+^, CD86^+^, and MHCII^+^ MG in ND‐ND and HSD‐ND mice. *n =* 10/group, Student's *t‐*test. *n*: biological replicates.Representative serial Nissl‐stained coronal sections of ND‐ND and HSD‐ND brains using the transient middle cerebral artery occlusion (tMCAO) ischemic stroke model. Scale bar: 1 mm.Quantification of mean and total infarct volumes in ND‐ND (*n =* 5) and HSD‐ND (*n =* 6) mice. Student's *t‐*test. *n*: biological replicates.Representative images of MAP2^+^ staining and quantification of the neuronal damage area in ND‐ND (*n =* 5) and HSD‐ND (*n =* 6) brains. Student's *t‐*test. *n*: biological replicates. Scale bar: 1 mm.Representative images and quantification of GFAP^+^ cells in ND‐ND (*n =* 5) and HSD‐ND (*n =* 6) brains. Student's *t‐*test. *n*: biological replicates. Scale bar: 1 mm and 100 μm for high‐magnification insets. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05 and **P < 0.01, n.s., not significant. Source data are available online for this figure.

To test whether HSD‐induced innate immune memory also impedes brain recovery in other types of CNS injury, we validated our findings in ischemic stroke using the transient middle cerebral artery occlusion model (tMCAO). Five days after surgery, the ischemic brains of HSD‐ND mice exhibited a larger infarct volume, as evidenced by reductions in both Nissl stained‐positive and neuron‐specific microtubule‐associated protein 2 (MAP‐2)‐positive areas (Fig 5H–J). Hyperplastic astrocytes have been reported to be neurotoxic and can hamper brain recovery after cerebral ischemia (Ito *et al*, 2019). Similarly, we observed an increased number of GFAP^+^ cells in the ischemic brains of HSD‐ND mice (Fig 5K). Taken together, these data further confirm that HSD‐induced innate immune memory negatively impacts brain recovery after stroke.

### HSD evokes transcriptional reprogramming of HSPCs

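HSPCs here are the Lin−CD127−c-kit+Sca-1+ cells sorted from bone marrow, and their RNA was sequenced from ND and HSD mice without ICH and on day 7 after ICH. ND chow held 0.5% NaCl, and HSD mice received chow with 8% NaCl and water with 1% NaCl for 8 weeks. The paper returned all mice to ND after ICH, so HSD ICH mice had HSD before ICH and ND chow after it. Each of the 4 groups had 3 libraries. The legend of Fig 6 gives 3 animals pooled per library for ND and HSD, and no number was found for ND ICH and HSD ICH. The authors' values cover 20792 genes of mm10 in CPM, scaled by TMM. Every value was a whole multiple of the CPM of 1 read, to within 0.01 of a read, so reads per gene could be counted back. Reads in the listed genes numbered 13874826 to 14594254 in ND libraries, 8678304 to 15469971 in HSD libraries, 12367859 to 15058511 in ND ICH libraries and 12286357 to 27491973 in HSD ICH libraries. Between 1393 and 1755 listed genes had no read in a library without ICH, against 2 to 29 in a library after ICH. Diets were compared separately without ICH and after ICH by limma on log2(CPM + 0.5), over genes with at least 10 reads in at least 3 of the libraries compared. A DEG at the study threshold had an unadjusted p under 0.05 and a log2 fold change of at least 1 in size. Gene groups come from 41 lists drawn up in advance, but after the paper's tables of DEGs had been read, and were tested by camera with a preset inter-gene correlation of 0.01.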

To explore the molecular mechanisms through which HSD induces innate immune memory, we performed bulk RNA sequencing (RNA‐seq) of HSPCs from 8‐week ND and HSD mice with or without ICH induction. 

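Without ICH, most immediate early genes, which cells induce within minutes of a stimulus, were lower in HSD HSPCs than in ND HSPCs, and most genes of the G2/M phase of the cell cycle were higher. Of 41 immediate early genes tested, 28 were lower and none was higher on HSD at an unadjusted p under 0.05 from limma, and 27 were lower when adjusted over the list alone. Their median log2 fold change was −0.41, with a camera adjusted p of 1.46e-33, and adjusted p = 0.107 with an estimated correlation. The transcription factor Egr1 fell from 74.3 ± 13.7 CPM (SD, n = 3) on ND to 40.0 ± 1.68 CPM (SD, n = 3) on HSD, a log2 fold change of −0.87 (SE 0.116, adjusted p = 0.0145, limma). Fos, a subunit of AP-1, fell from 152 ± 28.0 to 86.0 ± 9.92 CPM (log2 fold change −0.81, SE 0.127, adjusted p = 0.0470, limma). Egr1 no longer passed without ND replicate 1, HSD replicate 1 or HSD replicate 3 (adjusted p = 0.0550 to 0.0625), nor Fos without ND replicate 2 or 3 or HSD replicate 1 or 3 (0.0800 to 0.273). Ppp1r15a, which promotes dephosphorylation of eIF2α after stress, fell from 42.8 ± 1.14 to 24.1 ± 1.98 CPM (log2 fold change −0.82, adjusted p = 0.00526, limma). Of 22 mature neutrophil genes, 3 were lower and 1 was higher at an unadjusted p under 0.05 by limma, with none past the threshold when adjusted over the list alone, and their median log2 fold change was −0.28, or −0.05 without ND replicate 3 and −0.56 without ND replicate 1.
Of 50 G2/M genes, 49 had a higher mean on HSD, 35 were higher at an unadjusted p under 0.05 and 34 when adjusted over the list alone (median log2 fold change 0.25). The camera adjusted p was 1.46e-33, and adjusted p = 0.107 with an estimated correlation. Ube2c, a ubiquitin-conjugating enzyme that works with the anaphase-promoting complex, rose from 28.1 ± 1.04 to 48.7 ± 3.00 CPM (log2 fold change 0.78, SE 0.0860, adjusted p = 0.00526, limma). Kpna2, an importin, rose from 46.6 ± 1.78 to 74.0 ± 0.999 CPM (log2 fold change 0.66, adjusted p = 0.00526, limma). Of 49 genes of the S phase, none passed an unadjusted p under 0.05 in either direction by limma. Among 103 small nucleolar RNA genes, 23 were lower and 1 was higher at an unadjusted p under 0.05, and 14 were lower when adjusted over the list alone. Their camera adjusted p was 1.68e-05, and adjusted p = 0.329 with an estimated correlation. Snord15a fell from 219 ± 26.4 to 111 ± 16.0 CPM (adjusted p = 0.00572, limma). The small nuclear RNA genes Gm25679, Gm24305, Gm22513 and Gm23804, on chromosome 12 between 54696782 and 54734718 of GRCm38, changed by log2 values from −0.98 to −0.76. Whether these neighbouring genes share reads was not tested, so they may not be 4 separate changes. Kpna2 and these 4 genes were chosen after their values were seen, and each of the 4 lost its adjusted p under 0.05 without at least 1 of the libraries.
Over the 16787 genes tested, 13 passed an adjusted p under 0.05 by limma (2 higher, 11 lower), and 21 were DEGs at the study threshold (1 higher, 20 lower). An unadjusted p under 0.05 was reached by 1163 genes (613 higher, 550 lower), so the lean to lower genes held only past the stricter thresholds, and the groups did not overlap in 12.8% of genes, where chance gives 10%. An adjusted p under 0.05 was reached by 65 genes with DESeq2, 76 with edgeR's likelihood ratio test and 74 with its exact test. In a limma fit of all 12 libraries 1 gene reached it, and 0 of the 13 genes kept its call there, which ends those of Ube2c, Kpna2, Ppp1r15a, Snord15a, Egr1 and Fos. By edgeR's quasi-likelihood test 14 genes passed an adjusted p under 0.05 and 105 the study threshold (16 higher, 89 lower). In simulated data, 21 unchanged genes passed the study threshold by limma and 87 by edgeR's quasi-likelihood test. The count at the study threshold was 45, 58, 62 and 56 without ND replicate 1 or HSD replicate 1, 2 or 3, of which 12, 7, 9 and 9 were higher. The count at an adjusted p was 8 without ND replicate 3 and 22 without HSD replicate 2. Macrophage genes averaged 33.7 CPM in ND replicate 1 and 62.9 CPM in HSD replicate 2, against 8.76 to 12.2 CPM in the other 4 libraries. Without these 2 libraries 46 genes passed the study threshold (14 higher, 32 lower) and 91 an adjusted p under 0.05 by limma. Of the lists, 30 of 40 immediate early genes were lower and 38 of 50 G2/M genes higher when adjusted over the list alone, and 9 of 20 mature neutrophil genes were lower at an unadjusted p under 0.05.

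**Figure D1:**
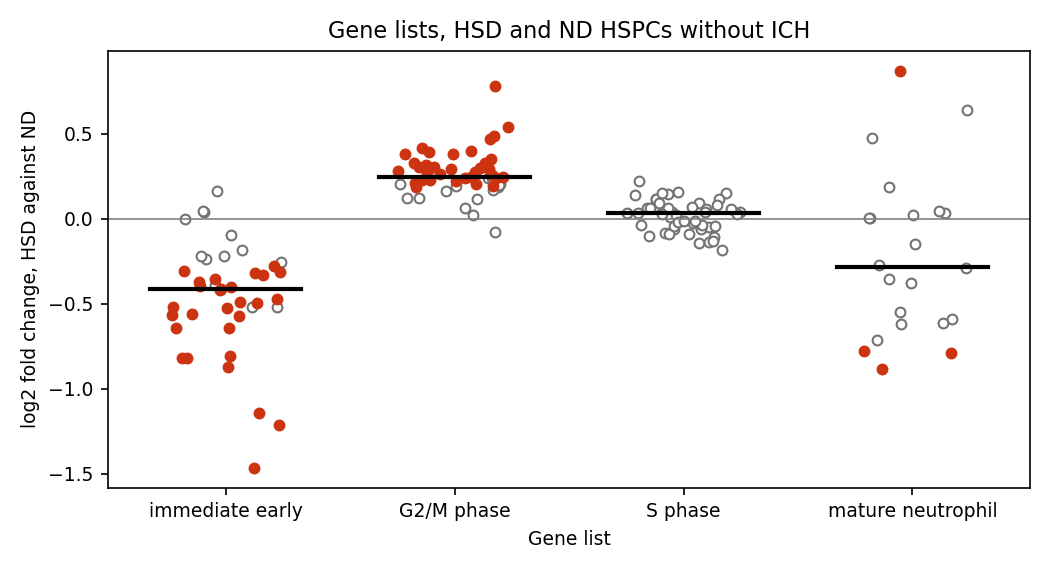
Each point is a gene of a list, and the vertical axis gives its log2 fold change of HSD against ND in HSPCs without ICH. Filled points have an unadjusted p under 0.05 from limma and black bars are medians, at −0.41 for 41 immediate early genes, 0.25 for 50 G2/M genes, 0.03 for 49 S phase genes and −0.28 for 22 mature neutrophil genes.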

We identified 289 differentially expressed genes (DEGs) in HSD HSPCs (Fig 6A, and Dataset EV1). Principal component analysis (PCA) revealed the two groups were transcriptionally distinct from each other (Fig 6B). 

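On log2(CPM + 0.5) of the genes tested, PC1 held 40.0% and PC2 20.4% of the variance among the 6 libraries without ICH, and the diets parted along PC2. ND libraries lay between −16.1 and −3.77 on PC2 and HSD libraries between 1.91 and 27.4. On PC1, HSD replicate 2, the library highest in macrophage genes, lay at −40.3 and the other libraries between −9.08 and 14.6. The difference between the diets held 20.3% of all variance, where chance gives 20% (exact one-sided permutation test over 10 splits, p = 0.5, with 0.1 the smallest p possible). Another split of the same libraries gave up to 26.0%. The share was 13.4% over the 500 most variable genes.
On CPM without a log, PC1 held 57.4% and PC2 35.4%, which match the numbers printed in Fig 6B. The diets parted along PC2 on this scale too, with ND libraries at −2168 to 13659.8 and HSD libraries at −7098 to −5036, and they held 25.5% of the variance (exact one-sided permutation test, p = 0.2, with 39.1% in the highest other split). On that scale 4 abundant RNA genes carried most of the variance. Gm23935 held 31.5%, Rpph1, the RNA of ribonuclease P, 26.5%, mt-Rnr2, the large mitochondrial ribosomal RNA, 13.8%, and Gm26917 9.98%.

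**Figure D2:**
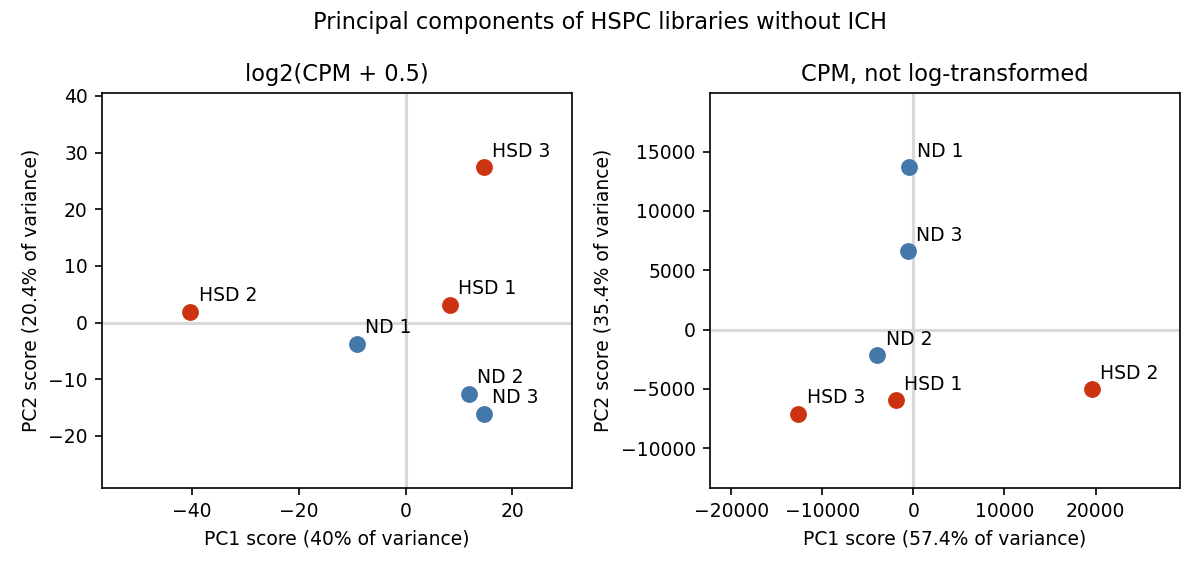
Scores of the 6 HSPC libraries without ICH on PC1 (horizontal) and PC2 (vertical), for log2(CPM + 0.5) on the left and CPM without a log on the right, each point a library. On the log2 scale the ND libraries have PC2 scores of −3.77 or less and the HSD libraries scores of 1.91 or more.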

Ingenuity pathway analysis (IPA) revealed HSD mostly affected pathways involved in glycolysis, cholesterol biosynthesis, NFAT‐mediated regulation of the immune response, and pathways relevant to inflammatory responses such as the inflammasome and toll‐like receptor signaling (Fig 6C, and Appendix Fig S2). These pathways include genes implicated in myelopoiesis (*Sphk1*, *Atf3*, and *Mmp8*) (Massberg *et al*, 2007; Golan *et al*, 2012; Liu *et al*, 2020), monocyte/macrophage commitment (*Spp1*) (Ruberti *et al*, 2018), the macrophage Ly6C^hi^ to Ly6C^low^ transition (*NR4a1*, *Nr1h3*, *S100a9*, and *Dab2*) (Hanna *et al*, 2012; Marinkovic *et al*, 2020), and liver X receptor (LXR) expression (*Nr1h3*) (Fig 6D). Additionally, gene set enrichment analysis (GSEA) using the Molecular Signatures Database (MSigDB) hallmark gene set collection revealed a correlation among HSD‐induced HSPC transcriptional reprogramming, glycolysis, and fatty acid metabolism (Fig 6E). 

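Most genes of glycolysis and of cholesterol biosynthesis had slightly higher means in HSD HSPCs, and few passed a test alone. Of 33 glycolysis genes, 26 were higher and 7 lower, 2 were higher at an unadjusted p under 0.05 from limma and none when adjusted over the list alone (median log2 fold change 0.09). The camera adjusted p was 0.00488, 0.133 without HSD replicate 2, and adjusted p = 0.547 with an estimated correlation. Gapdh had 155 ± 13.8 CPM (SD, n = 3) on HSD and 133 ± 12.9 CPM on ND, and Pklr, the pyruvate kinase of liver and red cells, 2.87 ± 0.336 and 1.53 ± 0.978 CPM. Of 28 cholesterol biosynthesis genes, 24 were higher and 4 lower, 4 were higher at an unadjusted p under 0.05 and none when adjusted over the list alone (camera adjusted p = 0.00202, 0.0677 without ND replicate 3, and adjusted p = 0.547 with an estimated correlation). Srebf2, the transcription factor that drives this pathway, had 140.3 ± 8.30 CPM on HSD and 123 ± 3.96 CPM on ND, and Mvd 2.78 ± 0.807 and 1.43 ± 0.578 CPM.
The immune signaling lists went in both directions. Of 42 NFAT signaling genes, 24 were higher and 18 lower, 1 in each direction at an unadjusted p under 0.05 by limma (camera adjusted p = 0.970). These were Calm3, a calmodulin gene, with a log2 fold change of 0.22, and Ppp3ca, a catalytic subunit of calcineurin, with −0.22 (adjusted p = 0.670 and 0.657). Of 43 toll-like receptor signaling genes, 24 were higher and 19 lower, 1 higher and 2 lower at an unadjusted p under 0.05 (camera adjusted p = 0.970). The lower genes were Tnfaip3 (log2 fold change −0.33) and Nfkbia (−0.32), both inhibitors of NF-κB signaling and both also on the list of immediate early genes. Of 26 inflammasome genes, 11 were higher and 15 lower (camera adjusted p = 0.610), with P2rx7, an ATP-gated channel, at a log2 fold change of 0.61 and Txnip at −0.30. Without HSD replicate 2, Calm3 was at 0.12 and P2rx7 at 0.33, and Txnip was at −0.16 without ND replicate 3 and −0.20 without HSD replicate 1. Without both ND replicate 1 and HSD replicate 2, Txnip was at −0.46 and Nfkbia at −0.54. None of these members passed when adjusted over its list alone in the fit of all 6 libraries.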

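Apart from Nr4a1 and S100a9, the genes named here had few reads in HSPCs without ICH. The 28 genes that the paper names in its text or in Fig 6D and F had the direction that its Dataset EV1 gives. Of these, 14 had enough reads to be tested and 14 had a mean of 0.667 to 10.5 reads per library. An unadjusted p under 0.05 by limma was reached by 12 of the 14 tested. Sphk1, a sphingosine kinase, had 2.35 ± 0.352 CPM (SD, n = 3) on HSD and 1.15 ± 0.104 CPM on ND, without overlap between the diets (log2 fold change 0.78, SE 0.229, adjusted p = 0.478, limma). Atf3, a stress-induced transcription factor, had 0.437 ± 0.287 CPM on HSD and 2.16 ± 1.04 CPM on ND, also without overlap (log2 fold change −1.47, SE 0.367, adjusted p = 0.328, limma), from a mean of 19.3 reads per library. Mmp8, a neutrophil collagenase, had 0.791 ± 0.344 and 1.74 ± 0.721 CPM (log2 fold change −0.78, adjusted p = 0.670, limma), and its log2 fold change was −1.23 without both ND replicate 1 and HSD replicate 2. S100a9, a subunit of calprotectin, had 6.37 ± 1.01 and 13.4 ± 7.74 CPM (log2 fold change −0.89, adjusted p = 0.583, limma), at −0.47 without ND replicate 3. Both are on the list of mature neutrophil genes, of which 13 of 22 had a lower mean on HSD (camera adjusted p = 0.0160, and adjusted p = 0.547 with an estimated correlation). That call was lost without ND replicate 2, ND replicate 3 or HSD replicate 1 (adjusted p = 0.0531 to 0.672). Nr1h3, which encodes LXRα, had 3.52 ± 2.47 CPM on HSD and 1.69 ± 0.480 CPM on ND (log2 fold change 0.72, adjusted p = 0.742, limma). Its log2 fold change was 0.25 without HSD replicate 2, the library highest in macrophage genes, and 0.42 without ND replicate 1 as well. Spp1 and Dab2 had too few reads to be tested. Spp1 had 0.607 ± 0.113 CPM on HSD and 0.271 ± 0.192 CPM on ND from a mean of 5.50 reads, and Dab2 0.285 ± 0.103 and 0.571 ± 0.111 CPM from a mean of 6.00 reads. Of the 289 genes of Dataset EV1, 212 averaged fewer than 10 reads per library, 88 could be tested here, and 76 of these had an unadjusted p under 0.05 by limma.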

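Genes of the tricarboxylic acid cycle and of fatty acid synthesis mostly had higher means in HSD HSPCs without ICH, and those of fatty acid oxidation were divided. Of 26 tricarboxylic acid cycle genes, 24 were higher and 2 lower, and Suclg1 (log2 fold change 0.22) and Mdh2 (0.20, or 0.12 without ND replicate 3) were higher at an unadjusted p under 0.05 by limma. None passed when adjusted over the list alone (median log2 fold change 0.12, or 0.07 without ND replicate 2 and 0.06 without ND replicate 3). The camera adjusted p was 3.79e-04, and adjusted p = 0.547 with an estimated correlation. Of 21 fatty acid synthesis genes, 17 were higher and 4 lower, 3 higher and 1 lower at an unadjusted p under 0.05 (camera adjusted p = 0.0330, and adjusted p = 0.547 with an estimated correlation), a call lost without ND replicate 2 or 3 or HSD replicate 1 or 3 (adjusted p = 0.0629 to 0.181). Tecr, which acts in fatty acid elongation, had 63.2 ± 8.72 CPM (SD, n = 3) on HSD and 51.3 ± 3.70 CPM on ND, and Fads3, a desaturase-like gene, 4.80 ± 1.41 and 6.84 ± 1.08 CPM. Of 41 fatty acid oxidation genes, 24 were higher and 17 lower, and 2 were higher at an unadjusted p under 0.05 (camera adjusted p = 0.556). These were Crat, a carnitine acetyltransferase, with 15.3 ± 1.01 and 12.6 ± 0.123 CPM, and Acaa1a, a peroxisomal thiolase, with 26.8 ± 3.01 and 22.6 ± 1.38 CPM. Without HSD replicate 2 the log2 fold change of Tecr was 0.18 in place of 0.29 and that of Acaa1a 0.15 in place of 0.23, and without HSD replicate 3 that of Fads3 was −0.29 in place of −0.49. In both fatty acid lists, none passed when adjusted over the list alone. Of 79 nuclear genes of oxidative phosphorylation, 56 had a higher mean, 4 were higher and 1 lower at an unadjusted p under 0.05 and none when adjusted over the list alone (median log2 fold change 0.08, and 0.05 to 0.13 without 1 library). The camera adjusted p was 0.00388, 0.379 without ND replicate 3, 0.0891 without HSD replicate 3, and adjusted p = 0.819 with an estimated correlation. Of 13 mitochondrial genes of oxidative phosphorylation, 2 had a higher and 11 a lower mean, with none at an unadjusted p under 0.05 by limma (median log2 fold change −0.12, and −0.28 to 0.09 without 1 library, camera adjusted p = 0.122), and without both ND replicate 1 and HSD replicate 2 their median was 0.19. These lists are not the hallmark sets of Fig 6E, which were not at hand.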

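The transcription factor genes Jun, Nr4a2, Cecr2, Ikzf3 and Barhl1 had lower means in HSD HSPCs than in ND HSPCs without ICH, and none passed an adjusted p under 0.05. Jun, a subunit of AP-1, had 236 ± 35.8 CPM (SD, n = 3) on HSD and 349 ± 18.5 CPM on ND (log2 fold change −0.57, SE 0.0992, adjusted p = 0.0769, limma). Nr4a2, a nuclear receptor of the NR4A family, had 5.81 ± 0.653 and 8.99 ± 0.161 CPM, without overlap between the diets (log2 fold change −0.59, adjusted p = 0.335, limma). Cecr2, a bromodomain protein of chromatin remodeling complexes, had 0.454 ± 0.305 CPM on HSD and 1.04 ± 0.663 CPM on ND and was below the read minimum of the test. Ikzf3, a zinc finger factor of lymphocytes, had 0.401 ± 0.321 and 1.13 ± 0.569 CPM (log2 fold change −0.87, adjusted p = 0.670, limma). Barhl1, a homeobox factor of neurons, had 0.298 ± 0.299 and 0.800 ± 0.164 CPM (log2 fold change −0.76, adjusted p = 0.680, limma). The means of Ikzf3 and Barhl1 rest on 11.0 and 7.50 reads per library.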

Transcription factors (TFs) responsible for epigenetic, metabolic, and inflammatory signaling integration (Zelcer & Tontonoz, 2006; Koenis *et al*, 2018; Liu *et al*, 2020; Zhang *et al*, 2022) (*Cecr2*, *NR4a3*, *Nr1h3*, *Atf3*, and *NR4a1; P*‐values 5 × 10^−2^ to 1.5 × 10^−6^) were also significantly differentially expressed in HSD HSPCs (Fig 6F). 

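Nr4a1 and Nr4a3 encode nuclear receptors of the NR4A family, which are induced as immediate early genes. For each gene, every HSD library was lower than every ND library of the same comparison. Nr4a1 (ENSMUSG00000023034, chromosome 15 from 101254269 to 101274795 of GRCm38) fell without ICH from 14.1 ± 1.53 CPM (SD, n = 3) on ND to 4.09 ± 1.01 CPM (SD, n = 3) on HSD. This is a log2 fold change of −1.69 (SE 0.187, adjusted p = 0.00526, limma), from a mean of 132 reads per library. After ICH, Nr4a1 had 5.57 ± 0.403 CPM on ND and 2.68 ± 1.14 CPM on HSD, a log2 fold change of −1.00 (SE 0.275, adjusted p = 0.256, limma). Nr4a3 (ENSMUSG00000028341, chromosome 4 from 48045153 to 48086447) had 1.53 ± 0.605 CPM on ND and 0.474 ± 0.269 CPM on HSD without ICH (log2 fold change −1.05, SE 0.326, adjusted p = 0.520, limma), from a mean of 14.5 reads. After ICH it had 2.24 ± 0.237 CPM on ND and 0.888 ± 0.600 CPM on HSD (log2 fold change −1.06, SE 0.298, adjusted p = 0.256, limma), from a mean of 24.8 reads. The NR4A list of 3 genes, drawn up after the paper's tables had been read and so not independent of them, had a camera adjusted p of 9.02e-08 without ICH, and adjusted p = 0.107 with an estimated correlation. In a limma fit of all 12 libraries the adjusted p of Nr4a1 without ICH was 0.0717, and over the settings tried it ranged from 2.23e-12 to that value. The difference between the diet effects on Nr4a1 with and without ICH was 0.69 on the log2 scale (SE 0.356, adjusted p = 0.612, limma), and 0.44 without HSD ICH replicate 1.

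**Figure D3:**
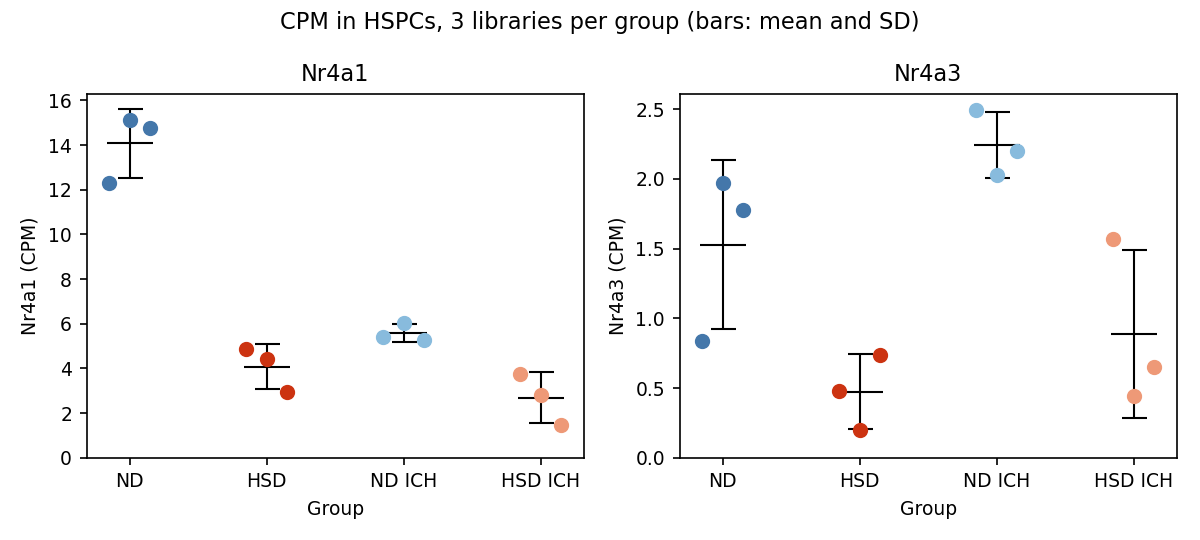
CPM of Nr4a1 (left) and Nr4a3 (right) in each HSPC library of the 4 groups, with black bars for the mean and SD of 3 libraries. Nr4a1 lies between 12.3 and 15.1 CPM in ND libraries and between 2.96 and 4.88 CPM in HSD libraries.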

*NR4a1* and *NR4a3* were both downregulated in HSPCs from HSD‐fed mice with or without ICH induction, suggesting these TFs consistently respond to HSD (Fig 6G, and Datasets EV1 and EV2). Collectively, these data corroborated our previous findings and provide evidence that HSD induces immunological training and metabolic alterations in HSPCs.

**Figure 6:**
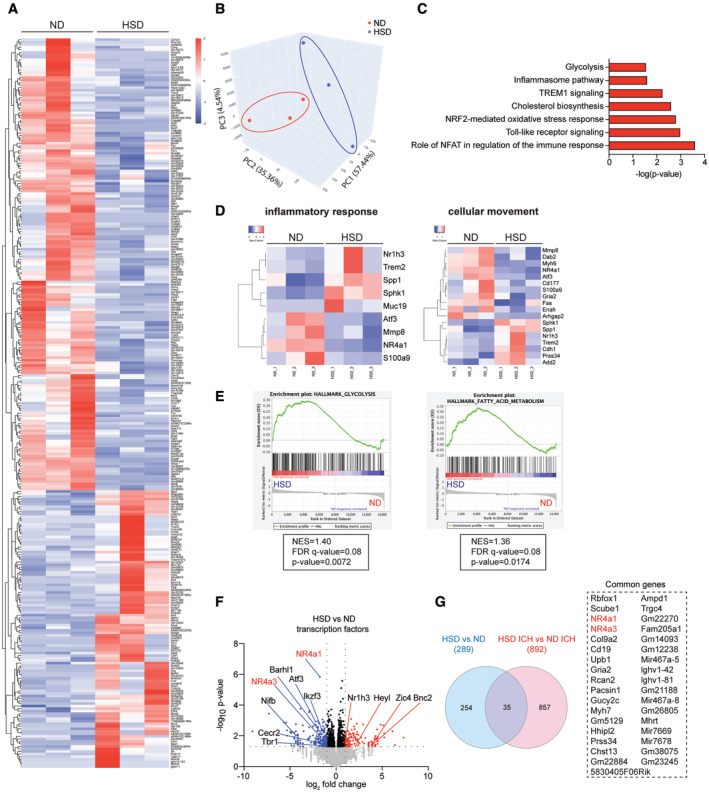
HSD induces transcriptional reprogramming of HSPCs Heatmap of differentially expressed genes (DEGs) determined by bulk sequencing of ND and HSD HSPCs (*n =* 3/group). Normalized *Z*‐scores (high, red; low, blue) were calculated for each DEG (row). *n*: biological replicates, each biological replicate pooled from three independent animals.Principal component analysis (PCA) shows clear separation of the transcriptomes of HSD versus ND HSPCs.Ingenuity pathway analysis (IPA) revealed enrichment of several pathways in HSD HSPCs, including glycolysis, cholesterol biosynthesis, NFAT‐mediated regulation of immune responses, inflammasome, and toll‐like receptor signaling.Heatmap of DEGs involved in pathways related to inflammatory responses and cellular movement between ND HSPCs and HSD HSPCs.Gene set enrichment analysis (GSEA) of genes related to glycolysis and fatty acid metabolism. NES, normalized enrichment score; FDR, false discovery rate.Volcano plot showing the distribution of *P*‐values (−log_10_ *P*‐value) and their fold changes (log_2_ fold change). Significantly upregulated genes in HSD HSPCs are indicated in red and downregulated genes, in blue.Venn diagram showing overlap of DEGs between HSD HSPCs and ND HSPCs with or without ICH. *NR4a1* and *NR4a3* were both downregulated in HSPCs from HSD mice with or without ICH induction.

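The genes shared by the diet effects with and without ICH were lower on HSD in both. Of 16687 genes tested in both comparisons, 20 were lower at the study threshold without ICH and 78 after ICH, and 5 were lower in both, where 0.0935 would be shared by chance (one-sided Fisher's exact test, p = 2.88e-08). That test takes genes as independent, which they are not, and of 100 draws of library splits in both comparisons together, the real one included, 7 gave as many shared DEGs, so the overlap cannot be set apart from chance. These were Nr4a3, the cardiac myosin heavy chain genes Myh6 and Myh7, and Gm22270 and Gm24523, genes without a descriptive name that were chosen after their values were seen. Myh6 had 0.124 ± 0.0782 CPM (SD, n = 3) on HSD and 2.45 ± 0.796 CPM on ND without ICH, and 2.07 ± 1.27 and 5.11 ± 1.12 CPM after ICH. Myh6 and Myh7 are neighbouring paralogs that may share reads, and after ICH 36 of 36 muscle genes had a lower mean on HSD. Nr4a1, at −0.999 after ICH, fell just short of the fold change threshold. No gene was higher in both, among 1 and 53. By edgeR's quasi-likelihood test 19 DEGs were shared in the same direction, 18 lower, among them Nr4a1, Nr4a3 and Gria2, and 1 higher, Prss34. Log2 fold changes of the comparisons had a Spearman rho of 0.249 across genes, which are not independent replicates. The count of 5 was 1, 8 and 10 without ND replicate 2, HSD replicate 1 and HSD replicate 3, and 3, 10 and 3 without ND ICH replicate 2, ND ICH replicate 3 and HSD ICH replicate 3. It was 1 without both ND replicate 1 and HSD replicate 2. From the lower levels of Nr4a1 and Nr4a3 in HSD HSPCs with or without ICH, the paper proposes that these transcription factors respond to HSD consistently.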

### NR4a1 is a potential target to counter HSD‐abrogated brain recovery after ICH

The transcriptomic analysis identified HSD downregulated *NR4a1* and *NR4a3* with or without ICH. These transcription factors belong to the NR4a family, which regulate the expansion of hematopoietic progenitors (Land *et al*, 2015; Freire & Conneely, 2018) and glucose metabolism (Corrocher *et al*, 2018; Deng *et al*, 2022) as well as inflammatory responses and mitochondrial metabolism in macrophages (Koenis *et al*, 2018). To assess whether the effects of HSD are mediated by the NR4a family, we generated an NR4a triple‐knockout line (termed *NR4a* TKO) by crossing *NR4a3* ^−/−^ mice with mice expressing Cre recombinase under the myeloid‐specific *LysM* promoter and carrying loxP‐flanked alleles encoding NR4a1 and NR4a2 (Sekiya *et al*, 2013). At day 7 post‐ICH, *NR4a* TKO mice exhibited more severe brain injury as evidenced by greater hematoma volumes and increased loss of neurons in the perihematomal region compared to littermate controls (*NR4a1* ^fl/fl^ *NR4a2* ^fl/fl^ *NR4a3* ^+/+^; Fig 7A). *NR4a* TKO mice also displayed lower numbers of MAC2^+^IBA1^+^ and ARG1^+^IBA1^+^ cells in the perihematomal region, suggesting diminished activation of reparative macrophages (Fig 7B). These histological deficits manifested in impaired neurobehavioral outcomes as *NR4a* TKO mice exhibited poorer performance in the cylinder test on days 3 and 7 post‐ICH (Fig 7C). Together, deletion of the NR4a family receptors replicated the HSD‐induced delay in brain recovery and reduced activation of reparative macrophages.

**Figure 7:**
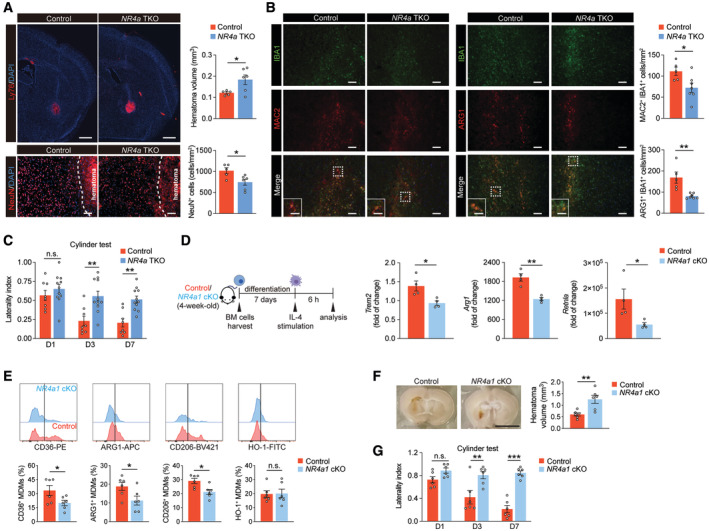
NR4a deletion in macrophages recapitulates the HSD‐induced delay in ICH brain recovery and reduced alternative activation Representative images and quantification of Ly76^+^ hematoma and NeuN^+^ cells in control (*n* = 5) and NR4a triple conditional knockout (*NR4a* TKO, *n* = 6) brains on day 7 post‐blood injection. Student's *t*‐test. *n*: biological replicates. Scale bar: 1 mm for Ly76^+^ hematoma and 100 μm for NeuN^+^ cells.Representative images and quantification of MAC2 and ARG1 expression in IBA1^+^ cells in control (*n* = 5) and *NR4a* TKO (*n* = 7) mice. Student's *t*‐test. *n*: biological replicates. Scale bar: 100 μm and 50 μm for high‐magnification insets.Cylinder test result of control (*n* = 8) and *NR4a* TKO mice (*n* = 11) on days 1, 3, and 7 post‐ICH. Two‐way ANOVA and Bonferroni test. *n*: biological replicates.Left: schematic of *in vitro* differentiation of control and *NR4a1* conditional knockout (*NR4a1* cKO) BM cells into BMDMs. Right: quantification of gene expression of reparative markers *Trem2*, *Arg1*, and *Retnla* in BMDMs derived from control and *NR4a1* cKO BMs upon IL‐4 stimulation. *n =* 4/group, Student's *t‐*test. *n*: biological replicates.Representative histograms and quantifications of CD36^+^, ARG1^+^, CD206^+^, and HO‐1^+^ MDMs in control and *NR4a1* cKO ICH mice. *n =* 6/group, Student's *t‐*test. *n*: biological replicates.Representative images and quantification of hematoma in control and *NR4a1* cKO ICH mice on day 7 post‐ICH. *n =* 6/group, Student's *t‐*test. *n*: biological replicates. Scale bar: 5 mm.Cylinder test of control and *NR4a1* cKO mice on days 1, 3, and 7 post‐ICH. *n =* 6/group, two‐way ANOVA and Bonferroni test. *n*: biological replicates. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05, **P < 0.01, and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

In particular, NR4a1 is involved in macrophage activation and differentiation. Mice deficient in NR4a1 lack Ly6C^low^ monocytes and the Ly6C^hi^‐to‐Ly6C^low^ macrophage transition is impaired (Hanna *et al*, 2011, 2012; Carlin *et al*, 2013). To test whether NR4a1 alone can explain the phenomena observed after ICH, we selectively eliminated NR4a1 from myeloid cells by crossing conditional *NR4a1* ^fl/fl^ mice with a myeloid cell‐specific Cre line *LysM* ^Cre^. We differentiated BM cells from these *NR4a1* cKO mice into BMDMs and assessed macrophage reparative phenotype upon stimulation with interleukin‐4 (IL‐4), which induces alternative activation in macrophages (Bosurgi *et al*, 2017) and ICH tissue repair (Xu *et al*, 2020). *NR4a1* cKO BMDMs displayed decreased expression of reparative genes including *Trem2*, *Arg1*, and *Retnla* compared to BMDMs from control littermates (*NR4a1* ^fl/fl^), suggesting the reparative responses of BMDMs were impaired in the absence of NR4a1 (Fig 7D). To further assess the functional significance of NR4a1 *in vivo*, we analyzed percentages of reparative MDMs (CD36^+^, ARG1^+^, CD206^+^, and HO‐1^+^) in the control and *NR4a1* cKO ICH brains. Loss of NR4a1 significantly reduced frequencies of CD36^+^, ARG1^+^, and CD206^+^ MDMs, while HO‐1^+^ MDMs remained comparable between the two groups (Fig 7E). In line with this observation, *NR4a1* cKO mice showed larger hematoma and delayed neurobehavioral recovery after ICH (Fig 7F and G). We next investigated whether overexpression of NR4a1 can rescue the reduced reparative phenotype in BMDMs differentiated under high‐sodium conditions. We infected linage‐negative BM cells from wild‐type mice with lentiviruses encoding EGFP‐NR4a1 or EGFP only (control) for 24 h before differentiating these cells into BMDMs under normal or high‐sodium conditions (Fig 8A). Lentiviral overexpression of EGFP‐NR4a1 and EGFP resulted in ~62% and ~74% transduction efficiency, respectively (Appendix Fig S3A). *NR4a1* was also significantly upregulated in NR4a1‐overexpressing BMDMs (Appendix Fig S3B). BMDMs differentiated under a high‐sodium condition from BM cells transduced with control virus showed a dampened reparative phenotype compared to cells differentiated under normal sodium conditions, as evidenced by reduced expression of *Trem2* and *Apoe*. Overexpression of NR4a1 in BMDMs differentiated under high‐sodium conditions successfully restored *Trem2* and *Apoe* expression (Fig 8B). In line with this observation, BMDMs differentiated under high‐sodium conditions exhibited decreased erythrophagocytosis while overexpression of NR4a1 restored their phagocytic activity (Fig 8C).

**Figure 8:**
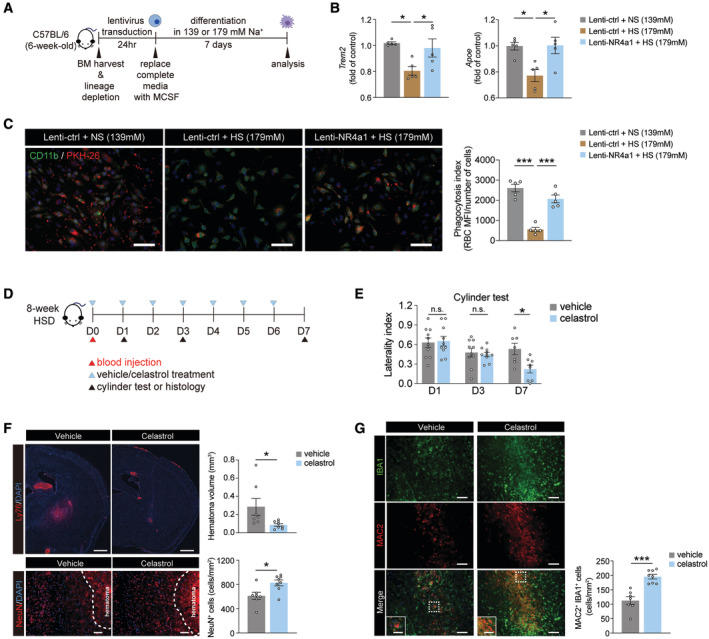
Manipulating NR4a1 modulates macrophage polarization and enables ICH recovery Schematic of viral overexpression of NR4a1 in wild‐type BM cells and subsequent *in vitro* differentiation into BMDMs under different sodium conditions.Gene expression of reparative markers *Trem2* and *Apoe* in BMDMs transduced with control lentivirus and differentiated under normal sodium (lenti‐ctrl + NS), control lentivirus under high sodium (lenti‐ctrl + HS), and NR4a1‐overexpressing lentivirus under high sodium (lenti‐NR4a1 + HS). *n* = 5/group, one‐way ANOVA and Bonferroni test. *n*: biological replicates, each averaged from *n* = 2–3 technical replicates.Left: representative images showing engulfment of heat‐shocked PKH26‐labeled erythrocytes (red) by CD11b^+^ (green) BMDMs transduced with control lentivirus and differentiated under normal sodium (lenti‐ctrl + NS), control lentivirus under high sodium (lenti‐ctrl + HS), and NR4a1‐overexpressing lentivirus under high sodium (lenti‐NR4a1 + HS). Scale bar: 50 μm. Right: quantifications of BMDM erythrophagocytosis. *n* = 5/group, one‐way ANOVA and Bonferroni test. *n*: biological replicates.Schematic of celastrol treatment in HSD mice after a blood injection ICH.Cylinder test of HSD mice that received either vehicle or celastrol treatment *n =* 10/group, two‐way ANOVA and Bonferroni. *n*: biological replicates.Representative images and quantification of Ly76^+^ hematoma and NeuN^+^ cells co‐labeled with DAPI in mice receiving vehicle (*n =* 7) or celastrol (*n =* 8) treatment on day 7 post‐ICH. Student's *t*‐test. *n*: biological replicates. Scale bar: 1 mm for Ly76^+^ hematoma and 100 μm for NeuN^+^ cells.Representative images and quantification of MAC2 expression in IBA1^+^ cells on day 7 post‐ICH in the perihematomal brain regions of mice receiving vehicle (*n =* 7) or celastrol (*n =* 8). Student's *t‐*test. *n*: biological replicates. Scale bar: 100 μm and 50 μm for high‐magnification insets. Data information: All data are mean ± SEM, each symbol represents one mouse or one biological replicate, *P < 0.05 and ***P < 0.001, n.s., not significant. Source data are available online for this figure.

To further test the hypothesis that targeting NR4a1 mitigates the effects of HSD on macrophage reparative functions *in vivo*, we pharmacologically activated NR4a1 in HSD mice using celastrol, a triterpenoid quinine methide extracted from the plant *Tripterygium wilfordii* (Fig 8D). Administration of celastrol increased Ly6C^low^ monocytes and decreased the Ly6C^hi^ proinflammatory monocytes in the blood samples of HSD mice at day 4 post‐ICH (Fig EV5A). During the recovery phase, celastrol improved neurobehavioral performance in HSD mice on day 7 post‐ICH (Fig 8E). Celastrol also significantly reduced the hematoma volume and increased the number of NeuN^+^ neurons in the perihematomal region in HSD mice (Fig 8F). These changes are likely to be mediated through enhanced reparative macrophage function, as higher numbers of MAC2^+^IBA1^+^ macrophages were observed in HSD mice receiving celastrol (Fig 8G). To confirm that the observed effects with celastrol treatment were indeed mediated through NR4a1, we treated *NR4a1* cKO mice with celastrol after ICH induction and evaluated hematoma clearance and alternative activation of MDMs in the hemorrhagic brains (Fig EV5B). At day 7 post‐ICH, no difference in hematoma volume and the percentage of reparative MDMs (ARG1^+^, CD36^+^, CD206^+^, and HO‐1^+^) was observed between vehicle‐ and celastrol‐treated *NR4a1* cKO ICH mice (Fig EV5C and D). This suggests that celastrol acts through NR4a1 to exert its beneficial effects in the HSD ICH brains. Collectively, these results identify NR4a1 as a key mediator of the HSD‐induced reduction in the reparative macrophage phenotype and suggest targeting NR4a1 may effectively mitigate the HSD‐induced delay in ICH recovery.

**Figure EV5:**
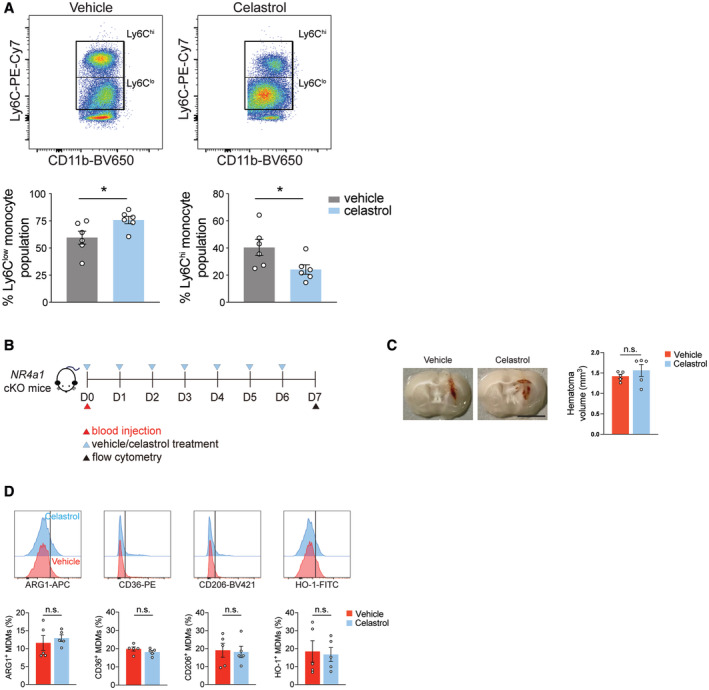
Celastrol treatment increases Ly6C^low^ monocytes and decreases Ly6C^hi^ proinflammatory monocytes, and deletion of NR4a family in macrophages abolishes the protective effects of celastrol in the ICH brain Top: representative pseudocolor plots showing Ly6C^hi^ and Ly6C^low^ monocytes in HSD mice that received vehicle or celastrol treatments. Bottom: quantifications showing percentages of Ly6C^low^ and Ly6C^hi^ monocytes in vehicle and celastrol groups. *n =* 6/group, Student's *t*‐test. *n*: biological replicates.Schematic of celastrol treatment in *NR4a1* cKO mice and experimental design.Representative images and quantification of brain hematoma in vehicle‐ and celastrol‐treated *NR4a1* cKO mice on day 7 post‐ICH. *n =* 5/group, Student's *t‐*test. *n*: biological replicates. Scale bar: 5 mm.Representative histograms and quantifications of ARG1^+^, CD36^+^, CD206^+^, and HO‐1^+^ MDMs in vehicle‐ and celastrol‐treated *NR4a1* cKO ICH mice. *n =* 5/group, Student's *t‐*test. *n*: biological replicates. Data information: All data are mean ± SEM, each symbol represents one mouse, *P < 0.05, n.s., not significant. Source data are available online for this figure.

## Discussion

Beyond its well‐established association with hypertension, salt is increasingly recognized as a modulator of sterile inflammatory diseases (Kleinewietfeld *et al*, 2013; Wilck *et al*, 2019). This work provides the first demonstration that HSD delays recovery from both ICH and cerebral ischemia. Mechanistically, HSD induces innate immune memory in HSPCs and macrophages, which adversely affects long‐term brain repair after stroke, even after withdrawal or reduction in salt prior to the injury. This HSD‐initiated immunological priming and training of BM progenitor cells, which is likely achieved via metabolic reprogramming (Divangahi *et al*, 2021), is retained in the mature progeny of BM progenitor cells and leads to reduced alternative activation of macrophages in inflamed tissues. This further impedes tissue and neurobehavioral recovery and exacerbates neuronal loss and astrogliosis during the chronic stage of stroke. Although withdrawal from HSD restored systemic inflammation and myelopoiesis to homeostatic levels, it failed to “erase” the memory as macrophages continued to exhibit diminished reparative functions. Likewise, BMDMs retained reduced reparative activation despite being removed from their original *in vivo* niche for 7 days, a rest period that was suggested to demonstrate innate immune memory in a culture system (Divangahi *et al*, 2021). Notably, the same immunological memory could be “transferred” to previously healthy mice and persisted for up to 8 weeks post‐bone marrow transplantation. The mature myeloid progeny of transplanted HSD BM cells exhibited reduced reparative functions, which in turn negatively affected brain recovery. Finally, loss of NR4a1 alone in macrophages recapitulated the phenotype induced by HSD and could be rescued by pharmacological activation of NR4a1 using celastrol. Together, these results establish a mechanistic link between HSD and adverse long‐term stroke recovery and unveil a potential therapeutic target to alleviate HSD‐induced noxious innate immune responses and promote resolution of inflammation after sterile brain injuries.

Innate immune memory improves protection against viral and fungal re‐infections. However, innate immune reprogramming also has deleterious effects on several chronic inflammatory and autoimmune diseases (Netea *et al*, 2020). The contribution of innate immune memory after vaccination and microbial stimuli is well studied (Bekkering *et al*, 2018; Kaufmann *et al*, 2018; Mitroulis *et al*, 2018; Wendeln *et al*, 2018); however, few studies have examined how dietary patterns precipitate innate immune memory or how maladaptive innate immune responses affect CNS disease outcomes. The typical Western diet induces systemic inflammation, which triggers formation of innate immune memory in hematopoietic precursor cells (Christ *et al*, 2018). Similarly, we observed systemic inflammation in our HSD mice, as indicated by increased inflammatory monocytes (CD45^hi^CD11b^+^Ly6C^hi^), as well as transcriptional and metabolic property changes in BM. Furthermore, we observed reduced OXPHOS in BM cells from HSD mice, consistent with clinical observations that a high‐salt intake affects mitochondrial energetics and reduces OXPHOS and ATP production in human PBMCs (Geisberger *et al*, 2021). In fact, HSPCs from HSD mice exhibited enrichment of pathways associated with glycolysis, the inflammasome pathway, cholesterol biosynthesis, NRF2‐mediated oxidative stress responses, and toll‐like receptor signaling, all of which constitute the cardinal features of innate immune memory (Zhang *et al*, 2021). Our *in vivo* findings from HSD BM chimeric mice further corroborate our hypothesis that HSD triggers innate immune memory in the BM niche. Interestingly, while both Western and high‐salt diets induce systemic inflammation and ultimately immune memory in HSPCs (Christ *et al*, 2018), these processes occur by distinct mechanistic routes. Future studies are needed to understand how different environmental factors, including diets, program innate immune memory.

Enhanced proinflammatory responses upon encountering secondary insults are a core signature of innate immune memory in monocytes and macrophages (Dominguez‐Andres *et al*, 2022). Interestingly, HSD‐induced immunological memory did not affect the initial proinflammatory responses of brain‐infiltrating MDMs during the acute phase of ICH. Instead, the MDM transition to an alternatively activated phenotype was suppressed—and their reparative function diminished—during the chronic recovery phase. Recent studies suggest innate immune memory has impacts beyond classical proinflammatory responses, as it can also alter macrophage alternative activation and profibrotic properties as well as triggering type 2 immune responses (Jeljeli *et al*, 2019; Cunningham *et al*, 2021; Hartung & Esser‐von Bieren, 2022). Collectively, findings from our study and others offer an exciting direction to investigate the heterogeneity of innate immune memory on disease pathogenesis and outcomes.

Our findings that the NR4a family mediates HSD‐induced innate immune memory are complemented by recent studies demonstrating the necessity of NR4a for maintenance of HSPC quiescence. For example, deletion of NR4a1 and NR4a3 leads to chronic hyperproliferation of HSPCs (Land *et al*, 2015; Freire & Conneely, 2018). NR4a1 is also required for the development of Ly6C^low^ monocytes in BM and the transition from Ly6C^hi^ to Ly6C^low^ in inflamed tissues, as NR4a1‐deficient mice lack Ly6C^low^ surveillance monocytes in the peripheral blood and Ly6C^low^ macrophages in the infarcted myocardium (Hanna *et al*, 2011; Carlin *et al*, 2013; Hilgendorf *et al*, 2014). Similarly, HSD induced downregulation of NR4a1 and NR4a3 in HSPCs and increased myelopoiesis in BM and circulating Ly6C^hi^ monocytes. Our results also agree with previous findings that NR4a1 is a regulator of inflammatory disease and that knockdown or deletion of NR4a1 in macrophages results in lower OXPHOS and reduced alternatively activated properties (Hanna *et al*, 2012; Koenis *et al*, 2018). Our results unveil a previously unexplored role for NR4As in regulation of macrophage function after ICH (and possibly other HSD‐related cardiovascular diseases) and improve our understanding of NR4a‐mediated regulatory pathways under sterile inflammatory conditions. However, since endogenous ligands for NR4As have not been identified, the mechanisms by which HSD alters NR4a1 expression await further elucidation.

Macrophages—including microglia and MDMs—are the most abundant myeloid population in the stroke brain and play key roles in brain tissue repair (Chang *et al*, 2018, 2021). Viral and bacterial components can trigger immune memory in the brain and alveolar tissue‐resident macrophages (Wendeln *et al*, 2018; Yao *et al*, 2018). In the CNS, LPS stimulation induces immune memory in microglia and leads to persistent modifications of stroke pathology (Wendeln *et al*, 2018). Microglia are long‐lived brain‐resident macrophages, thus represent ideal candidates for building immune memory of chronic dietary‐related stimulators. To our surprise, we did not detect phenotypic changes in microglia after HSD. While we cannot exclude the possibility that our experimental strategies were insufficient to characterize the complete responses of microglia to HSD, no study has yet reported that either sterile inflammatory ligands or diet‐induced systemic inflammation induces immunological memory in tissue‐resident macrophages (Dominguez‐Andres *et al*, 2022). Given that the effects of HSD on microglia and macrophage polarization remain debatable (Amara *et al*, 2016; Heras‐Garvin *et al*, 2020; Zhang *et al*, 2020), future work evaluating microglial responses through high‐throughput sequencing could be informative. Investigation of whether innate immune memory can be triggered in different tissue‐resident macrophage populations after HSD and the contribution of these populations to disease progression represents a fascinating area of research.

HSD is strongly linked to poorer health outcomes and increased risk of chronic cardiovascular diseases; therefore, understanding the mechanisms that mediate HSD‐induced unfavorable immune responses in disease is imperative to develop effective therapeutics. Previous studies have implied a link between HSD and reduced macrophage alternative activation (Binger *et al*, 2015; Zhang *et al*, 2015), although these experiments focused on macrophage responses to acute sodium changes *in vitro*. Our work further supports the idea that high salt primes and impacts macrophage function, as differentiation of healthy BM cells in a high‐sodium environment hampered BMDM‐reparative gene expression after thrombin stimulation. Our evidence of how HSD induces immunological memory in BM progenitors and persistently modifies the macrophage phenotype elucidates a previously unknown mechanism that underlies the persistent detrimental effects of HSD in inflammatory tissue injury. However, despite the continuing efforts to reduce salt intake at the population level, daily sodium intakes per capita still far exceed the recommended amounts (He *et al*, 2021), which has prompted investigation into new therapeutic strategies for high‐salt‐related cardiovascular diseases. We found high dietary salt consistently downregulated *NR4a1* and *NR4a3* in HSPCs, regardless of ICH induction. Moreover, HSD‐induced transcriptional reprogramming enriched pathways associated with NFAT‐regulated immune responses, which further supports the idea that downregulation of NR4a is salt specific (He *et al*, 2020). Although the endogenous ligands for NR4As are unknown, several compounds can activate NR4a1—including celastrol, a natural compound found in the roots of the thunder god vine (Safe *et al*, 2021). As expected, HSD mice treated with celastrol exhibited reduced Ly6C^hi^ and increased Ly6C^lo^ monocyte populations in peripheral blood after ICH, in parallel with increased reparative macrophages and improved neurobehavioral outcomes. As celastrol exerts pluripotent effects in several diseases (Safe *et al*, 2021), we cannot entirely exclude the possibility of an off‐target effect on other immune populations. However, the anti‐inflammatory and metabolic modulatory properties of celastrol make it an ideal candidate to counteract HSD‐induced maladaptive innate immune memory and highlight the therapeutic potential of targeting NR4As in HSD‐associated diseases. The efficacy of NR4a manipulation and celastrol to modulate innate immune memory in HSPCs especially warrants further investigation. Collectively, targeting maladaptive innate immune memory may represent a practical and druggable approach to improve HSD‐associated neurological symptoms, such as stroke.

Nevertheless, a few caveats and questions should be kept in mind. First, the enrichment of sodium‐related pathways, such as NFAT, in HSPCs suggests an HSD‐specific response. However, the sodium‐sensing receptors and intracellular signaling pathways activated by HSD in BM progenitor cells remain elusive. Additionally, the precise mechanisms underlying downregulation of NR4As and metabolic rewiring in HSPCs remain to be explored. Investigating whether NR4As‐mediated trained immunity can be found following other microbial and non‐microbial stimuli will also be interesting. Second, previous studies have shown that accumulation of metabolites such as fumarate, succinate, and mevalonate leads to epigenetic modifications at loci responsible for innate immune memory (Dominguez‐Andres *et al*, 2022). Future studies can benefit from identifying the crucial metabolites and epigenetic changes that mediate HSD‐induced immunological memory. Third, future work is needed to determine how rapidly HSD induces systemic changes and innate immune memory as well as how long these changes persist after salt reduction. Fourth, while we specifically focused on MDMs in this study, but of course, the contributions from other myeloid populations to stroke outcomes await further investigation as high salt is reported to also impact the functions of neutrophils, myeloid‐derived suppressor cells, and dendric cells in several other diseases (Ferguson *et al*, 2019; He *et al*, 2020; Jobin *et al*, 2020). Fifth, *in vitro* stimuli such as thrombin and high‐sodium media used in this study may not be able to fully reflect the complexity of the *in vivo* environment. Finally, the translational potential of targeting NR4As to treat high salt‐associated cardio‐ and cerebrovascular diseases needs to be confirmed.

## Materials and Methods

### Animals

*NR4a1* ^fl/fl^; *NR4a2* ^fl/fl^; *NR4a3* ^−/−^ mice were kindly provided by Dr. Akihiko Yoshimura, Keio University School of Medicine (Sekiya *et al*, 2013). *LysM* ^Cre/+^ mice (Jax no. 004781) were obtained from the Jackson Laboratory and backcrossed for > 9 generations to a C57BL/6J (Jax no. 000664) background. To broadly delete NR4a family members from macrophages, *NR4a1* ^fl/fl^; *NR4a2* ^fl/fl^; *NR4a3* ^−/−^ mice were crossed with *LysM* ^Cre/+^ mice (*NR4a* TKO); *NR4a1* ^fl/fl^; *NR4a2* ^fl/fl^; *NR4a3* ^+/+^ littermates were used as controls. To delete NR4a1 in macrophages, *NR4a1* ^fl/fl^; *NR4a2* ^fl/fl^; *NR4a3* ^−/−^ mice were crossed with C57BL/6J mice to generate *NR4a1* ^fl/fl^ mice, which were subsequently crossed with *LysM* ^Cre/+^ mice (*NR4a1* cKO); *NR4a1* ^fl/fl^ mice were used as controls. Mice were used at the ages specified below; only males were used. All experiments were performed in accordance with the *Guide for the Care and Use of Laboratory Animals* from the National Institutes of Health and Animal Research: Reporting *In Vivo* Experiments guidelines, and approved by the Institutional Animal Care and Use Committee of the National Taiwan University College of Medicine (approval number: 20190326). All effort was made to minimize animal suffering and the number of animals used. Mice were housed in a temperature and humidity‐controlled facility under a 12 h light/dark cycle. A total of 472 mice were used. Five collagenase ICH mice died after surgery due to inherent preclinical ICH mortality. Six chimeric mice and one *NR4a1* cKO mice were excluded from statistical analysis due to either failed surgery (two ND chimeras and one *NR4a1* cKO mice; blood ICH model) or ethical considerations (one ND chimera and three HSD chimeras; weight loss > 15% of pre‐surgery weight). Animals were randomly allocated to experimental groups using a coin‐toss randomization approach. Behavioral tests (J.S. Lin) and all other analyses (T.‐Y. Lin, D.J., W.‐R. Chen, X.‐Y. Zhang, and C.‐H. Chen) were performed by investigators blinded to the experimental groups and treatment assignments.

### ICH models

#### Blood injection model

ICH was induced by autologous blood injection, as previously described (Chang *et al*, 2018; Tsai *et al*, 2022). Briefly, 25 μl autologous blood collected from the submandibular vein was injected 0.2 mm anteriorly, 2.3 mm laterally, and 3.0 mm deep relative to the bregma. The craniotomy was sealed with bone wax and the scalp was closed with tissue adhesive (3M Vetbond). Rectal temperature was monitored and maintained at 37.0 ± 0.5°C (Stoelting Rodent Warmer X2) throughout the procedure. After surgery, body temperature was maintained using a heat lamp until the animals recovered. All ICH surgeries were performed by blood injection, unless noted otherwise.

#### Collagenase injection model

Larger ICH and more severe functional deficits were modeled using collagenase injection, as previously described (Chang *et al*, 2018; Tsai *et al*, 2022). Mice underwent the same pre‐operative and post‐operative procedures described above; however, ICH was induced by injecting 0.5 μl of 0.4 U type VII‐S collagenase (from *Clostridium histolyticum*, Sigma‐Aldrich) at 0.1 μl/min into the right striatum.

### tMCAO model

A transient middle cerebral artery occlusion (tMCAO) was performed to induce focal cerebral ischemia/reperfusion, as previously described (Wu *et al*, 2016). Briefly, the right middle cerebral artery was ligated reversibly with 10‐0 nylon suture, and the right common carotid artery was also occluded reversibly with aneurysm clips. The cerebral blood supply was restored after 40 min of MCAO. Rectal temperature was monitored and maintained at 37.0 ± 0.5°C (Stoelting Rodent Warmer X2) throughout the procedure and during recovery.

### Dietary regimens

Mice (4‐ to 6‐weeks‐old) received either normal chow (ND, 0.5% NaCl; D10001, Research Diet Inc.) and tap water *ad libitum* or high‐sodium chow (HSD, 8% NaCl; D09022503, Research Diet Inc.) and tap water containing 1% NaCl *ad libitum* for 2–8 weeks. To study the effects of HSD after diet reversal, 6‐week‐old mice received either ND or HSD for 8 weeks before switching to ND for 1 week.

### Celastrol treatment

ICH‐operated mice were randomly assigned to the vehicle or celastrol groups. The celastrol group was *i.p*. injected with 1 mg/kg celastrol (Sigma‐Aldrich) dissolved in 50% dimethylsulfoxide (DMSO) immediately after ICH and for 3 or 6 consecutive days following ICH. The vehicle group was *i.p*. injected with 50% DMSO.

### Physiological measurements

Body weight, food intake, water intake, sodium intake (calculated from food and water intake), blood pressure, and heart rate measurements were taken weekly for 8 weeks. Food, water, and sodium intakes were monitored for 1 week after ICH induction. Blood pressure and heart rate were measured using a tail‐cuff Blood Pressure Monitor (Muromachi Kikai, MK‐2000ST).

### Tissue collection and histology

Samples for immunofluorescence and immunohistochemistry were prepared as previously described (Chang *et al*, 2020; Tsai *et al*, 2022). Briefly, mice were anesthetized with isoflurane, euthanized by transcardial perfusion with ice‐cold 0.1 M PBS followed by 4% paraformaldehyde (PFA), and the brain was removed and kept in 4% PFA overnight. Following cryoprotection in 30% sucrose/PBS, samples were embedded in OCT, coronally sectioned at 10 μm on a cryostat (Leica), and incubated with blocking solution (8% normal goat serum [NGS], 0.1% Tween 20, and 0.1% Triton X‐100 in PBS) for 1 h at room temperature (RT), followed by primary antibodies [anti‐NeuN (Millipore), anti‐GFAP (Thermo), anti‐Iba1(Wako), anti‐MAC2 (Biolegend), anti‐CD206 (Bio‐rad), anti‐MAP2 (Millipore), anti‐ARG1 (Abcam), and anti‐Ly76 (Abcam)] in dilution buffer (5% NGS, 0.1% Tween 20, and 0.1% Triton X‐100 in PBS) overnight at 4°C. After three 5 min washes with PBS, the corresponding secondary antibodies in dilution buffer were applied for 2 h at RT, then the brain sections were washed again and mounted in VECTASHIELD mounting medium (Vector Laboratories). For cresyl violet histology, coronal brain sections were incubated in 0.1% cresyl violet acetate at RT for 3 h, rinsed twice with distilled water, dehydrated in graded alcohols, and mounted in dibutylphthalate polystyrene xylene (DPX). Images of sections were acquired using a Zeiss Axio Imager M1 with a 20×/0.8 NA objective or an Olympus IX81 fluorescence microscope with 1.25×/0.04 NA, 20×/0.8 NA, and 40×/0.75 NA objectives at a resolution of 1,360 × 1,024 pixels and analyzed using ImageJ.

### Preparation of cell suspensions and cell sorting

Microglia were isolated as previously described (Chang *et al*, 2020, 2021). Briefly, mice were euthanized and transcardially perfused with 40 ml of cold PBS, and 4 mm fresh coronal perihematomal brain sections were mechanistically and enzymatically digested with 10 mg/ml DNase I (Roche) and 1 mg/ml collagenase/dispase (Roche) at 37°C for 45 min. Cell suspensions were passed through a 40 μm strainer and underlaid with a 30%/70% Percoll gradient (GE healthcare) to enrich leukocytes and remove myelin debris. Leukocytes were washed, incubated with antibodies for cell surface markers (CD45 [30‐F11], CD11b [M1/70], CD3 [17A2], CD19 [6D5], Ly6G [1A8], and TMEM119 [106‐6]) for 20 min at 4°C, washed with HBSS buffer, stained with a viability dye prepared in HBSS buffer (LIVE/DEAD fixable Dead Cell Stain Kit; Invitrogen) for 20 min, and washed with FACS buffer. Microglia were identified as LIVE/DEAD^−^CD3^−^CD19^−^Ly6G^−^CD11b^+^CD45^int^TMEM119^+^ cells and sorted on a FACSAria (BD biosciences) for further RNA isolation and gene expression analysis. To isolate hematopoietic stem and progenitor cells (HSPCs), bone marrow was flushed from femurs and tibias with cold PBS. Red blood cells were lysed with RBC Lysing Buffer Hybri‐Max (Sigma), followed by staining with antibodies against lineage‐committed cells (CD3e [145‐2C11], CD8a [53–6.7], CD19 [6D5], Gr1 [RB6‐8C5], B220 [RA3‐6B2], CD11b [M1/70], I‐A/I‐E [M5/114.15.2], TER‐119 [TER‐119], and NK1.1 [PK136]) and cell surface markers (CD127 [A7R34], c‐kit (CD117) [2B8], Sca‐1 [E13‐161.7], CD34 [RAM34], and CD16/32 [93]). GMPs were identified as Lin^−^CD127^−^c‐kit^+^ Sca‐1^−^CD16/32^+^CD34^int^ cells. HSPCs were identified as Lin^−^CD127^−^c‐kit^+^Sca‐1^+^ cells and sorted on a FACSAria (BD biosciences) for further RNA isolation and RNA sequencing.

### Flow cytometry

Leukocytes from brain tissues were prepared as described above and stained with antibodies for cell surface markers (CD45 [30‐F11], CD11b [M1/70], Ly6C [HK1/4], Ly6G [1A8], CD36 [CRF D‐2712], MHCII [M5/114.15.2], CD86 [GL‐1], CD206 [C068C2], MerTK [DS5MMER], CD3e [17A3], and CD19 [6D5]) at 4°C for 20 min, washed with HBSS buffer, stained with a viability dye as described above for 20 min, and washed with FACS buffer. For intracellular staining, leukocytes were incubated with brefeldin A for 4 h prior to staining. After LIVE/DEAD staining, cells were then fixed and permeabilized with BD CytoFix/CytoPerm solution (BD Biosciences) for 20 min at 4°C, washed, and incubated with TNF [MP6‐XT22], IL‐1α [ALF‐161], IL‐6 [MP5‐20F3], HO‐1 [HO‐1‐2], or Arginase 1 [A1exF5] antibody for 30 min at 4°C. Blood samples were collected via cardia puncture into heparin‐coated tubes, immediately placed on ice, red blood cells were lysed using RBC Lysing Buffer Hybri‐Max (Sigma), followed by antibody staining with surface markers (CD45 [30‐F11], CD11b [M1/70], Ly6C [HK1/4], Ly6G [1A8], CD19 [6D5], and CD3 [145‐2C11]) for 20 min at 4°C, washed with HBSS buffer, stained with a viability dye for 20 min, and washed with FACS buffer as described above. Control samples were taken from naive brains matching the 4 mm coronal sections at the perihematomal region and peripheral blood of intact mice. Gates were set based on fluorescence‐minus‐one (FMO) controls. Data were collected on a BD LSRFortessa and analyzed using the FlowJo software (v10.5.4).

### RT‐qPCR

Total RNA was isolated using the miRNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. First‐strand cDNA was synthesized from 100 ng RNA with SuperScript VILO cDNA Synthesis Kit (Invitrogen) and qRT‐PCR was performed using the StepOnePlus Real‐Time PCR System (Applied Biosystems). Primers were obtained from Thermo Fisher Scientific: *Tnf* (Mm00443258_m1), *Tspo* (Mm00437828_m1), *Trem2* (Mm04209424_g1), *Retnla* (Mm0044 5109_m1), *Mrc1* (Mm01329362_m1), *Arg1* (Mm00443258_m1), *Hdac1* (Mm02745760_g1), *Hdac2* (Mm00515108_m1), *Tmem119* (Mm00525305_m1) and *Apoe* (Mm01307193_g1). *Gapdh* (Mm099999915_g1), or *r18s* (Mm03928990_g1) was used as the endogenous control. The cycle time of target genes was normalized to that of *Gapdh* or *r18s* in the same sample and mRNA expression levels were calculated using the delta delta CT (ΔΔCT) method, unless noted otherwise.

### RNA‐seq

HSPCs were sorted from the bone marrow of ND and HSD mice with or without ICH induction, as described above. Total RNA was isolated using the miRNeasy Micro Kit (QIAGEN) and RNA quality was assessed with Qsep100 (BiOptic Inc.) and Qubit 3 fluorometer (Thermo Fisher Scientific). RNA sequencing libraries were generated using the SMART‐Seq Stranded Kit (Takara Bio) according to the manufacturer's instructions. Sequencing was performed on an Illumina NovaSeq 6,000 sequencer (Illumina), resulting in 15 to 50 million 150‐bp pair‐end sequencing reads per sample. Library construction and sequencing were conducted by the sequencing core at the National Taiwan University Hospital.

### Analysis of RNA‐seq data

Sequencing reads were aligned to the mouse reference (mm10) using Rsubread aligner (v.1.32.4) and mapped reads were quantified at the gene level using featureCounts (Liao *et al*, 2014). Only genes with counts above 10 counts per million (CPM) in at least three samples were analyzed. The trimmed mean of M‐values (TMM) method was performed for normalization using edgeR (v3.24.3) (Robinson *et al*, 2010); 289 differentially expressed genes (DEGs; *P*‐value < 0.05; log_2_FC ≥ 1 or ≤ −1) were identified in HSD HSPCs versus ND HSPCs. The DEG heatmap was generated using Heatmapper software (Babicki *et al*, 2016). Principal component analysis (PCA) was performed using scikit‐learn 1.1.2 to generate a 3D PCA plot. Transcription factors were presented using a volcano plot generated by Prism 9. Gene set enrichment analysis (GSEA; v4.1.0) was conducted using the GSEA software (Broad Institute) and the hallmark gene sets (v7.5) of the Molecular Signatures Database (MsigDB) using pre‐ranked permutation numbers of 1,000. The sum of the weighted enrichment score was applied to generate the enrichment score curve. Pathway analysis was performed using Ingenuity Pathway Analysis (vQ4 2020, QIAGEN).

### Thioglycollate‐induced peritoneal inflammation

Mice (6‐ to 8‐weeks‐old) were i.p. injected with 4% *wt/vol* thioglycollate (in ddH_2_O) to induce peritonitis, as previously described (Bosurgi *et al*, 2017). Three or seven days later, animals were euthanized, the peritoneal cavity was washed with 5 ml of cold PBS, and peritoneal cells were seeded into a 10 cm culture dish in complete RPMI medium (10% HI‐FBS, 1% MEM NEAA, 1% sodium pyruvate, 1% penicillin/streptomycin, 1% L‐glutamine, and 0.1% 2‐ME, all from Gibco) and incubated at 37°C for 4 h. Non‐adherent cells were removed by gently washing twice with pre‐warmed PBS. Peritoneal macrophages were collected and processed for flow cytometry analysis. For the *in vitro* erythrophagocytosis assay detailed below, the peritoneal cells were isolated 7 days after injection.

### Bone marrow‐derived macrophages (BMDMs)

BMDMs were generated from 4‐ to 6‐week‐old wild‐type C57BL/6 and *NR4a1* cKO mice, as previously described (Chang *et al*, 2018, 2020). Briefly, bone marrow was isolated from the femurs and tibias, and adherent stromal cells were depleted by culturing the harvested bone marrow at 37°C overnight in α‐minimal essential medium (α‐MEM, Bio Whittaker Lonza) supplemented with 10% FBS, 100 U/ml penicillin plus 100 mg/ml streptomycin, and 2 mM L‐glutamine (all Gibco). Non‐adherent mononuclear cells were collected, red blood cells were lysed with RBC Lysing Buffer Hybri‐Max (Sigma), and 3 × 10^5^ cells were cultured in a 6‐well plate for 7 days in α‐MEM with 50 ng/mL recombinant murine M‐CSF (R&D Systems), yielding BMDMs. BMDMs were stimulated with 10 U/ml thrombin (Sigma Aldrich) or 20 ng/ml IL‐4 under serum‐free conditions for 3 or 6 h. For the *in vitro* erythrophagocytosis assay, BMDMs were differentiated from enriched bone marrow progenitor cells for 7 days under normal isotonic conditions (139 mM) or in the presence of an additional 40 mM of sodium chloride (179 mM) after transducing with either control virus or NR4a1‐overexpressing virus, as detailed in the lentiviral transduction section.

### *In vitro* erythrophagocytosis assay

Peritoneal cells (2 × 10^6^) were collected as described above, cultured on round 12 mm glass coverslips in a 24‐well plate for 24 h, and non‐adherent cells were removed by gently washing twice with warm PBS. Adherent peritoneal macrophages were maintained for 24 h in complete RPMI medium before the erythrophagocytosis assay (Chang *et al*, 2018, 2020). Briefly, red blood cells (RBCs) were isolated from whole blood of donor mice, heat‐shocked at 56°C for 6 min to induce phosphatidylserine expression, and labeled using the PKH26 Red Fluorescent Cell Linker Kit (Sigma‐Aldrich). Peritoneal macrophages were incubated with thrombin (10 U/ml) under serum‐free conditions for 3 h, subsequently fed with PKH26‐labeled RBCs (1:20) for 30 min at 37°C, and unengulfed erythrocytes were removed by washing with PBS. For BMDMs, the cells were treated following the same procedure as described above without thrombin stimulation. Macrophages were fixed in 4% paraformaldehyde (PFA), stained with FITC‐labeled rat anti‐mouse CD11b (M1/70) antibody, and mounted on a glass slide. Engulfed erythrocytes were observed using an Olympus IX81 Inverted Fluorescence Microscope; images were captured from three independent fields of view. The phagocytosis index was calculated as the mean fluorescence intensity of engulfed erythrocytes divided by the total number of macrophages in each image.

### *In vivo* erythrophagocytosis assay

The PKH‐26‐labeled RBCs were suspended in autologous plasma at a 1:4 ratio of RBCs and plasma (20% hematocrit). Twenty‐five microliters of labeled RBCs in plasma were injected into the brains of ND and HSD mice as in the blood injection ICH model. Mice were then sacrificed at 7 days after surgery and samples were prepared and analyzed by flow cytometry as described above. The LIVE/DEAD^−^CD45^hi^CD11b^+^Ly6G^−^CD3e^−^CD19^−^Ly6C^+^PKH‐RBC^+^population was defined as MDMs that had engulfed RBCs.

### Metabolic assays of BM cells and BMDMs

Oxygen consumption rate, basal respiration, maximal respiration, ATP production, extracellular acidification rate, and glycolytic capacity in BM cells or BMDMs were measured using the Seahorse XFe24 Analyzer (Agilent), as previously described (Koenis *et al*, 2018). Briefly, BM cells were plated at 2 × 10^5^ cells/well, and BMDMs were plated at 2.5 × 10^4^ cells per well into XFe 24‐well culture microplates coated with Cell‐Tak (BD Biosciences) and incubated for 1 h in a 37°C non‐CO_2_ incubator, then assayed using the Seahorse XF Cell Mito Street Test kit (OCR; oxygen consumption rate) and the Seahorse XF Glycolysis Stress Test kit (ECAR; extracellular acidification rate) according to the manufacturer's protocol (Agilent). The oxygen consumption rate was measured under basal conditions and in response to sequential titration to 1 μM oligomycin, 2 μM carbonyl cyanide‐4‐(trifluoromethoxy) phenylhydrazone (FCCP), and 0.5 μM rotenone/actinomycin A dissolved in Seahorse XF medium (Agilent). The glycolytic rate was assessed by sequential injections with glucose (100 mM), oligomycin (10 μM), and 2‐deoxy‐D‐glucose (2‐DG; 100 mM). Data were generated using Seahorse Wave Controller Software v2.2 (Agilent).

### Bone marrow chimeras

Six‐ to eight‐week‐old wild‐type C57BL/6 recipient mice and 8‐week HSD‐fed recipient mice were lethally irradiated with 900 cGy twice at an interval of 4 h, followed by randomly assigned retro‐orbital injection of 10^6^ donor BM cells (in 100 μl PBS) from ND or HSD donor mice. Chimeras were maintained on sulfamethoxazole/trimethoprim antibiotics in drinking water beginning 2 days before and continuing for 1 week following irradiation and pair housed as previously described (Chang *et al*, 2018). Chimeras were allowed to recover for 8 weeks before ICH surgery.

### Neurobehavioral tests

Investigators blinded to the group assignments evaluated functional and neurological deficits using the cylinder test, neurological deficit scoring system, hindlimb abduction test, and corner turn test were performed as previously described (Clark *et al*, 1998; Schaar *et al*, 2010; Chang *et al*, 2017, 2018, 2020).

#### Cylinder test

Mice were placed in a clear glass cylinder and allowed to move freely. The first forelimb used, defined as placement of the entire palm on the cylinder wall while rearing, was scored for a total of 20 contacts for each animal. The laterality index was calculated as (right – left)/(right + left + both); a higher positive value indicates more severe hemiparesis and a score of 0 represents equal use of the forelimbs.

#### Neurologic deficit scoring system

A range of parameters were evaluated, including body symmetry, forelimb symmetry, climbing, gait, circling behavior, and compulsory circling. Each test was scored from 0 to 4, with a maximum deficit score of 24.

#### Hindlimb abduction test

Mice were placed on the edge of a platform and the hind paw was gently pulled down away from the edge. Intact animals will rapidly retrieve and replace their hindlimb on the benchtop. A total of 20 trials per day was recorded and the percentage of successful placing responses was quantified.

#### Corner turn test

Mice were allowed to proceed into a 30° corner and freely turn either left or right to exit the corner. The choice of direction was recorded during 10 trials. The percentage of right turns was calculated. Mice that have suffered a stroke preferentially leave toward the non‐impaired (right) body side.

### Lentivirus construction and production

Monomeric GFP (mGFP) or mNR4a1‐mEGFP‐coding DNA synthesized by Protech Technology Enterprise were subcloned into the EcoRI and XbaI sites of the pLVX‐IRES‐Puro backbone to generate pLVX‐mGFP‐IRES‐Puro or pLVX‐mNR4a1‐mEGFP‐IRES‐Puro, respectively. HEK293T cells were plated at 8 × 10^6^ cells per 15 cm dish 1 day before transfection and transfected with 11.76 μg of packaging vectors (5.88 μg of pMD2.G [Addgene #12259] and 5.88 μg psPAX2 [Addgene #12260]) and 5.88 μg of vector plasmids (pLVX‐mGFP‐IRES‐Puro or pLVX‐mNr4a1‐mEGFP‐IRES‐Puro). Viral vector‐containing supernatants were harvested over 72 h, filtered through a 0.45 μm filter (Millipore), concentrated by centrifugation at 32,000 *g* for 2 h at 4°C, and stored at −80°C until experiments. Vector stocks were titrated on HEK293T cells by FACS; vector titers are expressed as EGFP transduction units per milliliter.

### Lentiviral transduction

Bone marrow progenitor cells were enriched using the Direct Lineage Cell Depletion Kit (Miltenyi Biotec), seeded into a 12‐well plate at 5 × 10^5^ cells/well, incubated with 800 μl RPMI medium (Gibco) for 30 min at 37°C, and transduced with either 10 μl control virus (9 × 10^9^ TU/ml) or 20 μl NR4a1 virus (1 × 10^9^ TU/ml) for 24 h at 37°C. The following day, transduced cells were resuspended in fresh RPMI medium supplemented with 50 ng/ml M‐CSF and allowed to differentiate under normal isotonic conditions (139 mM) or in the presence of an additional 40 mM of sodium chloride (179 mM).

### Histological quantification

#### Hematoma volume, neuron number, and astrogliosis

For cryostat sections, hematoma areas were defined as the Ly76^+^ area and measured using ImageJ, as previously described (Tsai *et al*, 2022). Hematoma volume (mm^3^) was calculated as the sum of the hematoma area multiplied by the interslice distance (210 μm). For fresh coronal brain sections, 1 mm coronal sections were collected using a brain slicer matrix (ASI Instruments) and sharp razor blades based on our previous protocol (Chang *et al*, 2020). Images of brain slices were digitalized by a scanner (600 dpi) and analyzed with ImageJ (NIH) by experimenters blinded to the experimental group. The volume of hematoma was calculated as the summation of the hematoma areas multiplied by the interslice distance (1 mm) as previously described (Chang *et al*, 2018). Three independent fields of view (696.3 μm × 524.3 μm) of the perihematomal region were captured for each animal to quantify neuron number and astrogliosis. NeuN^+^DAPI^+^ and GFAP^+^DAPI^+^ cells were counted in each image and expressed as cell counts per mm^2^.

#### Tissue loss and neuronal damage

Infarct area, infarct volume, and neuron damage area were measured as previously described. Briefly, 10‐μm‐thick coronal brain sections were stained with 0.1% cresyl violet acetate solution for 3 h at room temperature, washed twice with distilled water, dehydrated in an ethanol gradient, mounted in dibutylphthalate polystyrene xylene (DPX), and imaged using an Olympus IX81 microscope (Olympus) with a 1.25× objective. The infarct area was determined as the unstained area and infarct volume was calculated by multiplying the infarct area by the interslice distance (800 μm). Neuronal damage was defined as the loss of MAP‐2 immunofluorescence and the area of neuronal damage was measured in brain sections of the hematoma core +1.4 mm from the bregma.

#### Reparative macrophage number

Three independent fields of view (696.3 μm × 524.3 μm) were captured in the perihematomal region of each animal. The numbers of cells co‐expressing IBA1, DAPI, and reparative markers of interest (CD206, MAC2, and Arg1) were counted in each field, divided by the total number of reparative macrophages in each view by the image area, and expressed as cell counts per mm^2^.

### Statistical analysis

No statistical methods were used to predetermine the sample size; however, the sample sizes in this study are similar to previous publications (Bosurgi *et al*, 2017; Shi *et al*, 2021). Data are expressed as mean ± SEM. Individual mouse or biological replicates are represented as circles in figures. GraphPad Prism software (v9.4.1) was used for statistical analyses. The unpaired Student's *t*‐test was used to compare two groups; one‐way or two‐way ANOVA with *post hoc* Bonferroni test was employed for multiple‐group comparisons. Details of statistical analyses including sample numbers (*n*) are included in the respective figure legends. *P* < 0.05 was considered statistically significant.

### Study approval

All murine procedures were approved by the National Taiwan University College of Medicine Animal Care and Use Committee (approval number: 20190326) and were performed in strict compliance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals.

## Author contributions

**Che‐Feng Chang:** Conceptualization; supervision; funding acquisition; investigation; writing – original draft; writing – review and editing. **Tze‐Yen Lin:** Conceptualization; data curation; formal analysis; validation; investigation; visualization; writing – original draft; writing – review and editing. **Danye Jiang:** Conceptualization; data curation; formal analysis; validation; investigation; visualization; writing – original draft; writing – review and editing. **Wan‐Ru Chen:** Data curation; formal analysis; investigation. **Xin‐Yu Zhang:** Data curation; formal analysis; investigation. **Jhih Syuan Lin:** Data curation; formal analysis; investigation. **Chih‐Hung Chen:** Data curation; formal analysis; investigation. **Chia‐Lang Hsu:** Resources; data curation; formal analysis; methodology. **Liang‐Chuan Lai:** Resources; methodology. **Ping‐Hung Chen:** Resources; methodology. **Kai‐Chien Yang:** Resources; methodology. **Lauren H Sansing:** Writing – original draft; writing – review and editing.

## Disclosure and competing interests statement

The authors declare that they have no conflict of interest.

## Supporting information

Appendix Click here for additional data file.

Expanded View Figures PDF Click here for additional data file.

Dataset EV1 Click here for additional data file.

Dataset EV2 Click here for additional data file.

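After ICH, many genes of granulocyte-monocyte progenitors and most of the G2/M phase were higher in HSD HSPCs than in ND HSPCs, and some genes of muscle and neurons were lower. Of 32 granulocyte-monocyte progenitor genes, 20 were higher and 1 lower at an unadjusted p under 0.05 from limma, and 17 higher and 1 lower when adjusted over the list alone (median log2 fold change 0.81). The camera adjusted p was 2.16e-13, and adjusted p = 0.383 with an estimated correlation. Trem3, a receptor of myeloid cells, had 6.35 ± 2.89 CPM (SD, n = 3) in HSD ICH and 2.08 ± 0.373 CPM in ND ICH (log2 fold change 1.34, SE 0.284, adjusted p = 0.222, limma). Prss57, a serine protease of neutrophil granules, had 28.5 ± 12.6 and 12.5 ± 0.309 CPM, and Mpo, myeloperoxidase, 6286 ± 4110.0 and 2539 ± 538 CPM (adjusted p = 0.241 and 0.269, limma). Without HSD ICH replicate 3 the log2 fold change of Mpo was 0.64 in place of 1.14. Cd33 had 8.21 ± 1.19 and 13.7 ± 2.58 CPM. Without HSD ICH replicate 3, 18 of these genes were higher and 1 lower at an unadjusted p under 0.05, 14 and 1 when adjusted over the list alone, and their median log2 fold change was 0.45.
Of 50 G2/M genes, 45 were higher and none lower at an unadjusted p under 0.05, and 45 when adjusted over the list alone (camera adjusted p = 2.23e-32, and adjusted p = 0.383 with an estimated correlation). Cdk1, the kinase that drives entry into mitosis, had 54.7 ± 1.79 and 36.2 ± 1.98 CPM (log2 fold change 0.59, SE 0.101, adjusted p = 0.222, limma), and Prc1, a spindle protein, 95.3 ± 0.682 and 67.0 ± 1.59 CPM. Of 31 genes of the unfolded protein response, 14 were higher and 1 lower at an unadjusted p under 0.05, and 9 higher and 1 lower when adjusted over the list alone (camera adjusted p = 4.36e-09, and adjusted p = 0.383 with an estimated correlation). Hspa5, the chaperone BiP, had 495 ± 159 and 283 ± 22.0 CPM, and Sdf2l1 27.5 ± 10.6 and 13.3 ± 3.39 CPM. Without HSD ICH replicate 3, 5 genes of this list were higher when adjusted over the list alone, and its median log2 fold change was 0.20 in place of 0.47.
Of 36 muscle genes, 22 were lower and none higher at an unadjusted p under 0.05 by limma (11 lower when adjusted over the list alone; camera adjusted p = 5.09e-11, and adjusted p = 0.383 with an estimated correlation). Myh7 had 1.39 ± 0.444 and 4.28 ± 0.620 CPM, and Ttn, titin, 21.3 ± 2.62 and 29.6 ± 0.457 CPM. Of 41 neuronal genes, 16 were lower and 1 higher at an unadjusted p under 0.05 (9 lower when adjusted over the list alone; camera adjusted p = 3.01e-08, and adjusted p = 0.383 with an estimated correlation). Gria2, a glutamate receptor, had 1.29 ± 0.614 and 3.21 ± 0.789 CPM. Genes under 1 CPM without ICH had, as a class, a median log2 fold change of −0.37 after ICH, against 0.03 for other genes. Reads that come from no transcript may thus contribute to the lower muscle and neuronal genes, which need not reflect expression in HSPCs. Chemosensory receptor genes, which blood cells do not use, averaged 1.00 ± 0.345 CPM in HSD ICH and 1.39 ± 0.0256 CPM in ND ICH. Of these, 10 of 46 tested were lower at an unadjusted p under 0.05 by limma and none when adjusted over the list alone (camera adjusted p = 1.50e-05, and adjusted p = 0.383 with an estimated correlation). Of 26 mature neutrophil genes, 7 were higher and 2 lower at an unadjusted p under 0.05, and 2 and 1 when adjusted over the list alone (median log2 fold change 0.32, camera adjusted p = 0.00901, 0.0769 without ND ICH replicate 3, and adjusted p = 0.383 with an estimated correlation). Of 35 hematopoietic stem cell genes, 12 were lower and none higher (2 lower when adjusted over the list alone; camera adjusted p = 3.95e-07, and adjusted p = 0.390 with an estimated correlation). Without HSD ICH replicate 3, 2 chemosensory receptor genes (median log2 fold change −0.20) and 13 muscle genes (8 adjusted over the list alone) were lower at an unadjusted p under 0.05, the neuronal and stem cell lists had 0 and 0 lower genes by limma when adjusted over the list alone, with 12 and 8 at an unadjusted p under 0.05, and the stem cell list a median of −0.18 in place of −0.43.
Over the 20079 genes tested, 215 were DEGs at the study threshold (56 higher, 159 lower), and the count was 569, 421 and 109 without HSD ICH replicate 1, 2 and 3, of which 141, 180 and 8 were higher. Most of the higher calls thus rest on HSD ICH replicate 3. In fits of the 6 libraries after ICH no gene passed an adjusted p under 0.05 by limma or by edgeR's quasi-likelihood test, and in fits of all 12 libraries 297 did by limma and 39 by the quasi-likelihood test. In the 6 libraries 3134 had an unadjusted p under 0.05 by limma (1089 higher, 2045 lower), and 98 passed an adjusted p by DESeq2, 344 by edgeR's likelihood ratio test and 297 by edgeR's exact test. Of the 891 genes of Dataset EV2, 826 could be tested, each with the direction of that table, and 691 had an unadjusted p under 0.05.

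**Figure D4:**
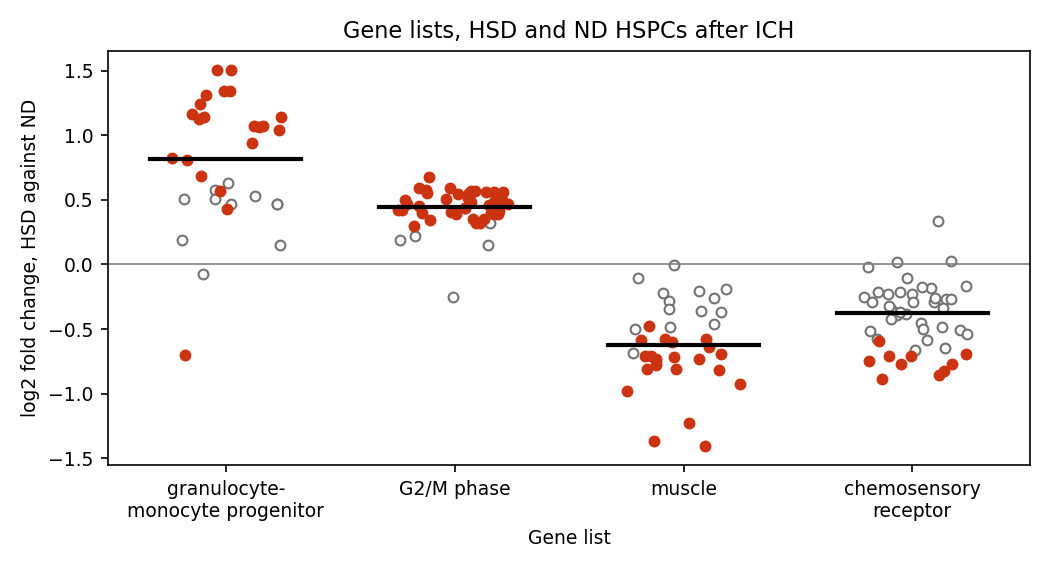
Each point is a gene of a list, and the vertical axis gives its log2 fold change of HSD against ND in HSPCs after ICH. Filled points have an unadjusted p under 0.05 from limma and black bars are medians, at 0.81 for 32 granulocyte-monocyte progenitor genes, 0.45 for 50 G2/M genes, −0.62 for 36 muscle genes and −0.38 for 46 chemosensory receptor genes.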

PDF+ Click here for additional data file.

Source Data for Expanded View and Appendix Click here for additional data file.

Source Data for Figure 1 Click here for additional data file.

Source Data for Figure 2 Click here for additional data file.

Source Data for Figure 3 Click here for additional data file.

Source Data for Figure 4 Click here for additional data file.

Source Data for Figure 5 Click here for additional data file.

Source Data for Figure 7 Click here for additional data file.

Source Data for Figure 8 Click here for additional data file.

## Data Availability

The datasets produced in this study are available in the following databases: RNA‐Seq data: Gene Expression Omnibus GSE214728 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE214728). Image data: Biostudies S‐BIAD829 (https://www.ebi.ac.uk/biostudies/bioimages/studies/S-BIAD829).

# Supplementary material for: Trained immunity induced by high‐salt diet impedes stroke recovery
**Source:** EMBO Rep. 2023 Nov 15;24(12):e57164. doi: 10.15252/embr.202357164
**Supplement:** Supplementary file 1 — Appendix

## Trained immunity induced by high salt diet impedes stroke recovery

Tze-Yen Lin, Danye Jiang, Wan-Ru Chen, Jhih Syuan Lin, Xin-Yu Zhang, Chih-Hung Chen,  
Chia-Lang Hsu, Liang-Chuan Lai, Ping-Hung Chen, Kai-Chien Yang, Lauren H Sansing, Che-  
Feng Chang\*

Che-Feng Chang, Department and Graduate Institute of Physiology, National Taiwan University  

### Contents

|                                                                                                                                     |   |
|-------------------------------------------------------------------------------------------------------------------------------------|---|
| <b>Appendix Figure S1.</b> Gating strategies to distinguish monocyte-derived macrophages (MDMs) and microglia in the ICH brain..... | 2 |
| <b>Appendix Figure S2.</b> Significantly enriched canonical pathways identified in HSD HSPCs.....                                   | 3 |
| <b>Appendix Figure S3.</b> The efficiency of NR4a1-expressing lentivirus and NR4a1 overexpression .....                             | 5 |

## Appendix Figure S1

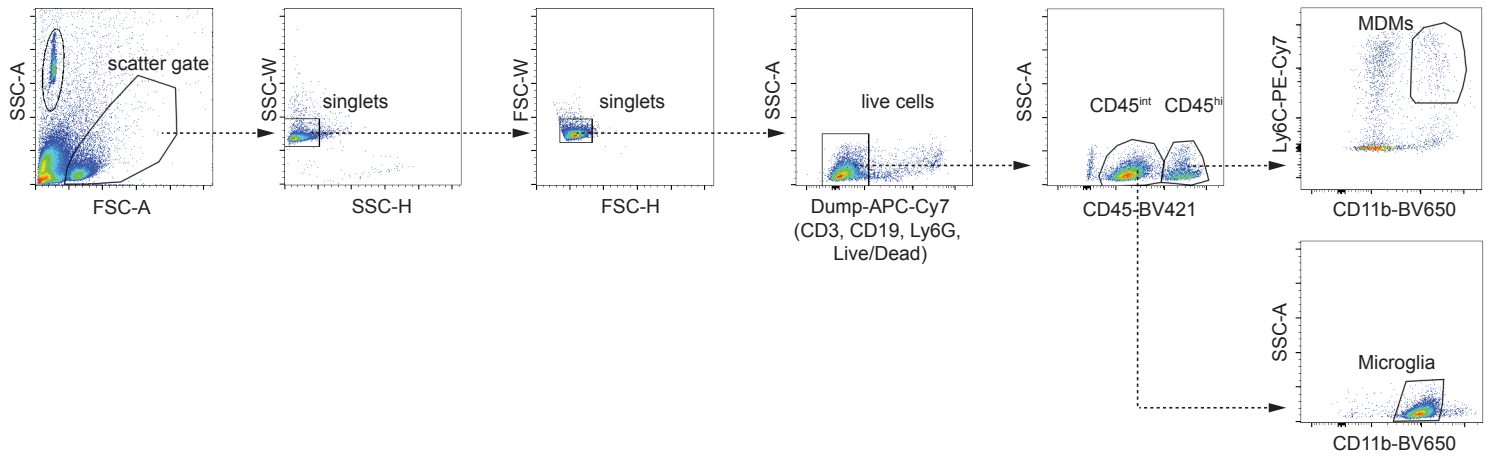

**Appendix Figure S1. Gating strategies to distinguish monocyte-derived macrophages (MDMs) and microglia in the ICH brain.** MDMs are identified as the CD45<sup>hi</sup>CD11b<sup>+</sup>Ly6C<sup>+</sup> population and microglia as the CD45<sup>int</sup>CD11b<sup>+</sup> population.

Appendix Figure S2

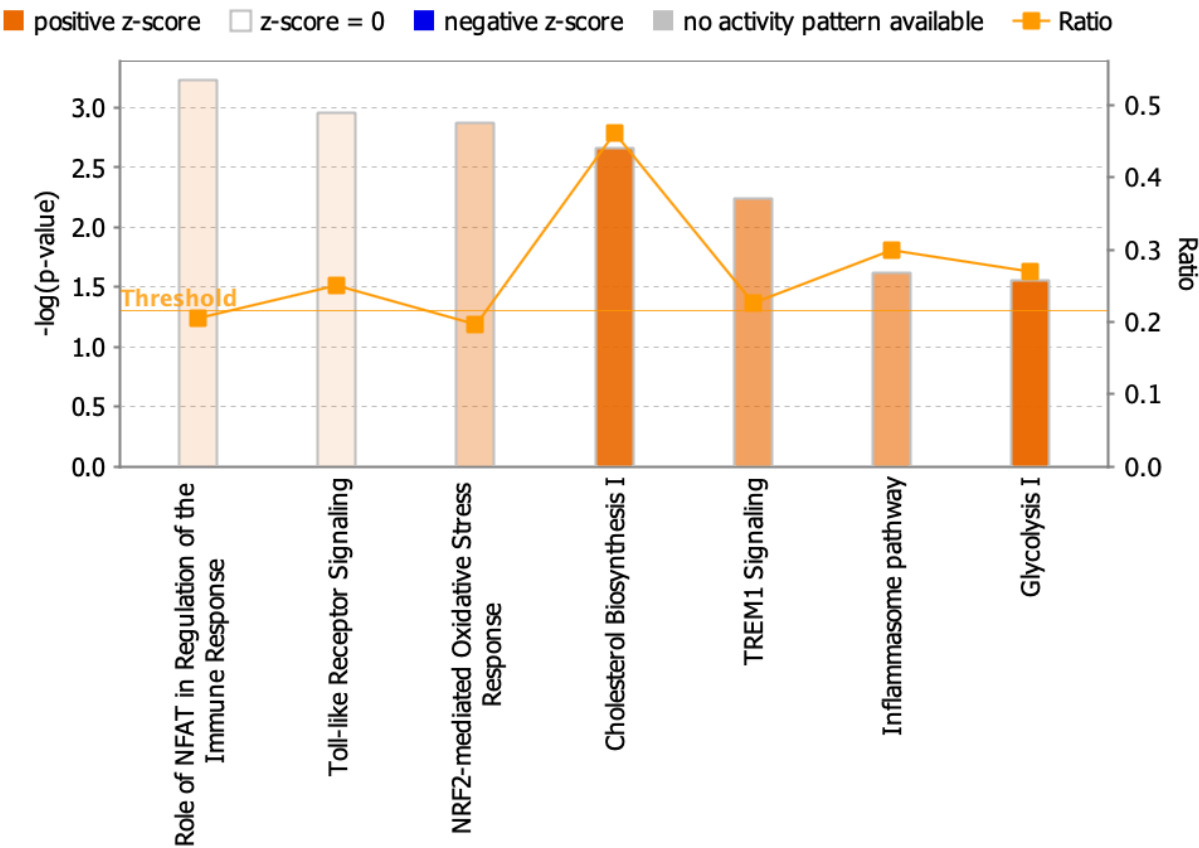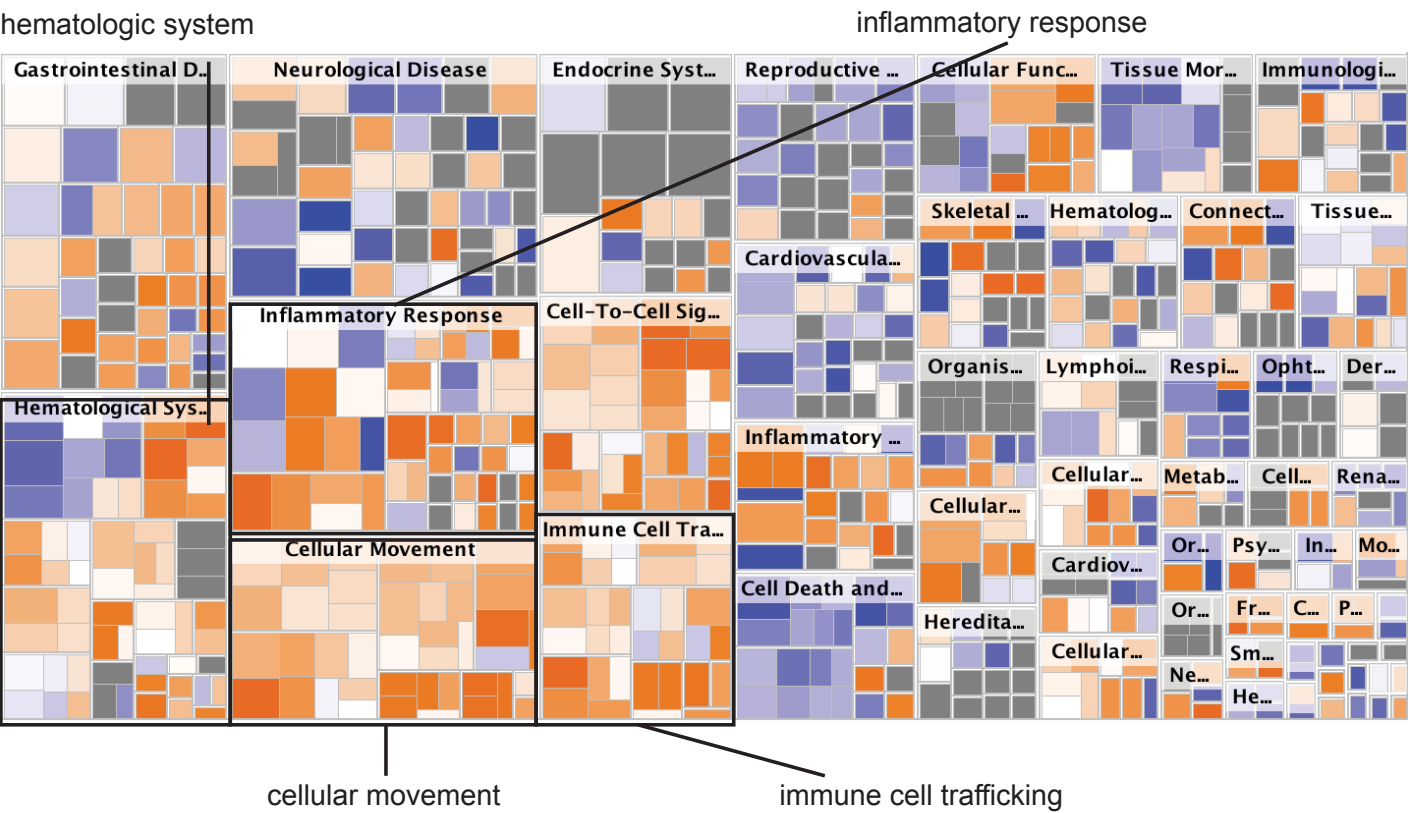

**Appendix Figure S2. Ingenuity pathway analysis (IPA) of significantly enriched canonical pathways identified in HSD HSPCs.** Top: The classical pathway enrichment analysis indicates pathway activation (orange, z-score >0). Bottom: Heat maps of disease and functional categories show the relationships between changes in differentially expressed gene levels and the activation and inhibition of diseases and functions. Orange indicates that the disease or functional status is activated (z-score >0), blue indicates that the disease or functional status is suppressed (z-score <0), and gray indicates that the disease or functional status is undetermined (z-score cannot be calculated).

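Canonical pathway scores came from DEGs of HSD against ND HSPCs without ICH, and the pathway gene sets were not at hand. In lists of similar name, few genes passed an unadjusted p under 0.05. Of 43 genes of the NRF2 oxidative stress response, 29 were higher and 14 lower, and 1 was lower at an unadjusted p under 0.05 by limma (camera adjusted p = 0.181). This was Maff, a small Maf transcription factor, with 2.54 ± 0.491 CPM (SD, n = 3) on HSD and 3.77 ± 0.712 CPM on ND. Of 20 genes of TREM1 signaling, 13 were higher and 7 lower (camera adjusted p = 0.902), and Ccl3, a chemokine, was lower at an unadjusted p under 0.05 with 6.63 ± 2.19 and 9.26 ± 1.26 CPM, a log2 fold change of −0.50, or −0.21 without HSD replicate 3. Of 17 LXR pathway genes, 11 were higher and 6 lower, with none at an unadjusted p under 0.05 by limma (camera adjusted p = 0.535). None of the genes of these lists passed when adjusted over its list alone.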

### Appendix Figure S3

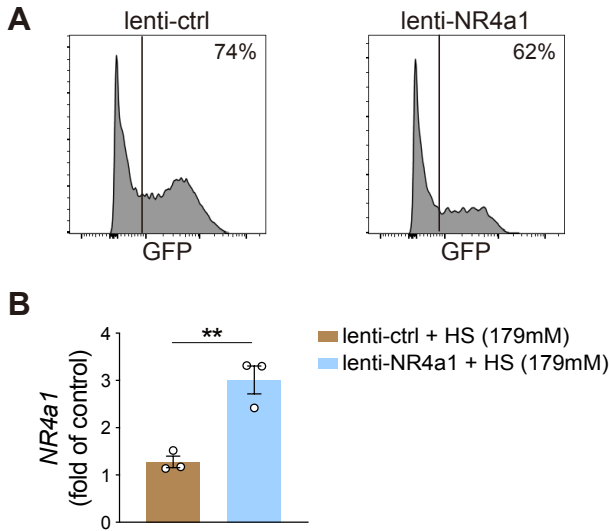

#### Appendix Figure S3. The efficiency of NR4a1-expressing lentivirus and NR4a1 overexpression.

(A) Representative histograms showing transduction efficiency of GFP-tagged control lentiviral vector (lenti-ctrl) and NR4a1-expressing vector (lenti-NR4a1). The transduction efficiency in bone marrow cells was assessed by measuring the percentage of GFP+ cells. (B) Expression of NR4a1 in BMDMs after NR4a1-expressing lentivirus transduction and high-salt differentiation (lenti-NR4a1+HS) compared to those with control vector transduction and high-salt differentiation (lenti-ctrl+HS). Data are mean  $\pm$  SEM,  $n=3$ /group,  $**P < 0.01$  (Student's  $t$ -test),  $n$ : biological replicates.

# Supplementary material for: Trained immunity induced by high‐salt diet impedes stroke recovery
**Source:** EMBO Rep. 2023 Nov 15;24(12):e57164. doi: 10.15252/embr.202357164
**Supplement:** Supplementary file 2 — Expanded View Figures PDF

Expanded View Figures

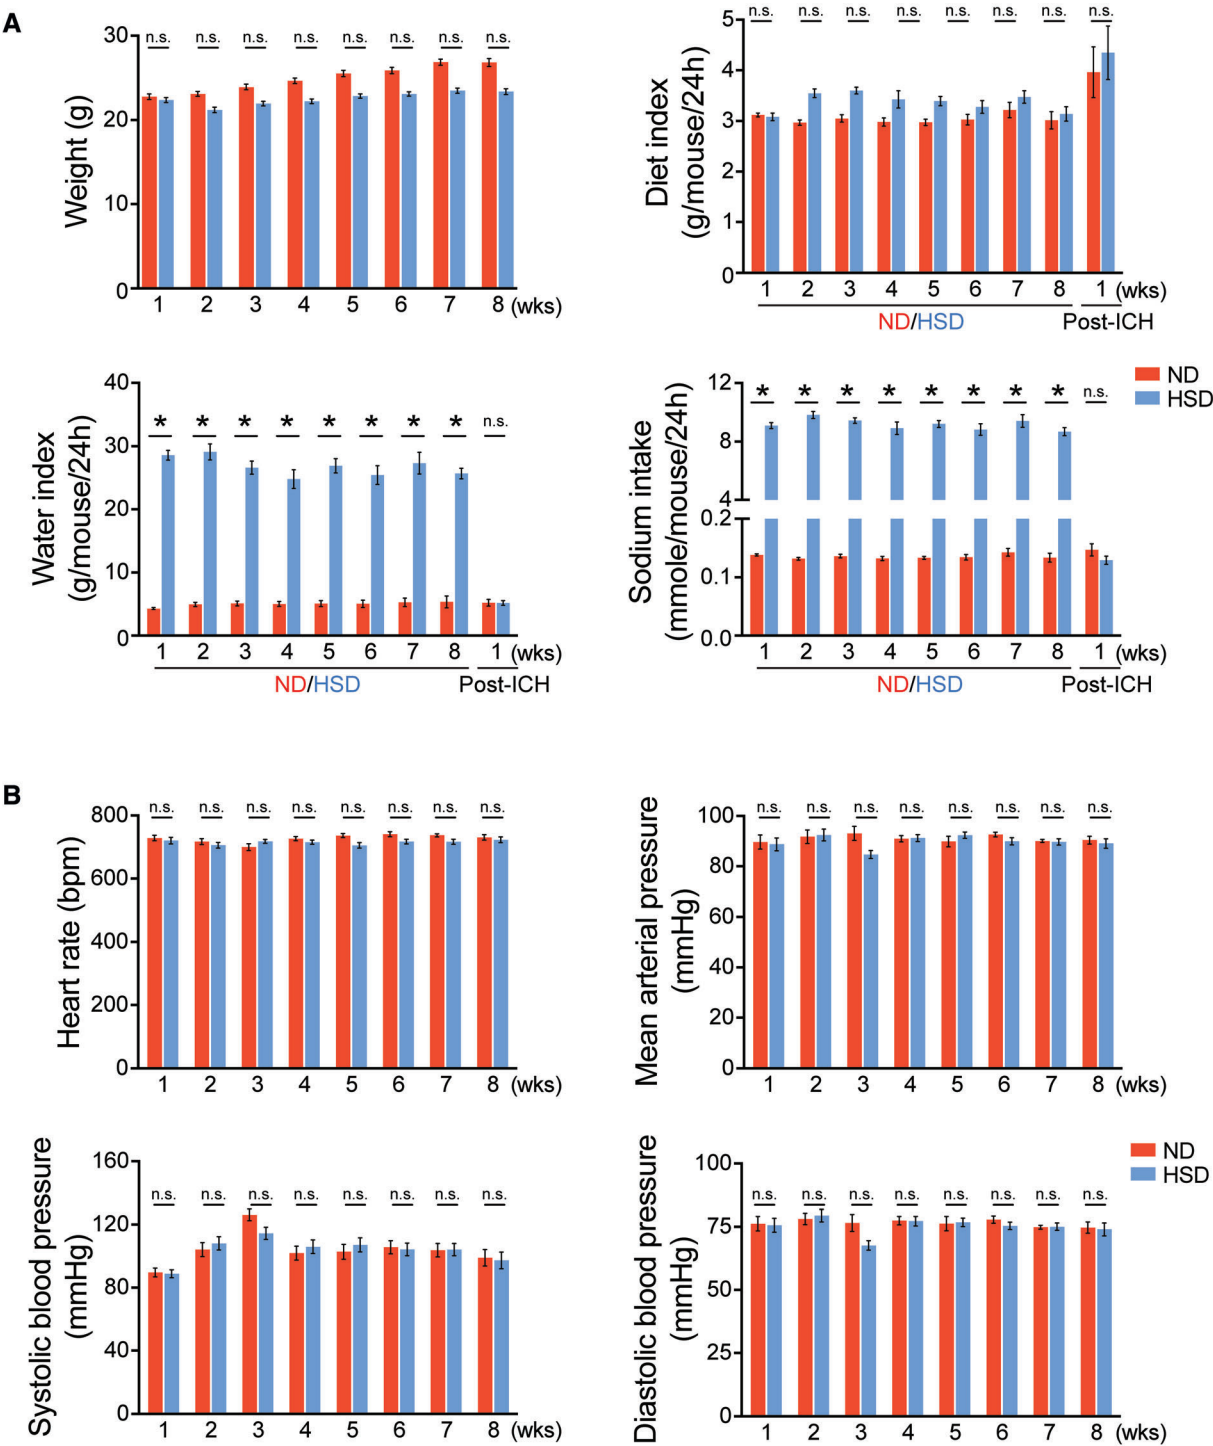

Figure EV1.

**Figure EV1. Physiological measurements of ND and HSD mice.**

- A Graphs depicting body weight, food intake, water intake, and sodium intake in ND ( $n = 22$ – $33$ ) and HSD ( $n = 24$ – $35$ ) mice over 8 weeks of diet manipulation. Two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- B Graphs depicting heart rate, mean arterial pressure, systolic blood pressure, and diastolic blood pressure in ND and HSD animals over 8 weeks of diet manipulation.  $n = 7$ – $11$ /group, two-way ANOVA and Bonferroni test.  $n$ : biological replicates.

Data information: All data are mean  $\pm$  SEM; \* $P < 0.05$ , n.s., not significant.

Source data are available online for this figure.

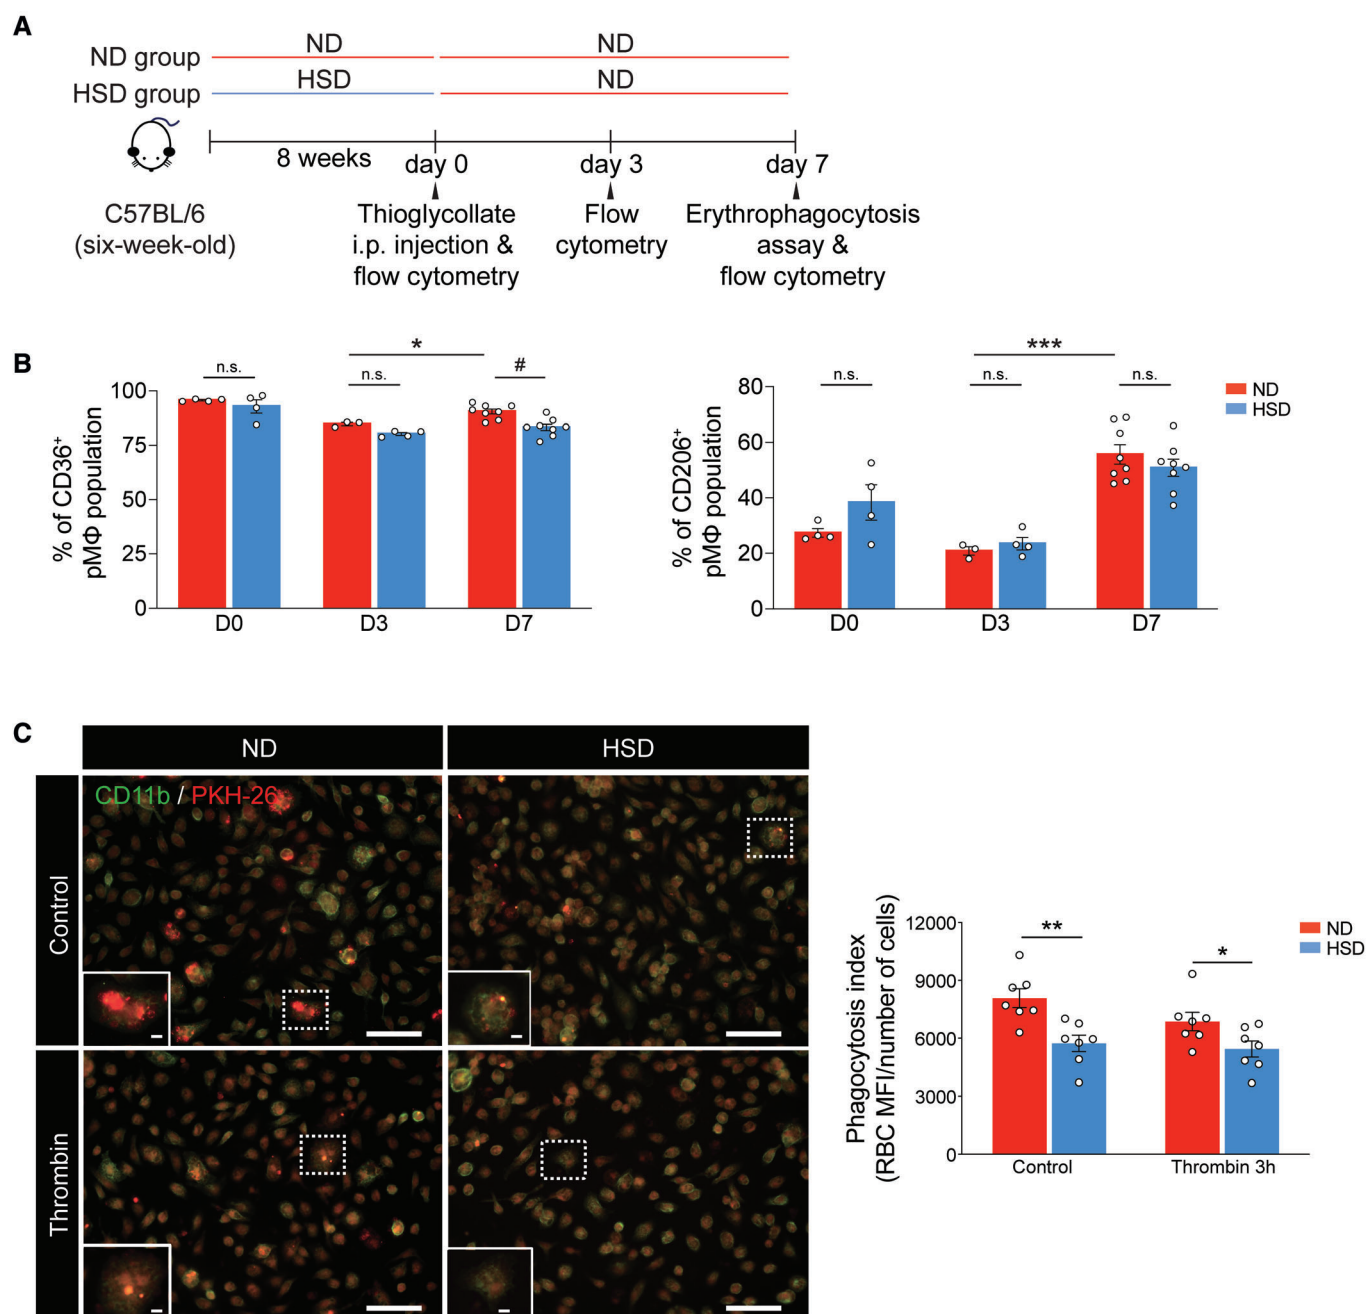**Figure EV2.**

**Figure EV2. HSD reduces alternative activation of peritoneal macrophages in a thioglycollate-elicited peritoneal model.**

A Schematic of experimental design.

B Bar graphs depicting the percentages of CD36<sup>+</sup> and CD206<sup>+</sup> peritoneal macrophages from ND and HSD mice on days 0, 3, and 7 following thioglycollate injection.  $n = 4$ /group on day 0,  $n = 3$  ND, 4 HSD on day 3, and  $n = 8$ /group on day 7, two-way ANOVA and Bonferroni test.  $n$ : biological replicates.

C Representative images showing engulfment of heat-shocked PKH26-labeled erythrocytes (red) in CD11b<sup>+</sup> (green) ND and HSD peritoneal macrophages with or without thrombin stimulation. Quantifications of erythrophagocytosis in ND and HSD peritoneal macrophages with or without thrombin stimulation.  $n = 7$ /group, Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 50  $\mu$ m and 5  $\mu$ m high-magnification insets.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse or one biological replicate, \* $P < 0.05$ , \*\* $P < 0.01$ , \*\*\* $P < 0.001$ , and # $P < 0.001$ , n.s., not significant.

Source data are available online for this figure.

**Figure EV3. HSD impairs mitochondrial oxidative phosphorylation and promotes glycolysis in bone marrow (BM) cells.**

A OCR traces and maximum respiratory capacity of BM cells after 4-week ND and HSD.  $n = 9$  ND, 6 HSD, Student's  $t$ -test.  $n$ : biological replicates.

B OCR traces and maximum respiratory capacity of BM cells after 8-week ND and HSD.  $n = 9$  ND, 6 HSD, Student's  $t$ -test.  $n$ : biological replicates.

C ECAR traces and glycolytic capacity of BM cells after 4-week ND and HSD.  $n = 5$ /group, Student's  $t$ -test.  $n$ : biological replicates.

D ECAR traces and glycolytic capacity of BM cells after 8-week ND and HSD.  $n = 8$ /group, Student's  $t$ -test.  $n$ : biological replicates.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ ; OCR, oxygen consumption rate, OM, oligomycin, FCCP, carbonyl cyanide-4 (trifluoromethoxy) phenylhydrazine, ROT/AA, rotenone and antimycin A, ECAR, extracellular acidification rate, and 2-DG, 2-deoxy-D-glucose.

Source data are available online for this figure.

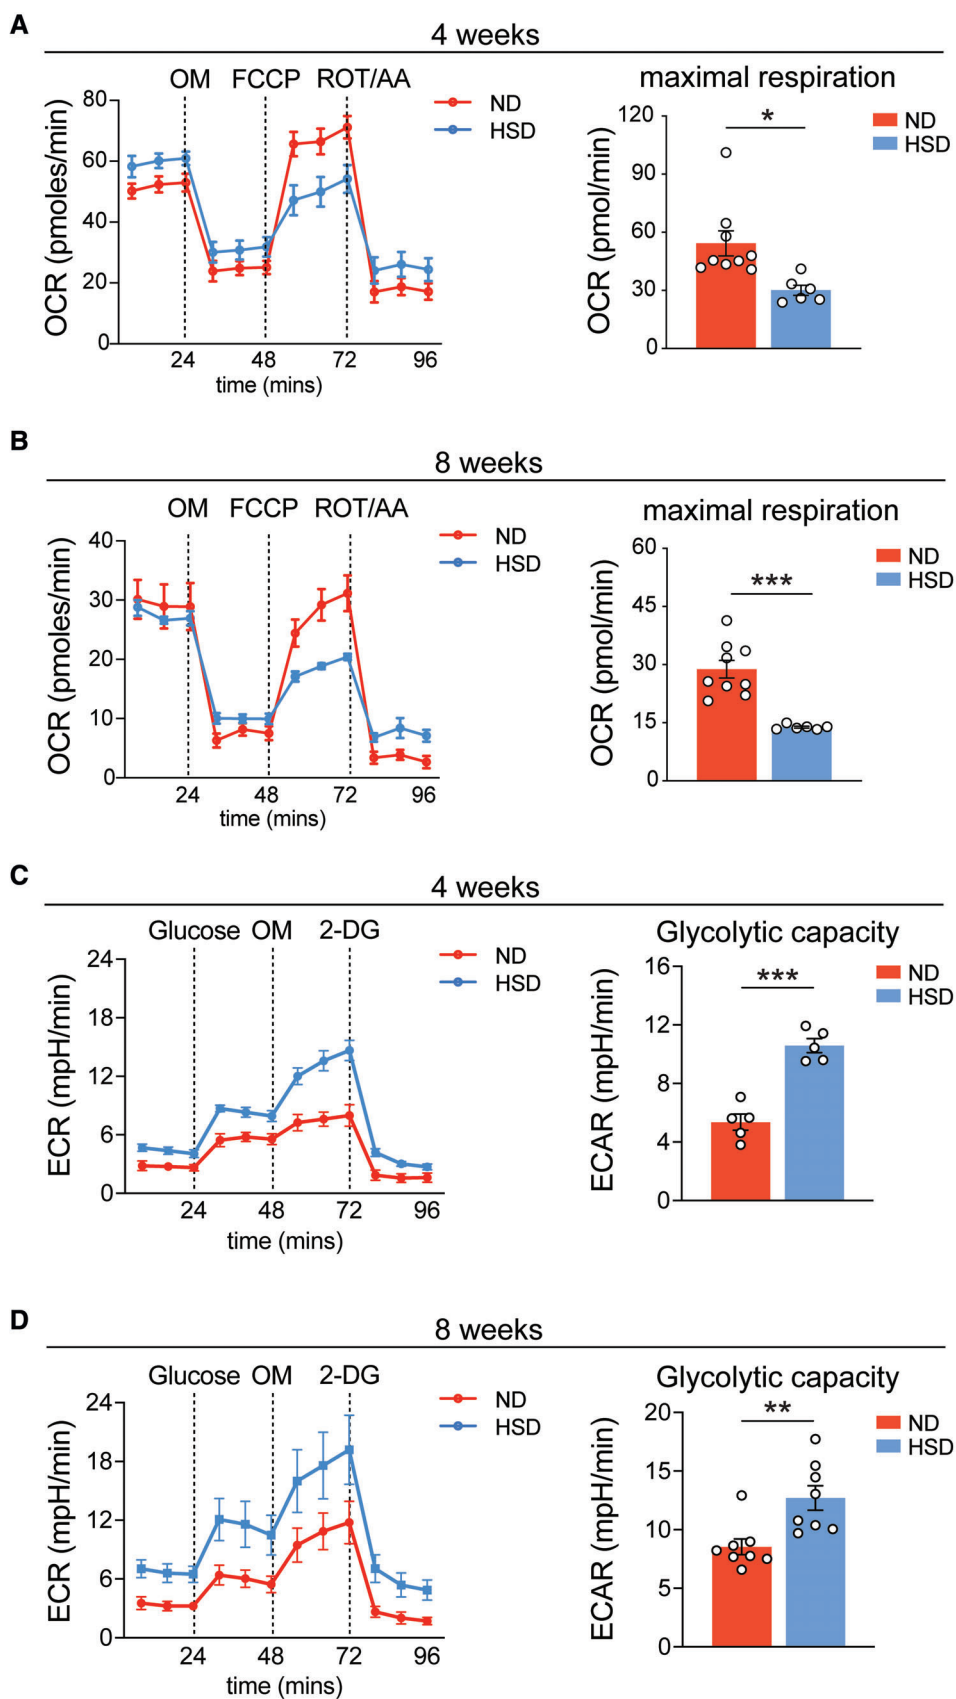

Figure EV3.

**Figure EV4. Four-week HSD reduces ICH recovery, HSD→ND chimeric mice have worse functional outcomes after collagenase ICH, and ND BM cell transplantation to HSD mice rescues HSD-aggravated ICH injuries.**

- A Schematic of the 4-week diet regimen. Six-week-old mice were fed with ND or HSD for 4 weeks before being subjected to ICH surgery. Behavioral tests and flow cytometry were performed 1 week after blood ICH induction.
- B Cylinder test results of mice after 4-week ND and HSD on days 1, 3, and 7 after ICH.  $n = 9$  ND, 11 HSD, two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- C Percentages of CD36<sup>+</sup>, CD206<sup>+</sup>, and CD36<sup>+</sup>CD206<sup>+</sup> MDMs in 4-week ND and HSD mice after ICH.  $n = 5$ /group, Student's  $t$ -test.  $n$ : biological replicates.
- D Percentages of CD36<sup>+</sup> or CD206<sup>+</sup> microglia (MG) after 4-week ND and HSD.  $n = 5$ /group, Student's  $t$ -test.  $n$ : biological replicates.
- E Survival rates of ND and HSD chimeras that were subjected to a collagenase ICH model.
- F Cylinder test and forelimb placement test results of ND→ND and HSD→ND chimeras.  $n = 6$  ND chimeras and 3 HSD chimeras on day 3,  $n = 4$  ND chimeras and 2 HSD chimeras on day 10.
- G Schematic of experimental design. ND and HSD BM were transplanted into HSD recipients.
- H Cylinder test of ND→HSD ( $n = 7$ ) and HSD→HSD ( $n = 8$ ) chimeric mice on days 3, 7, and 10 post-ICH. Two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- I Representative images and quantification of Ly76<sup>+</sup> hematomas co-labeled with DAPI in ND→HSD ( $n = 7$ ) and HSD→HSD ( $n = 8$ ) chimeras. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 500  $\mu$ m.
- J Representative images and quantifications of NeuN<sup>+</sup> neurons and GFAP<sup>+</sup> cells co-labeled with DAPI in ND→HSD ( $n = 7$ ) and HSD→HSD ( $n = 8$ ) chimeras. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu$ m.
- K Representative images and quantifications of CD206<sup>+</sup>IBA1<sup>+</sup> and MAC2<sup>+</sup>IBA1<sup>+</sup> cells in ND→HSD ( $n = 8$ ) and HSD→HSD ( $n = 8$ ) chimeras. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu$ m.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse or one biological replicate, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , n.s., not significant. Source data are available online for this figure.

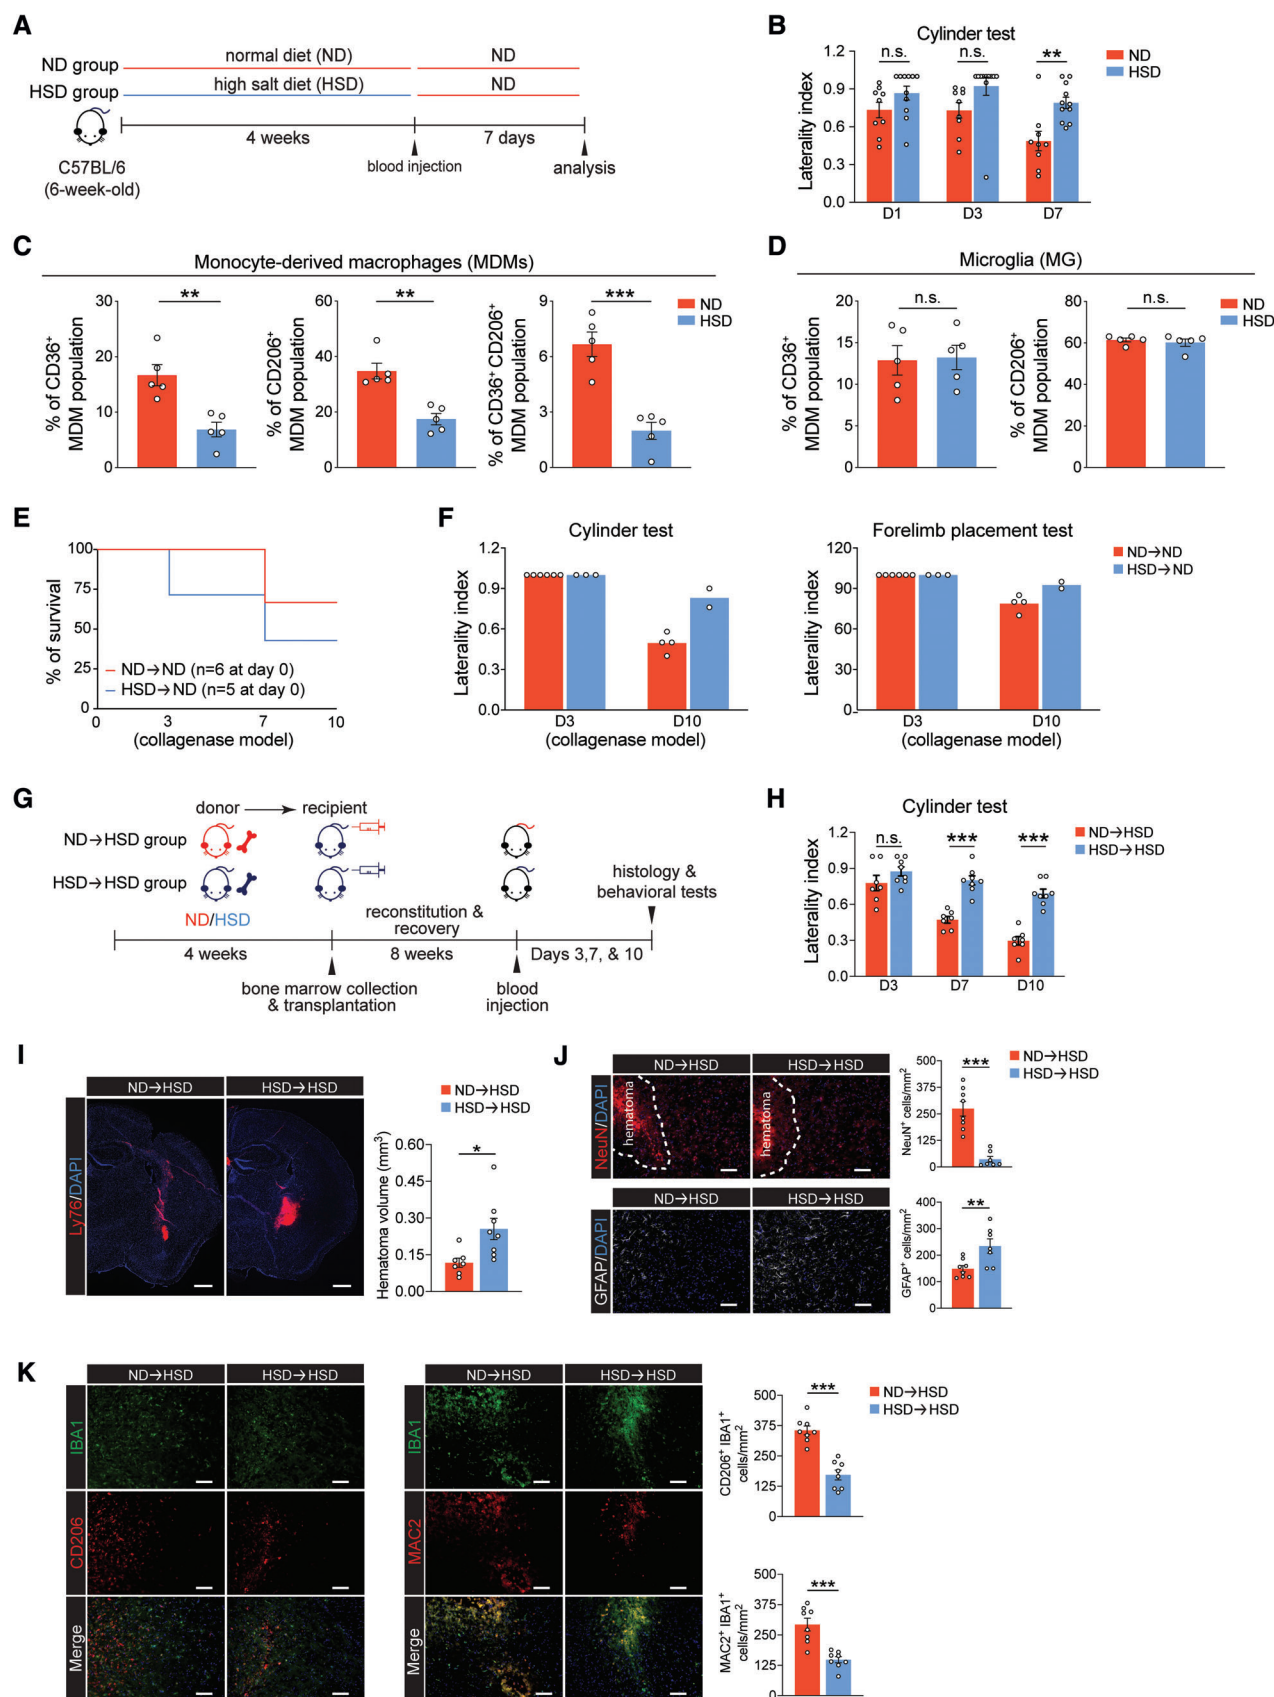

Figure EV4.

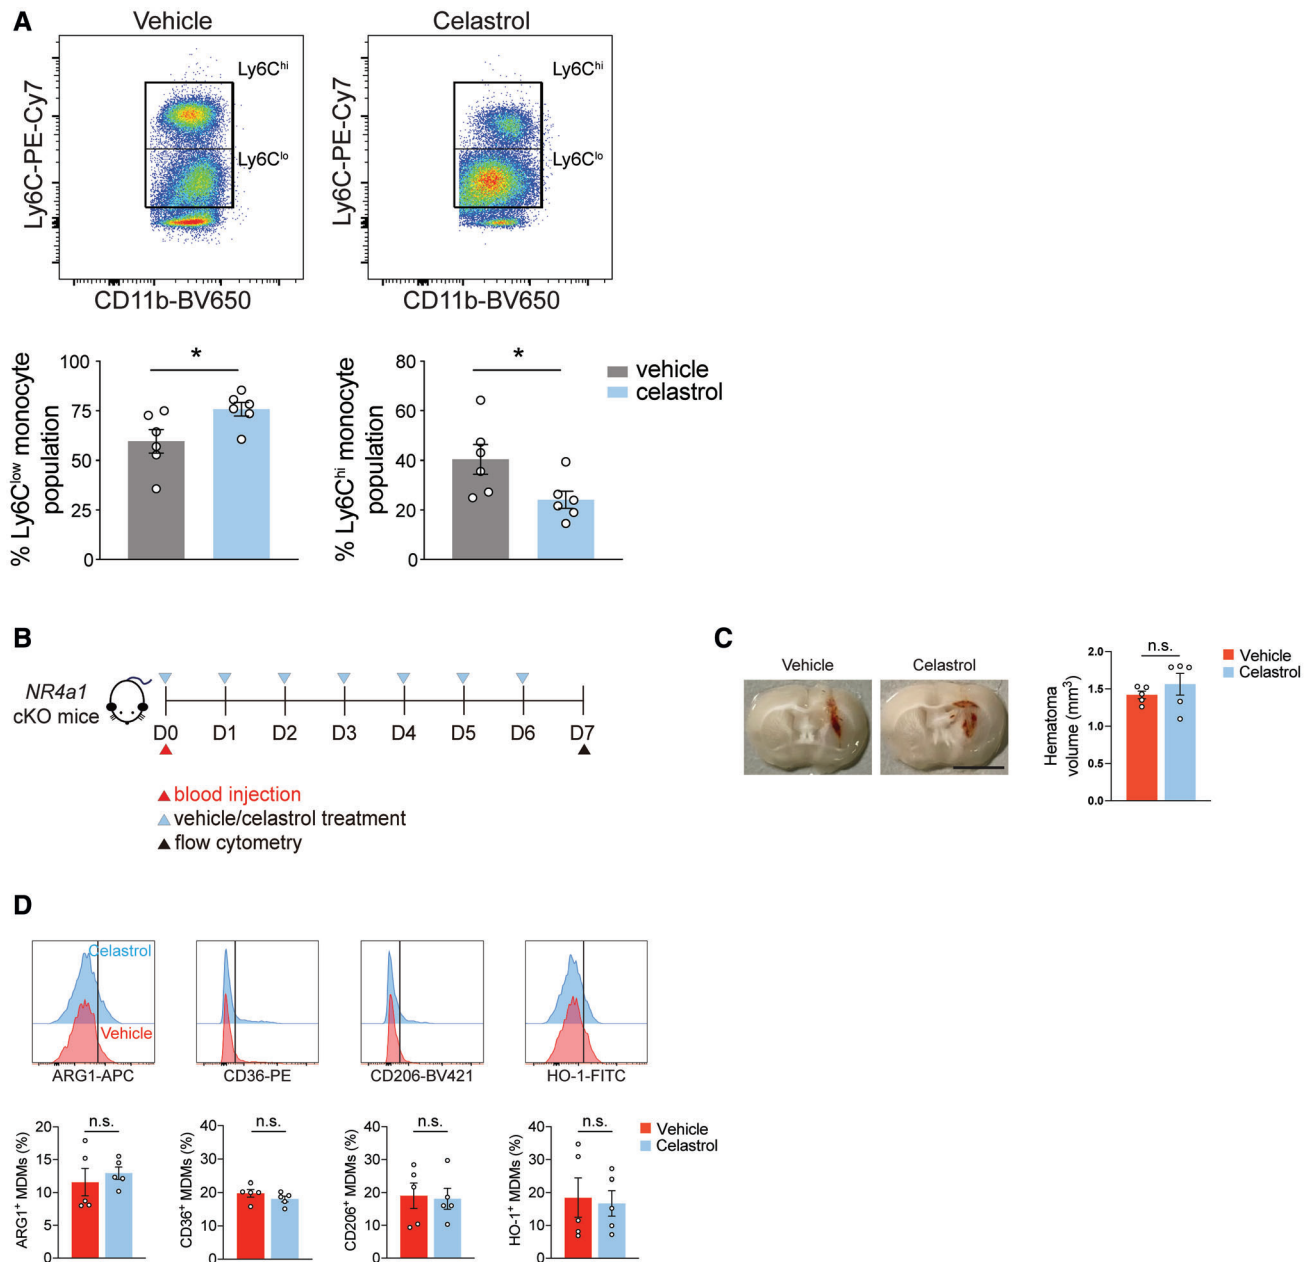

**Figure EV5. Celastrol treatment increases Ly6C<sup>low</sup> monocytes and decreases Ly6C<sup>hi</sup> proinflammatory monocytes, and deletion of NR4a family in macrophages abolishes the protective effects of celastrol in the ICH brain.**

- A** Top: representative pseudocolor plots showing Ly6C<sup>hi</sup> and Ly6C<sup>low</sup> monocytes in HSD mice that received vehicle or celastrol treatments. Bottom: quantifications showing percentages of Ly6C<sup>low</sup> and Ly6C<sup>hi</sup> monocytes in vehicle and celastrol groups.  $n = 6/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.
- B** Schematic of celastrol treatment in *NR4a1* cKO mice and experimental design.
- C** Representative images and quantification of brain hematoma in vehicle- and celastrol-treated *NR4a1* cKO mice on day 7 post-ICH.  $n = 5/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 5 mm.
- D** Representative histograms and quantifications of ARG1<sup>+</sup>, CD36<sup>+</sup>, CD206<sup>+</sup>, and HO-1<sup>+</sup> MDMs in vehicle- and celastrol-treated *NR4a1* cKO ICH mice.  $n = 5/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse, \* $P < 0.05$ , n.s., not significant.

Source data are available online for this figure.

# Supplementary material for: Trained immunity induced by high‐salt diet impedes stroke recovery
**Source:** EMBO Rep. 2023 Nov 15;24(12):e57164. doi: 10.15252/embr.202357164
**Supplement:** Supplementary file 5 — PDF+

# Trained immunity induced by high-salt diet impedes stroke recovery

Tze-Yen Lin<sup>1</sup> , Danye Jiang<sup>2</sup> , Wan-Ru Chen<sup>1,3</sup> , Jhih Syuan Lin<sup>1</sup>, Xin-Yu Zhang<sup>1</sup> , Chih-Hung Chen<sup>1</sup>, Chia-Lang Hsu<sup>4</sup> , Liang-Chuan Lai<sup>1</sup> 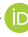, Ping-Hung Chen<sup>5</sup> , Kai-Chien Yang<sup>6</sup> , Lauren H Sansing<sup>7</sup>  & Che-Feng Chang<sup>1,\*</sup> 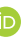

## Abstract

A high-salt diet (HSD) elicits sustained sterile inflammation and worsens tissue injury. However, how this occurs after stroke, a leading cause of morbidity and mortality, remains unknown. Here, we report that HSD impairs long-term brain recovery after intracerebral hemorrhage, a severe form of stroke, despite salt withdrawal prior to the injury. Mechanistically, HSD induces innate immune priming and training in hematopoietic stem and progenitor cells (HSPCs) by downregulation of *NR4a* family and mitochondrial oxidative phosphorylation. This training compromises alternative activation of monocyte-derived macrophages (MDMs) without altering the initial inflammatory responses of the stroke brain. Healthy mice transplanted with bone marrow from HSD-fed mice retain signatures of reduced MDM reparative functions, further confirming a persistent form of innate immune memory that originates in the bone marrow. Loss of *NR4a1* in macrophages recapitulates HSD-induced negative impacts on stroke outcomes while gain of *NR4a1* enables stroke recovery in HSD animals. Together, we provide the first evidence that links HSD-induced innate immune memory to the acquisition of persistent dysregulated inflammatory responses and unveils *NR4a1* as a potential therapeutic target.

**Keywords** high-salt diet; intracerebral hemorrhage; macrophages; *nr4a1*; trained immunity

**Subject Categories** Immunology; Metabolism; Stem Cells & Regenerative Medicine

**DOI** 10.15252/embr.202357164 | Received 10 March 2023 | Revised 22 October 2023 | Accepted 26 October 2023

**EMBO Reports (2023) e57164**

## Introduction

Salt (NaCl) has been an integral part of human history for thousands of years and is interwoven into our daily diets. While a small amount of salt is necessary for survival, excessive salt intake has spiraled into a public health crisis worldwide. A high-salt diet (HSD) is currently a leading dietary risk factor for non-communicable diseases and mortality (GBDD Collaborators, 2019) and has long been connected to development of cardiovascular disease through angiopathy and hypertension (Rucker *et al*, 2018). However, recent studies suggest HSD negatively affects cardiovascular function by impacting the immune system prior to the onset of hypertension (Faraco *et al*, 2018, 2019; Muller *et al*, 2019). Furthermore, HSD can inappropriately activate myeloid and lymphoid cells, which subsequently aggravate autoimmune responses, promote inflammatory tissue injury, and blunt host defense responses (Wu *et al*, 2013; Zhang *et al*, 2015; Jobin *et al*, 2020). Intriguingly, while salt reduction decreases cardiovascular events and death, reports indicate that salt-induced adverse immune responses cause persistent hepatic and renal injury and neuropathic pain—even after salt reduction/withdrawal (Oguchi *et al*, 2014; Fan *et al*, 2020; Gao *et al*, 2022). These findings suggest that the impact of salt on the immune system, especially in the context of prolonged inflammatory tissue injury, is not fully understood.

How could HSD alter immune cell functions and persistently influence pathological outcomes in diseases? Emerging evidence suggests that trained immunity, that is, *de facto* immunological memory in innate immune cells, could be involved. Through metabolic reprogramming and/or epigenetic modifications, the trained progeny of hematopoietic stem and progenitor cells (HSPCs) and tissue-resident macrophages can elicit either beneficial or detrimental responses, depending on the pathological condition (Netea *et al*, 2020). Recent studies indicate that HSPCs, monocytes, and macrophages establish innate immune memory after exposure to infectious stimuli, vaccination, and environmental challenges

1 Department and Graduate Institute of Physiology, National Taiwan University College of Medicine, Taipei, Taiwan

2 Department of Neurology, McGovern Medical School at the University of Texas Health Science Center in Houston, Houston, TX, USA

3 School of Medicine, National Taiwan University College of Medicine, Taipei, Taiwan

4 Department of Medical Research, National Taiwan University Hospital, Taipei, Taiwan

5 Department and Graduate Institute of Biochemistry and Molecular Biology, National Taiwan University College of Medicine, Taipei, Taiwan

(Bekkering *et al*, 2018; Christ *et al*, 2018; Wendeln *et al*, 2018; Yao *et al*, 2018; Zhang *et al*, 2021). In addition, unhealthy dietary patterns can trigger innate immune memory in bone marrow (BM) cells and aggravate disease pathogenesis (Christ *et al*, 2018; Edgar *et al*, 2021). However, whether dietary salt leads to dysfunctional myeloid cell responses through innate immune memory and the implications on cardiovascular event outcomes remain to be determined.

Stroke, a cardiovascular disease heavily influenced by dietary salt, is the second-leading cause of death and disability worldwide (GBDS Collaborators, 2021). Intracerebral hemorrhage (ICH), the most devastating subtype of stroke, has the highest mortality rate and is initiated by the rupture of a blood vessel within the brain that results in intraparenchymal hematoma. While the connection between salt intake and stroke risk is well established (GBDD Collaborators, 2019; GBDS Collaborators, 2021), far less is known about the effects of HSD on long-term stroke recovery, especially in ICH. Given that myeloid cells, predominantly macrophages, mediate long-term hematoma resolution, neuroinflammation, and neurobehavioral recovery after ICH (Zhao *et al*, 2017; Askenase *et al*, 2021; Chang *et al*, 2021), HSD might impact long-term stroke outcomes through regulating macrophage functions. Furthermore, it remains unknown whether (and how) HSD continuously affects myeloid cell functions after salt reduction during the chronic stage of stroke.

Here, we used murine stroke models to investigate how HSD alters stroke-induced innate immune responses and long-term disease outcomes. HSD modulates monocyte-derived macrophages (MDMs) toward a less reparative phenotype while sparing the parenchymal macrophages—microglia—in the ICH brain. This phenomenon occurred concomitantly with impeded hematoma clearance, reduced neurobehavioral recovery, and exacerbated neuron loss and astrogliosis. HSD also diminished oxidative phosphorylation (OXPHOS) in BM cells and this metabolic shift was retained by macrophages differentiated *in vitro*. We further confirmed a reduced macrophage reparative phenotype and impaired brain recovery in chimeric mice reconstituted with BM from mice fed with HSD. While HSD-induced myelopoiesis and systemic inflammation subsided after reverting to a normal diet, the negative impact of HSD on the macrophage phenotype and long-term stroke outcomes persisted. Transcriptomic analysis revealed that HSD induced metabolic and transcriptional reprogramming in HSPCs. Specifically, we identified the orphan nuclear receptor 4A1 (NR4a1/Nur77) as a potential therapeutic target for alleviation of HSD-induced adverse effects on stroke recovery. Overall, we uncovered a previously unknown role of HSD in modulating macrophage function and long-term brain recovery after stroke through innate immune training in the BM. These findings highlight the role of innate immune memory as a novel mechanism in acquisition of a disease-unfavorable immune response after HSD.

## Results

### HSD delays brain recovery and reduces the reparative macrophage phenotype after ICH

To investigate the effect of chronic high-sodium intake on brain recovery after stroke, we employed an HSD regimen based on

previously established protocols (Faraco *et al*, 2019). Six-week-old mice received HSD (8% NaCl) or normal diet (ND; 0.5% NaCl) for 8 weeks before undergoing ICH surgery (Fig 1A). To better mimic the clinical scenario, all mice were returned to the ND after ICH. The HSD had no effect on daily food intake and body weight (Fig EV1A). Consistent with previous studies (Faraco *et al*, 2018), the HSD did not increase heart rate, mean arterial pressure, or systolic and diastolic pressures (Fig EV1B). To investigate the effect of the HSD on ICH outcomes during the recovery phase, we used two models of experimental ICH. Hematoma volume is the major determinant of patient outcomes (Broderick *et al*, 1993). Thus, we first induced hematoma using autologous blood injection and evaluated hematoma resolution and neurologic deficits on day 7 post-surgery, which marks the recovery phase in this ICH model (Fig 1A) (Chang *et al*, 2018; Tsai *et al*, 2022). HSD mice exhibited worse locomotor asymmetry in the cylinder test and exhibited larger hematoma volumes (Fig 1B and C). We also employed the collagenase ICH model, in which enzymatic digestion of the vessel walls produces severe brain injury and persistent functional deficits (Fig 1D) (Chang *et al*, 2018, 2020). A battery of behavioral experiments were performed to assess postural symmetry, gait, circling behavior, motor impairments, and sensorimotor integration from days 3 to 21 after ICH induction (Schaar *et al*, 2010). HSD mice exhibited reduced functional recovery compared to the ND group across these functional tests (Fig 1D and E). HSD mice also exhibited significantly increased red blood cell (RBC) deposition, exacerbated neuron loss, and higher numbers of glial fibrillary acidic protein (GFAP)-positive cells in the brain on day 21 post-ICH (Fig 1F).

Microglia, the brain parenchymal macrophages, and monocyte-derived macrophages (MDMs) are the main myeloid populations that accumulate in hemorrhagic regions (Chang *et al*, 2017, 2018). We and others have shown that both cell types polarize to a reparative phenotype and contribute to brain repair during the recovery phase (Zhao *et al*, 2007; Chang *et al*, 2017, 2021; Xu *et al*, 2020). Since a delayed brain repair was observed in the HSD animals, we assessed whether HSD affected alternative activation of these cell populations (Appendix Fig S1). On day 7 post-ICH, the HSD hemorrhagic brain displayed a lower percentage of reparative MDMs, as evidenced by reduced CD36 and CD206 expression (Fig 2A). The percentage of CD36 and CD206 double-positive MDMs was also significantly lower in HSD animals (Fig 2A). In confirmation with previous studies showing MDM alternative activation is essential for efficient erythrophagocytosis and hematoma clearance (Chang *et al*, 2018, 2020), we observed impaired MDM phagocytosis of erythrocytes in the HSD hemorrhagic brains (Fig 2B). Unexpectedly, the HSD-induced changes in alternative activation were unique to MDMs; no alterations in the percentages of CD36<sup>+</sup>, CD206<sup>+</sup>, ARG1<sup>+</sup>, and MerTK<sup>+</sup> microglia were detected (Fig 2C). Furthermore, no significant difference in expressions of the proinflammatory genes *Tnf*, *Tspo*, and *Tmem119*, reparative gene *Apoe*, and epigenetic regulation genes *Hdac1* and *Hdac2* were observed in the ICH brain-sorted microglia during the recovery phase (day 7) between ND and HSD groups (Fig 2D). To exclude the possibility that the observed deficits in the HSD group were due to a more aggravated initial injury and a more proinflammatory MDM/microglial phenotype during the acute phase, we measured hematoma volumes at day 3 post-ICH and found that the two groups did not differ

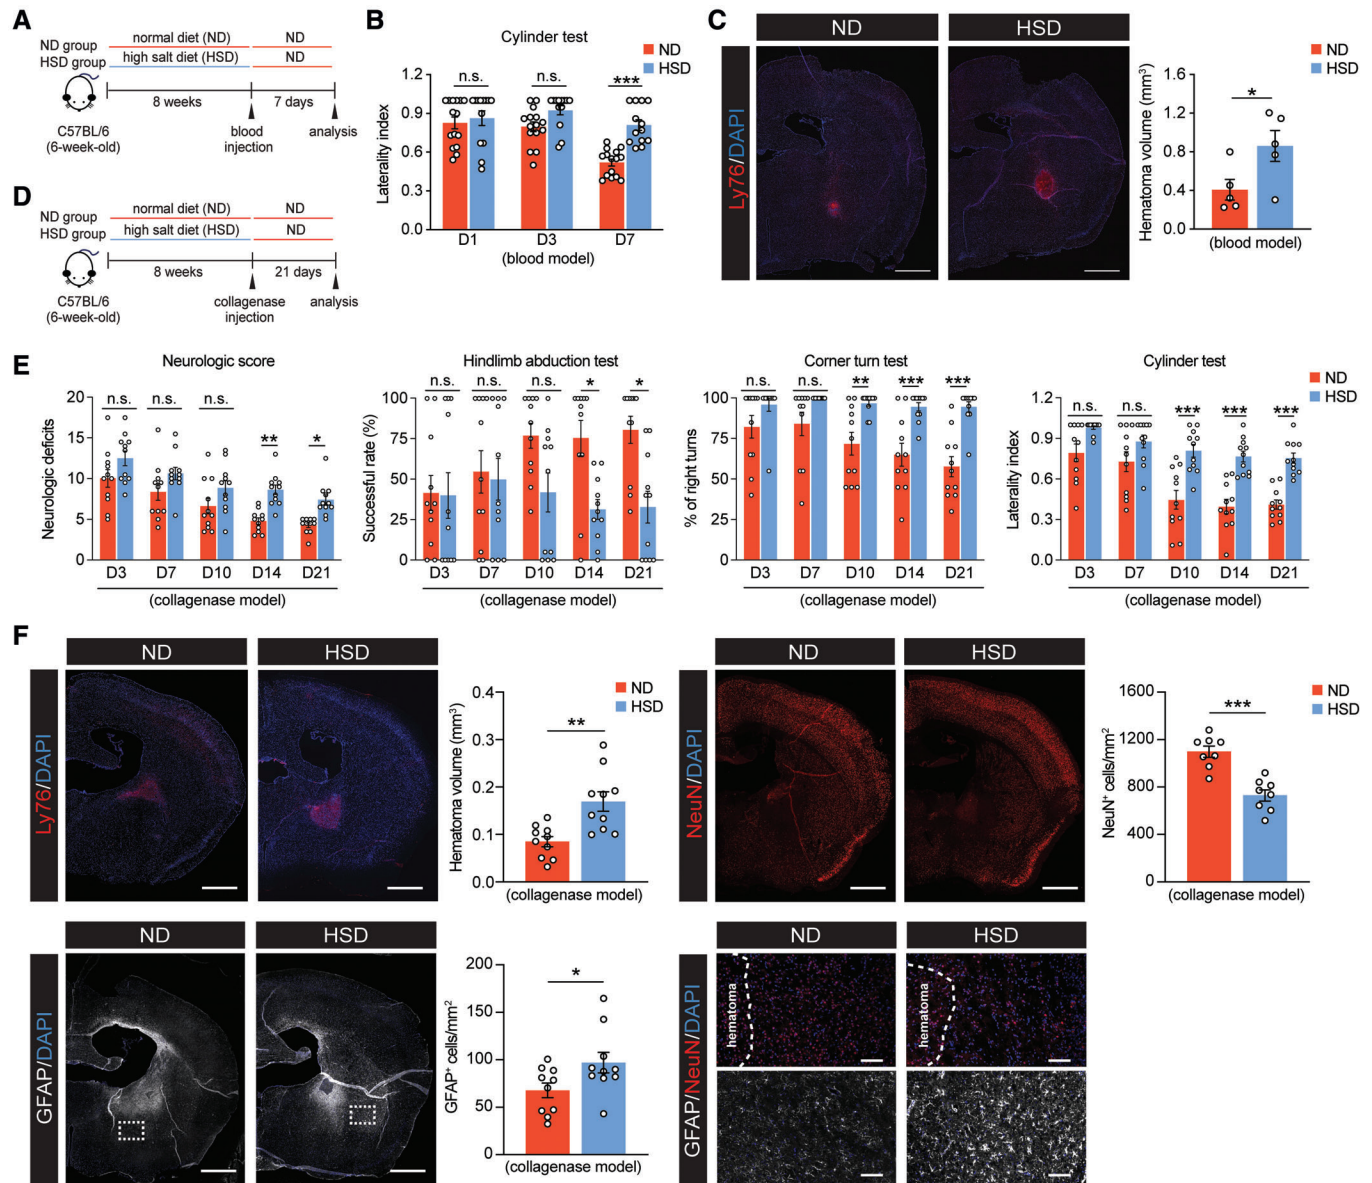

**Figure 1. Effects of HSD on chronic recovery after ICH.**

**A** Schematic of experimental design using a blood injection ICH model.

**B** Cylinder test of ND ( $n = 15$ ) and HSD ( $n = 13$ ) mice on days 1, 3, and 7 following blood injection, two-way ANOVA, and Bonferroni test.  $n$ : biological replicates.

**C** Representative images and quantification of Ly76<sup>+</sup> (red) hematoma co-labeled with DAPI in ND and HSD brains ( $n = 5$ /group) on day 7 post-ICH, Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm.

**D** Schematic of experimental design using a collagenase injection ICH model.

**E** Neurologic score, hindlimb abduction test, corner turn test, and cylinder test for ND and HSD mice on days 3, 7, 10, 14, and 21 following ICH ( $n = 11$ /group), two-way ANOVA, and Bonferroni test.  $n$ : biological replicates.

**F** Representative images and quantification of Ly76<sup>+</sup> hematoma, NeuN<sup>+</sup> neurons, and GFAP<sup>+</sup> cells co-labeled with DAPI in ND and HSD mice on day 21 post-ICH.  $n = 10$  for hematoma and GFAP quantification,  $n = 8$  for NeuN quantification, Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm, 100  $\mu$ m for high-magnification insets.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , n.s., not significant.

Source data are available online for this figure.

significantly (Fig 2E and F). Additionally, the frequencies of infiltrating MDMs and proinflammatory MDMs (MHCII<sup>+</sup>, CD86<sup>+</sup>, TNF<sup>+</sup>, IL-1 $\alpha$ <sup>+</sup>, and IL-6<sup>+</sup>) were also comparable between the two groups (Fig 2G and H). Moreover, similar to the recovery phase,

no changes in the microglia population were detected during the acute phase (Fig 2I). Overall, these observations demonstrate that HSD delays brain recovery after ICH and specifically dampens the activation of reparative MDMs.

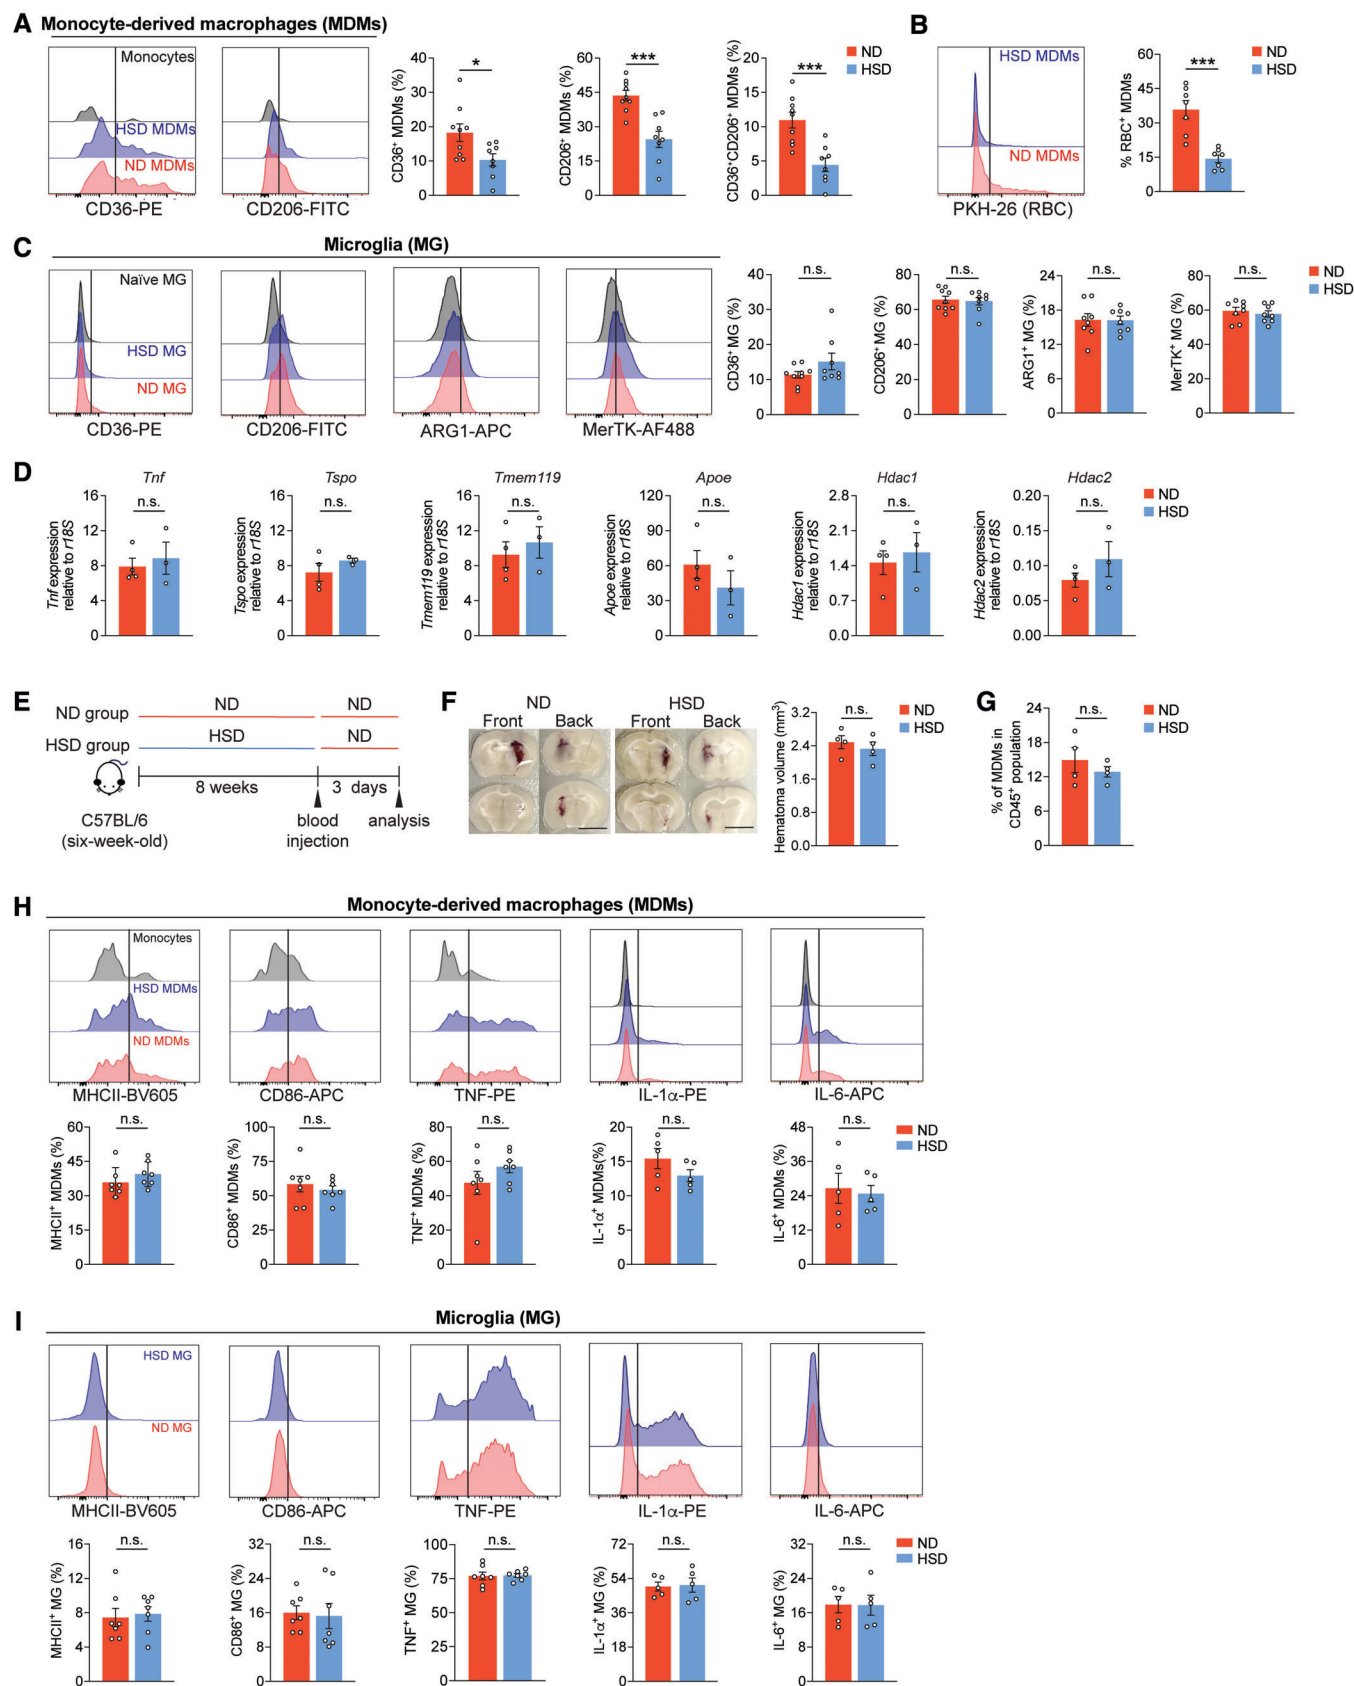

Figure 2.

**Figure 2. HSD limits alternative activation of MDMs but not microglia.**

- A Left: representative histograms of CD36 and CD206 expression on monocytes (gray), HSD (blue), and ND (red) MDMs. Right: percentages of CD36<sup>+</sup>, CD206<sup>+</sup>, and CD36<sup>+</sup>CD206<sup>+</sup> MDMs in ND (*n* = 9) and HSD (*n* = 8) mice, Student's *t*-test. *n*: biological replicates.
- B Left: representative histogram shows intensity of fluorescently labeled erythrocytes in MDMs from ND and HSD mice at day 7 after ICH. Right: quantification of percentage of MDMs that contain labeled erythrocytes. *n* = 7/group, Student's *t*-test. *n*: biological replicates.
- C Left: representative histograms of CD36, CD206, ARG1, and MerTK expression on naive (gray), HSD (blue), and ND (red) microglia. Right: percentages of CD36<sup>+</sup>, CD206<sup>+</sup>, ARG1<sup>+</sup>, and MerTK<sup>+</sup> microglia in ND (*n* = 8–9) and HSD (*n* = 8) mice. Student's *t*-test. *n*: biological replicates.
- D Gene expression of proinflammatory markers (*Tnf*, *Tspo*, and *Tmem119*), reparative phenotype (*Apoe*), and epigenetic regulation (*Hdac1* and *Hdac2*) in microglia from ND (*n* = 4) and HSD (*n* = 3) ICH brains. Student's *t*-test. *n*: biological replicates, each biological replicate pooled from three independent animals.
- E Schematic of investigating initial ICH injury following 8-week ND or HSD. Histological assay and flow cytometry were performed 3 days after blood ICH induction.
- F Left: representative coronal sections show visible hematoma in the ND and HSD mice on day 3 after blood injection. Right: quantification of hematoma volume. *n* = 4/group, Student's *t*-test. Scale bar: 5 mm. *n*: biological replicates.
- G Percentages of brain-infiltrating MDMs from ND and HSD animals on day 3 post-ICH. *n* = 4/group, Student's *t*-test. *n*: biological replicates.
- H Top: representative histograms showing MHCII, CD86, TNF, IL-1 $\alpha$ , and IL-6 expressions on monocytes (gray), HSD MDMs (blue), and ND MDMs (red). Bottom: quantifications showing percentages of MHCII<sup>+</sup>, CD86<sup>+</sup>, TNF<sup>+</sup>, IL-1 $\alpha$ <sup>+</sup>, and IL-6<sup>+</sup> MDMs between ND and HSD groups. *n* = 5–7/group, Student's *t*-test. *n*: biological replicates.
- I Top: representative histograms showing MHCII, CD86, TNF, IL-1 $\alpha$ , and IL-6 expressions on HSD (blue) and ND microglia (red). Bottom: quantifications showing percentages of MHCII<sup>+</sup>, CD86<sup>+</sup>, TNF<sup>+</sup>, IL-1 $\alpha$ <sup>+</sup>, and IL-6<sup>+</sup> microglia (MG) between ND and HSD groups. *n* = 5–7/group, Student's *t*-test. *n*: biological replicates.
- Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse unless stated otherwise, \**P* < 0.05 and \*\*\**P* < 0.001; n.s., not significant.  
Source data are available online for this figure.

### HSD reprograms bone marrow cells and their mature myeloid progeny

Both microglia and MDMs are alternatively activated during ICH recovery and exposed to a similar microenvironment surrounding the hematoma (Chang *et al*, 2018, 2021). Thus, the reduction in alternatively activated MDMs in HSD mice is unlikely to result entirely from “onsite education.” To test whether macrophages in the peripheral organs also exhibit reduced alternative polarization during inflammatory tissue injury, we first employed a thioglycollate-elicited model of peritonitis and collected peritoneal macrophages (pMFs) at the proinflammatory and pro-resolving stages (Bosurgi *et al*, 2017) (Fig EV2A). The percentages of CD36<sup>+</sup> and CD206<sup>+</sup> pMFs increased from day 3 to 7 after thioglycollate injection, indicating transition of peritoneal macrophages into a reparative phenotype (Fig EV2B). As expected, thioglycollate-injected HSD mice exhibited a lower percentage of CD36<sup>+</sup> pMFs at day 7 than ND mice (Fig EV2B). We then performed an erythrophagocytosis assay by measuring the engulfment of fluorescently labeled heat-shocked erythrocytes by pMFs in the presence and absence of *in vitro* stimuli that replicate the complex ICH milieu *in vivo*. HSD pMFs exhibited reduced erythrocyte engulfment under both unstimulated control and thrombin-stimulated conditions, suggesting a general reduction in erythrophagocytosis in HSD pMFs (Fig EV2C). These results demonstrate a widespread reduction in reparative macrophages regardless of the type of inflamed tissue.

Diet-induced systemic immune activation can stimulate myeloid progenitors in the bone marrow (BM) through distinct metabolic mechanisms and give rise to maladaptive monocytes and macrophages in several diseases (Christ *et al*, 2018; Edgar *et al*, 2021). In addition, macrophages undergo mitochondrial oxidative phosphorylation (OXPHOS) to repolarize to and maintain a reparative phenotype (van den Bossche *et al*, 2016). Thus, we investigated whether HSD induces metabolic reprogramming in BM cells and their mature progeny. We first assessed mitochondrial oxidative activity and glycolysis by measuring the oxygen consumption rate (OCR) and extracellular acidification rate (ECAR), respectively. BM cells from both 4- and 8-week HSD mice displayed reduced OXPHOS and increased

glycolytic capacity compared to those from ND mice, suggesting HSD induces a metabolic switch in BM cells (Fig EV3A–D). To investigate whether this HSD-induced metabolic switch is maintained in the progeny of BM cells, we differentiated BM cells into bone marrow-derived macrophages (BMDMs) *in vitro* (Fig 3A). BMDMs derived from 8-week HSD BM cells retained the same metabolic signatures, with significantly reduced basal respiration, ATP production, and maximal respiration compared to ND BMDMs (Fig 3B). After stimulation with the ICH mimic thrombin (Babu *et al*, 2012), HSD BMDMs exhibited lower expression of *Apoe*, *Arg1*, and *Trem2* (Fig 3C and D), suggesting the lower OCR of BMDMs differentiated from HSD BM cells correlated with a reduction in their reparative response to inflammatory milieu. Moreover, ND BMDMs differentiated in the presence of an additional 40 mM of NaCl (179 mM) exhibited lower expression of these same reparative genes after thrombin stimulation compared to BMDMs differentiated in normal media (139 mM NaCl) (Fig 3D).

To obtain further *in vivo* evidence that HSD alters the properties of BM cells, we created bone marrow chimeric mice using a 4-week dietary regimen. We first confirmed a similarly reduced neurobehavioral recovery and decreased MDM reparative marker expression after ICH induction in the 4-week HSD mice compared to ND mice (Fig EV4A–D). ND hosts were irradiated and reconstituted with BM from either ND donors (ND $\rightarrow$ ND chimeras) or HSD donors (HSD $\rightarrow$ ND chimeras) after 4-week dietary manipulation (Fig 3E). After an 8-week recovery following transplantation, we modeled ICH by blood injection. HSD $\rightarrow$ ND chimeras exhibited worse locomotor asymmetry on the cylinder test than ND $\rightarrow$ ND chimeras (Fig 3F). HSD $\rightarrow$ ND chimeras also had larger hematoma volumes, exacerbated neuron loss, and more GFAP<sup>+</sup> cells on day 10 post-ICH (Fig 3G and H). A reduction in the numbers of CD206<sup>+</sup>IBA1<sup>+</sup> and MAC2<sup>+</sup>IBA1<sup>+</sup> cells was also detected in the HSD $\rightarrow$ ND chimeras when compared to the ND $\rightarrow$ ND group (Fig 3I), suggesting diminished reparative macrophages in the HSD $\rightarrow$ ND chimeras. We also leveraged the more severe brain injury of the collagenase ICH model and observed a higher mortality rate and a trend toward poorer neurobehavioral outcomes in the HSD $\rightarrow$ ND chimeras (Fig EV4E and F). To further confirm and extend our findings, we tested whether ND BM was

sufficient to rescue HSD-induced deficits. We transplanted either ND (ND→HSD chimeras) or HSD (HSD→HSD chimeras) BM cells into the irradiated HSD recipient mice (Fig EV4G). After ICH induction, HSD mice transplanted with ND BM cells exhibited better neurobehavioral recovery than those received HSD BM cell transplantation

(Fig EV4H). In parallel, the ND→HSD chimeras also had reduced hematoma volumes, lessened neuron loss and astrogliosis, and higher numbers of CD206<sup>+</sup>IBA1<sup>+</sup> and MAC2<sup>+</sup>IBA1<sup>+</sup> reparative macrophages on day 10 post-ICH (Fig EV4I-K). Taken together, these results suggest that HSD induces immunological memory in BM

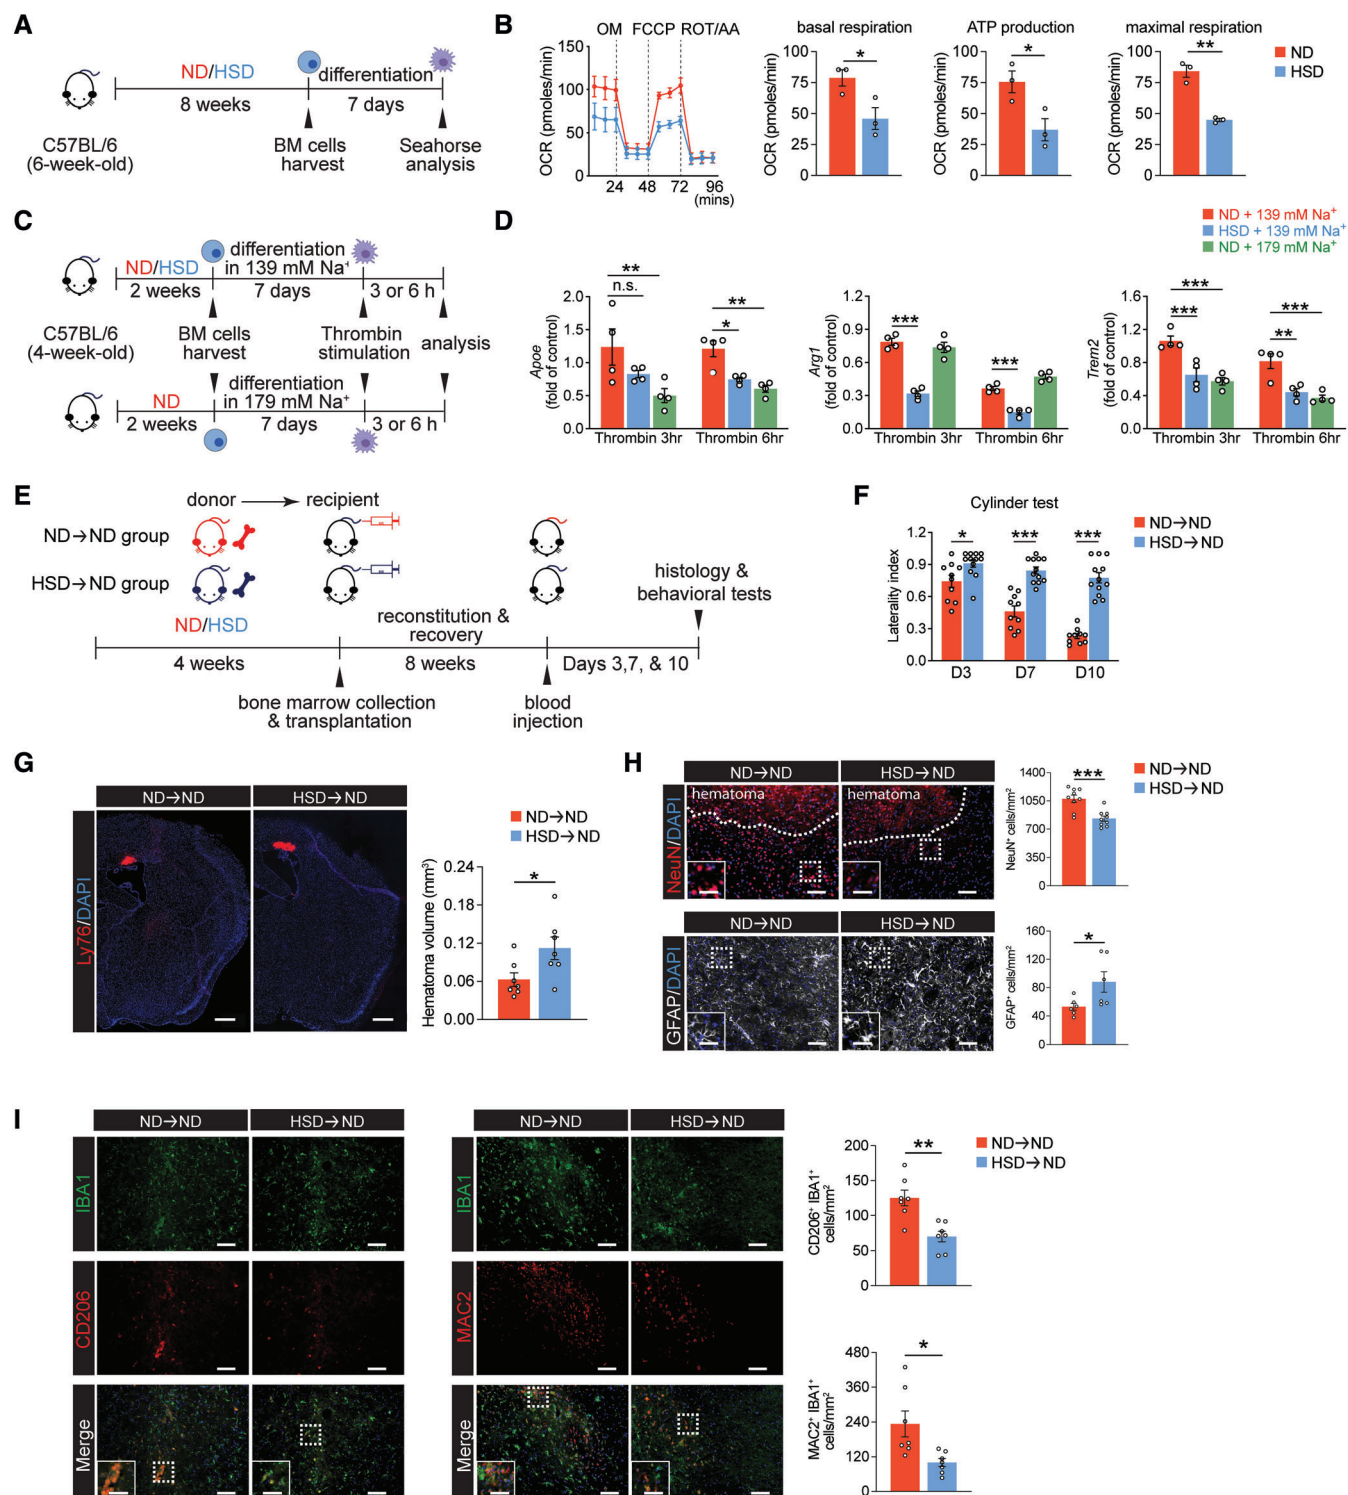

Figure 3.

**Figure 3. HSD-induced immunological memory in BM cells contributes to reduced macrophage reparative phenotype and can be transferred to ND mice.**

- A Schematic of experimental design.
- B OCR traces and quantifications of basal respiration, ATP production, and maximal respiration of BMDMs derived from ND (red) and HSD (blue) BM.  $n = 3/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates, each averaged from  $n = 2$ –3 technical replicates.
- C Schematic of *in vitro* differentiation of ND and HSD BM cells into BMDMs under different sodium concentrations.
- D Gene expression of reparative markers *ApoE*, *Arg1*, and *Trem2* in BMDMs derived from ND BM under normal sodium conditions (red), HSD BM under normal sodium conditions (blue), and ND BM under high-sodium conditions (green) upon thrombin stimulation.  $n = 4/\text{group}$ , two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- E Schematic of experimental design for ND→ND and HSD→ND BM chimeras.
- F Cylinder test of ND→ND ( $n = 10$ ) and HSD→ND ( $n = 12$ ) chimeras on days 3, 7, and 10 post-ICH. Two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- G Representative images and quantification of Ly76<sup>+</sup> hematomas co-labeled with DAPI in ND→ND and HSD→ND chimeras.  $n = 7/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 500  $\mu\text{m}$ .
- H Representative images and quantifications of NeuN<sup>+</sup> neurons and GFAP<sup>+</sup> cells co-labeled with DAPI in ND→ND and HSD→ND chimeras.  $n = 9/\text{group}$  for NeuN,  $n = 6/\text{group}$  for GFAP, Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu\text{m}$  and 50  $\mu\text{m}$  for high-magnification insets.
- I Representative images and quantifications of CD206<sup>+</sup>IBA1<sup>+</sup> and MAC2<sup>+</sup>IBA1<sup>+</sup> cells in ND→ND and HSD→ND chimeras.  $n = 7/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu\text{m}$  and 50  $\mu\text{m}$  for high-magnification insets.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse or one biological replicate, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , n.s., not significant. Source data are available online for this figure.

cells and that their myeloid progeny inherit similar cellular characteristics.

### HSD-induced innate immune memory adversely impacts long-term recovery even after salt reduction prior to a stroke

High-sodium intake increases the number of circulating inflammatory monocytes and cytokine production (Wenstedt *et al*, 2019). Chronic systemic inflammation-elicited myelopoiesis and myeloid progenitor cell pool remodeling have been suggested to build immunological memory in BM progenitor cells (Mitroulis *et al*, 2018). Therefore, we ascertained to what extent the HSD-induced immunological memory persists in BM progenitor cells and how that impacts the response of MDMs in stroke recovery after salt reduction. Enumeration of BM progenitor cells revealed that 8-week HSD increased the percentage of granulocyte–monocyte progenitor (GMPs) (Fig 4A and B). HSD-induced GMP proliferation was concomitant with increased frequency of circulating CD11b<sup>+</sup>Ly6C<sup>hi</sup> proinflammatory monocytes (Fig 4C), suggesting a systemic inflammatory response. We then reverted the animals from HSD to ND for 1 week and evaluated inflammation in these animals (Fig 5A). No significant differences in the percentages of HSPCs, GMPs, or the CD11b<sup>+</sup>Ly6C<sup>hi</sup> population were observed between the ND-fed mice (ND-ND) and HSD-fed mice (HSD-ND) after returning to ND for 1 week (Fig 4D and E), suggesting the previously observed systemic inflammation subsided after salt reduction. Next, we modeled hemorrhagic stroke by autologous blood injection in these animals. On day 7 after ICH, we observed reduced functional recovery in HSD-ND mice compared to the ND-ND group (Fig 5B). The HSD-ND group also exhibited decreased hematoma clearance, higher neuron loss, and astrogliosis (Fig 5C), and reductions in the numbers of CD206<sup>+</sup>IBA1<sup>+</sup> and MAC2<sup>+</sup>IBA1<sup>+</sup> reparative MDMs in the ICH brains (Fig 5D). In parallel, we also observed reduced percentages of CD206<sup>+</sup> and CD36<sup>+</sup> reparative MDMs in HSD mice that rested on ND compared to the ND-ND group (Fig 5E). Notably, the frequencies of ICH brain-infiltrating MDMs and percentages of CD86<sup>+</sup> and MHCII<sup>+</sup> proinflammatory MDMs did not differ between ND-ND and HSD-ND mice on day 7 post-ICH (Fig 5F). These results suggest the reduction in reparative MDMs observed in HSD-ND mice was not due to a reduction in the total number of infiltrating MDMs or an increase in

proinflammatory macrophages. Consistent with previous results (Figs 2 and EV4), expression of the proinflammatory and reparative markers in microglia did not differ significantly between ND-ND and HSD-ND mice after ICH induction (Fig 5G), suggesting the HSD-induced alterations were unique to MDMs.

To test whether HSD-induced innate immune memory also impedes brain recovery in other types of CNS injury, we validated our findings in ischemic stroke using the transient middle cerebral artery occlusion model (tMCAO). Five days after surgery, the ischemic brains of HSD-ND mice exhibited a larger infarct volume, as evidenced by reductions in both Nissl stained-positive and neuron-specific microtubule-associated protein 2 (MAP-2)-positive areas (Fig 5H–J). Hyperplastic astrocytes have been reported to be neurotoxic and can hamper brain recovery after cerebral ischemia (Ito *et al*, 2019). Similarly, we observed an increased number of GFAP<sup>+</sup> cells in the ischemic brains of HSD-ND mice (Fig 5K). Taken together, these data further confirm that HSD-induced innate immune memory negatively impacts brain recovery after stroke.

### HSD evokes transcriptional reprogramming of HSPCs

To explore the molecular mechanisms through which HSD induces innate immune memory, we performed bulk RNA sequencing (RNA-seq) of HSPCs from 8-week ND and HSD mice with or without ICH induction. We identified 289 differentially expressed genes (DEGs) in HSD HSPCs (Fig 6A, and Dataset EV1). Principal component analysis (PCA) revealed the two groups were transcriptionally distinct from each other (Fig 6B). Ingenuity pathway analysis (IPA) revealed HSD mostly affected pathways involved in glycolysis, cholesterol biosynthesis, NFAT-mediated regulation of the immune response, and pathways relevant to inflammatory responses such as the inflammasome and toll-like receptor signaling (Fig 6C, and Appendix Fig S2). These pathways include genes implicated in myelopoiesis (*Sphk1*, *Atf3*, and *Mmp8*) (Massberg *et al*, 2007; Golan *et al*, 2012; Liu *et al*, 2020), monocyte/macrophage commitment (*Spp1*) (Ruberti *et al*, 2018), the macrophage Ly6C<sup>hi</sup> to Ly6C<sup>low</sup> transition (*Nr4a1*, *Nr1h3*, *S100a9*, and *Dab2*) (Hanna *et al*, 2012; Marinovic *et al*, 2020), and liver X receptor (LXR) expression (*Nr1h3*) (Fig 6D). Additionally, gene set enrichment analysis (GSEA) using the Molecular Signatures Database (MSigDB) hallmark gene set

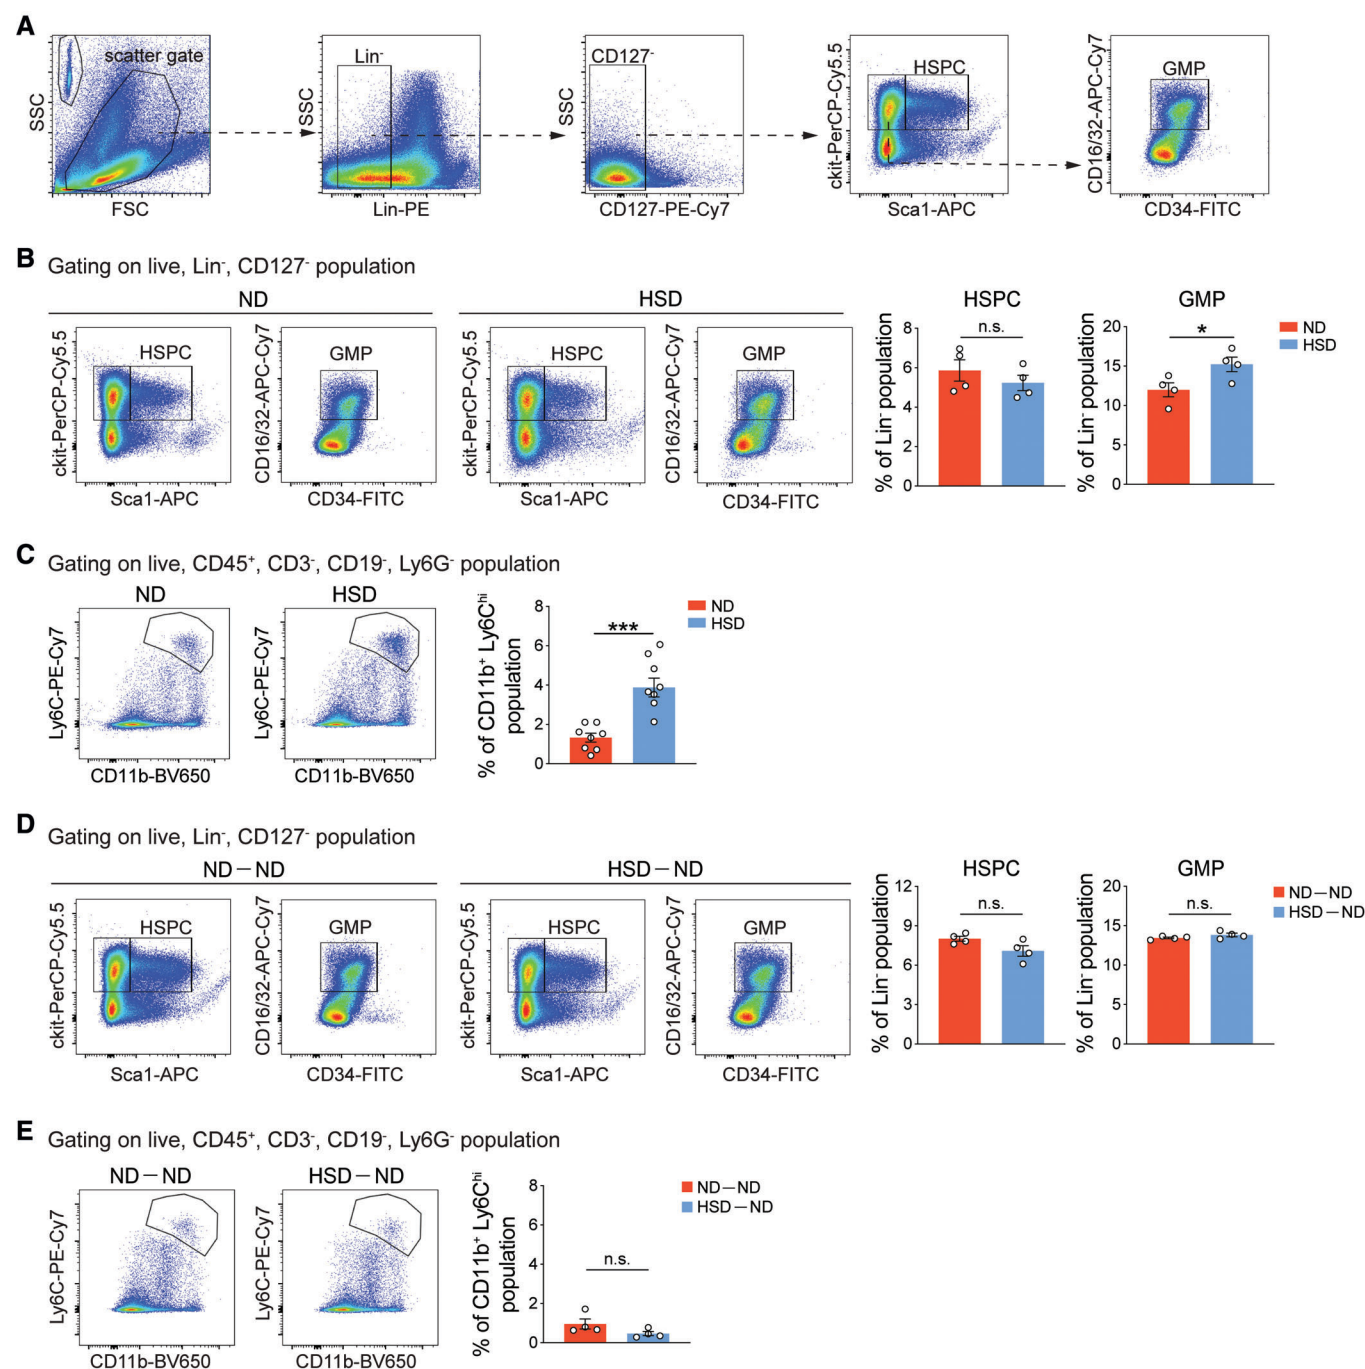

**Figure 4. Gating strategies and quantifications of hematopoietic stem and progenitor cells (HSPCs) and granulocyte-monocyte progenitors (GMPs) after dietary manipulations.**

**A** Gating strategy of HSPCs and GMPs.

**B** Left: representative pseudocolor plots of HSPCs and GMPs from ND and HSD mice. Right: quantifications showing percentages of GMPs and HSPCs in ND and HSD mice, respectively.  $n = 4/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.

**C** Left: representative pseudocolor plots of proinflammatory monocytes from blood samples of ND and HSD mice. Right: bar graph depicting percentages of proinflammatory monocytes in ND and HSD mice.  $n = 8/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.

**D** Left: representative pseudocolor plots of HSPCs and GMPs from ND-ND and HSD-ND mice. Right: quantifications depicting percentages of GMPs and HSPCs in these two groups.  $n = 4/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.

**E** Left: representative pseudocolor plots of proinflammatory monocytes from blood samples of ND-ND and HSD-ND mice. Right: bar graph depicting percentages of proinflammatory monocytes from these two groups.  $n = 4/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse,  $*P < 0.05$  and  $***P < 0.001$ , n.s., not significant.

Source data are available online for this figure.

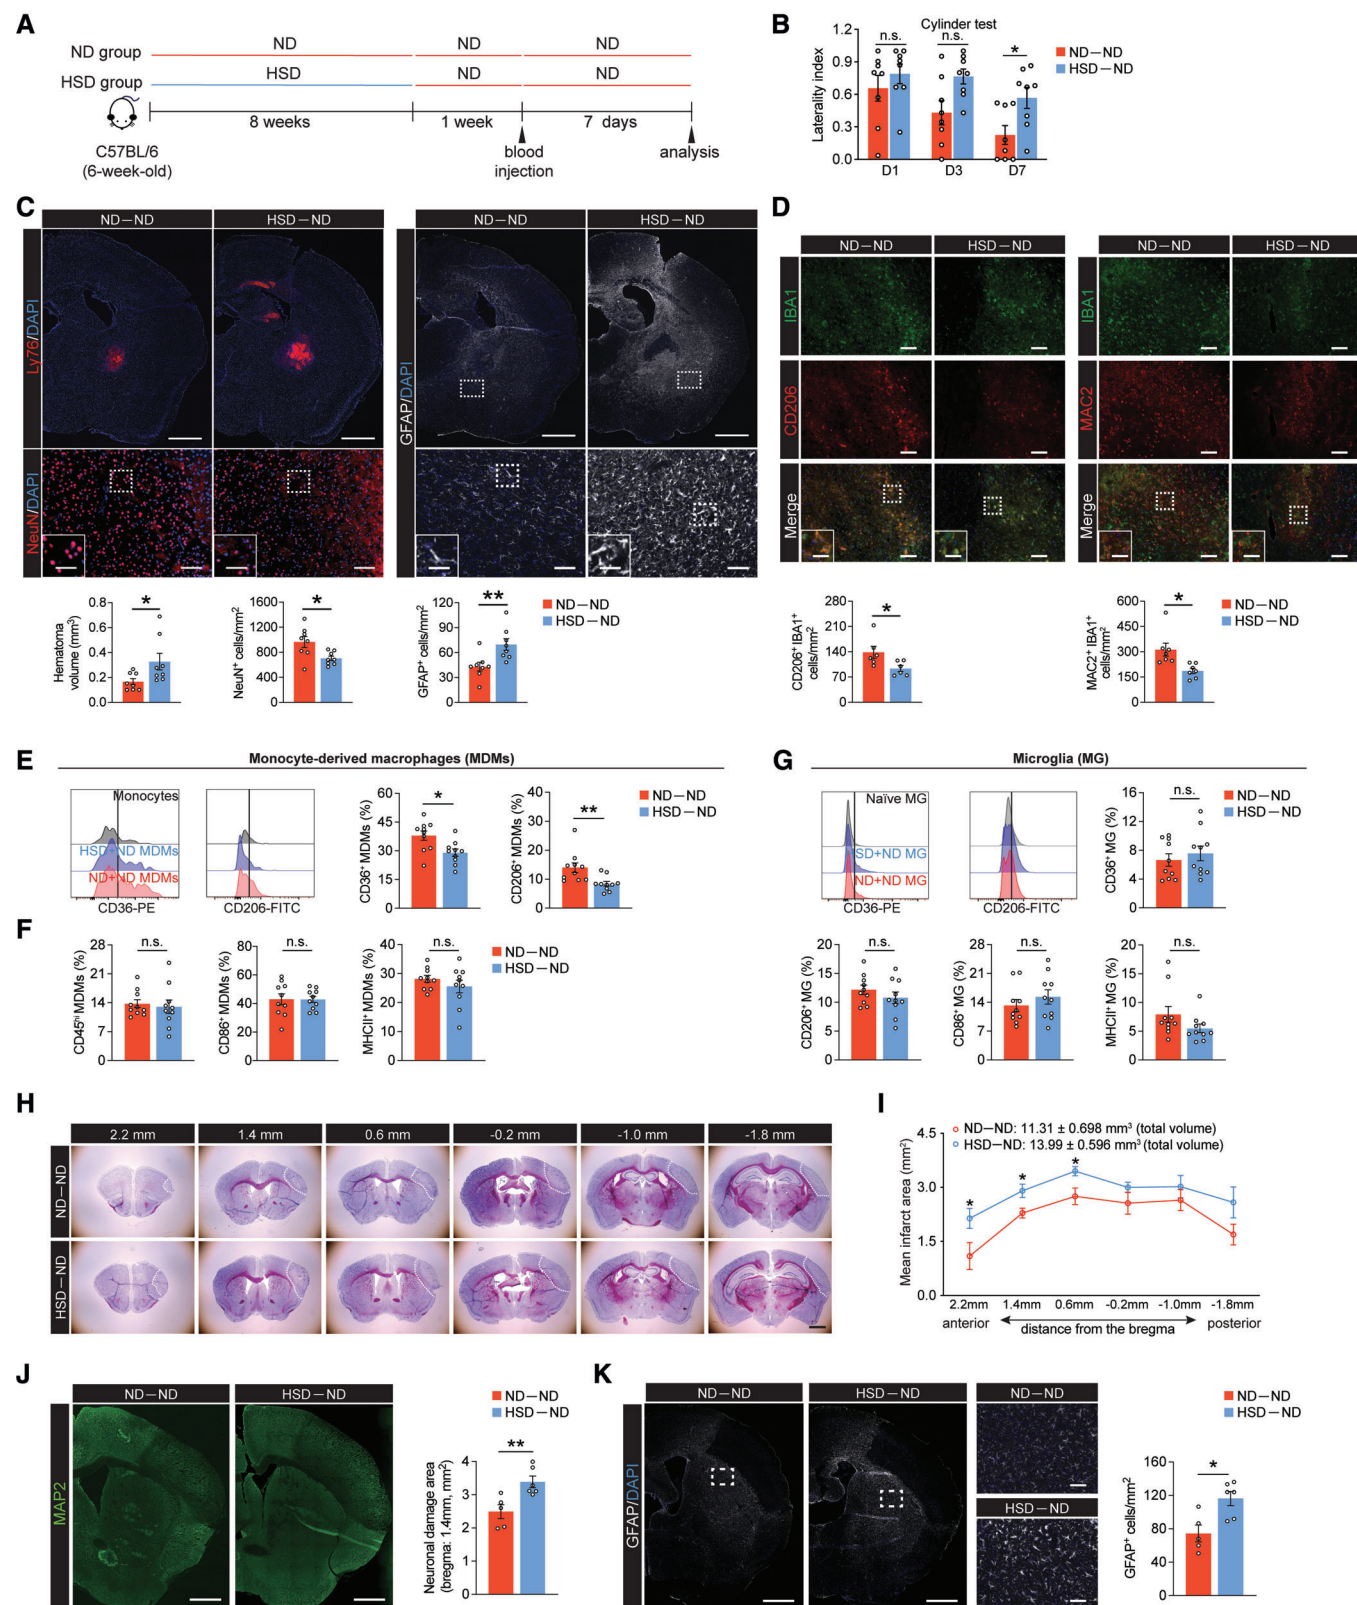

Figure 5.

**Figure 5. HSD-induced trained immunity adversely impacts hemorrhagic stroke and ischemic stroke recovery even if diet is normalized prior to stroke.**

- A Schematic of diet reversal from HSD to ND.
- B Cylinder test of ND-ND and HSD-ND mice on days 1, 3, and 7 post-ICH.  $n = 8/\text{group}$ , two-way ANOVA and Bonferroni test.  $n$ : biological replicates.
- C Representative images and quantification of Ly76<sup>+</sup> hematoma, NeuN<sup>+</sup> neurons, and GFAP<sup>+</sup> astrocytes co-labeled with DAPI in ND-ND and HSD-ND mice.  $n = 8/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm, 100  $\mu\text{m}$  for high magnification, and 50  $\mu\text{m}$  for high-magnification insets.
- D Representative images and quantifications of CD206<sup>+</sup>IBA1<sup>+</sup> ( $n = 6/\text{group}$ ) and MAC2<sup>+</sup> IBA1<sup>+</sup> cells ( $n = 7/\text{group}$ ) in ND-ND and HSD-ND mice 7 days post-ICH. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu\text{m}$  and 50  $\mu\text{m}$  for high-magnification insets.
- E Representative histograms of CD36 and CD206 expression on monocytes (gray), HSD-ND (blue), and ND-ND (red) MDMs at day 7 after ICH. Percentages of CD36<sup>+</sup> and CD206<sup>+</sup> MDMs in ND-ND and HSD-ND mice.  $n = 10/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.
- F Percentages of total infiltrating MDMs, CD86<sup>+</sup> MDMs, and MHCII<sup>+</sup> MDMs in ND-ND and HSD-ND mice.  $n = 10/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.
- G Representative histograms showing CD36 and CD206 expression on naive (gray), HSD-ND (blue), and ND-ND (red) microglia (MG). Percentages of CD36<sup>+</sup>, CD206<sup>+</sup>, CD86<sup>+</sup>, and MHCII<sup>+</sup> MG in ND-ND and HSD-ND mice.  $n = 10/\text{group}$ , Student's  $t$ -test.  $n$ : biological replicates.
- H Representative serial Nissl-stained coronal sections of ND-ND and HSD-ND brains using the transient middle cerebral artery occlusion (tMCAO) ischemic stroke model. Scale bar: 1 mm.
- I Quantification of mean and total infarct volumes in ND-ND ( $n = 5$ ) and HSD-ND ( $n = 6$ ) mice. Student's  $t$ -test.  $n$ : biological replicates.
- J Representative images of MAP2<sup>+</sup> staining and quantification of the neuronal damage area in ND-ND ( $n = 5$ ) and HSD-ND ( $n = 6$ ) brains. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm.
- K Representative images and quantification of GFAP<sup>+</sup> cells in ND-ND ( $n = 5$ ) and HSD-ND ( $n = 6$ ) brains. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm and 100  $\mu\text{m}$  for high-magnification insets.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse, \* $P < 0.05$  and \*\* $P < 0.01$ , n.s., not significant. Source data are available online for this figure.

collection revealed a correlation among HSD-induced HSPC transcriptional reprogramming, glycolysis, and fatty acid metabolism (Fig 6E). Transcription factors (TFs) responsible for epigenetic, metabolic, and inflammatory signaling integration (Zelcer & Tontonoz, 2006; Koenis et al, 2018; Liu et al, 2020; Zhang et al, 2022) (*Cecr2*, *NR4a3*, *Nr1h3*, *Atf3*, and *NR4a1*;  $P$ -values  $5 \times 10^{-2}$  to  $1.5 \times 10^{-6}$ ) were also significantly differentially expressed in HSD HSPCs (Fig 6F). *NR4a1* and *NR4a3* were both downregulated in HSPCs from HSD-fed mice with or without ICH induction, suggesting these TFs consistently respond to HSD (Fig 6G, and Datasets EV1 and EV2). Collectively, these data corroborated our previous findings and provide evidence that HSD induces immunological training and metabolic alterations in HSPCs.

#### NR4a1 is a potential target to counter HSD-abrogated brain recovery after ICH

The transcriptomic analysis identified HSD downregulated *NR4a1* and *NR4a3* with or without ICH. These transcription factors belong to the NR4a family, which regulate the expansion of hematopoietic progenitors (Land et al, 2015; Freire & Conneely, 2018) and glucose metabolism (Corrocher et al, 2018; Deng et al, 2022) as well as inflammatory responses and mitochondrial metabolism in macrophages (Koenis et al, 2018). To assess whether the effects of HSD are mediated by the NR4a family, we generated an NR4a

triple-knockout line (termed *NR4a* TKO) by crossing *NR4a3*<sup>-/-</sup> mice with mice expressing Cre recombinase under the myeloid-specific *LysM* promoter and carrying loxP-flanked alleles encoding *NR4a1* and *NR4a2* (Sekiya et al, 2013). At day 7 post-ICH, *NR4a* TKO mice exhibited more severe brain injury as evidenced by greater hematoma volumes and increased loss of neurons in the perihematoma region compared to littermate controls (*NR4a1*<sup>fl/fl</sup>*NR4a2*<sup>fl/fl</sup>*NR4a3*<sup>+/-</sup>; Fig 7A). *NR4a* TKO mice also displayed lower numbers of MAC2<sup>+</sup>IBA1<sup>+</sup> and ARG1<sup>+</sup>IBA1<sup>+</sup> cells in the perihematoma region, suggesting diminished activation of reparative macrophages (Fig 7B). These histological deficits manifested in impaired neurobehavioral outcomes as *NR4a* TKO mice exhibited poorer performance in the cylinder test on days 3 and 7 post-ICH (Fig 7C). Together, deletion of the NR4a family receptors replicated the HSD-induced delay in brain recovery and reduced activation of reparative macrophages.

In particular, *NR4a1* is involved in macrophage activation and differentiation. Mice deficient in *NR4a1* lack Ly6C<sup>low</sup> monocytes and the Ly6C<sup>hi</sup>-to-Ly6C<sup>low</sup> macrophage transition is impaired (Hanna et al, 2011, 2012; Carlin et al, 2013). To test whether *NR4a1* alone can explain the phenomena observed after ICH, we selectively eliminated *NR4a1* from myeloid cells by crossing conditional *NR4a1*<sup>fl/fl</sup> mice with a myeloid cell-specific Cre line *LysM*<sup>Cre</sup>. We differentiated BM cells from these *NR4a1* cKO mice into BMDMs and assessed macrophage reparative phenotype upon stimulation with

**Figure 6. HSD induces transcriptional reprogramming of HSPCs.**

- A Heatmap of differentially expressed genes (DEGs) determined by bulk sequencing of ND and HSD HSPCs ( $n = 3/\text{group}$ ). Normalized Z-scores (high, red; low, blue) were calculated for each DEG (row).  $n$ : biological replicates, each biological replicate pooled from three independent animals.
- B Principal component analysis (PCA) shows clear separation of the transcriptomes of HSD versus ND HSPCs.
- C Ingenuity pathway analysis (IPA) revealed enrichment of several pathways in HSD HSPCs, including glycolysis, cholesterol biosynthesis, NFAT-mediated regulation of immune responses, inflammasome, and toll-like receptor signaling.
- D Heatmap of DEGs involved in pathways related to inflammatory responses and cellular movement between ND HSPCs and HSD HSPCs.
- E Gene set enrichment analysis (GSEA) of genes related to glycolysis and fatty acid metabolism. NES, normalized enrichment score; FDR, false discovery rate.
- F Volcano plot showing the distribution of  $P$ -values ( $-\log_{10} P$ -value) and their fold changes ( $\log_2$  fold change). Significantly upregulated genes in HSD HSPCs are indicated in red and downregulated genes, in blue.
- G Venn diagram showing overlap of DEGs between HSD HSPCs and ND HSPCs with or without ICH. *NR4a1* and *NR4a3* were both downregulated in HSPCs from HSD mice with or without ICH induction.

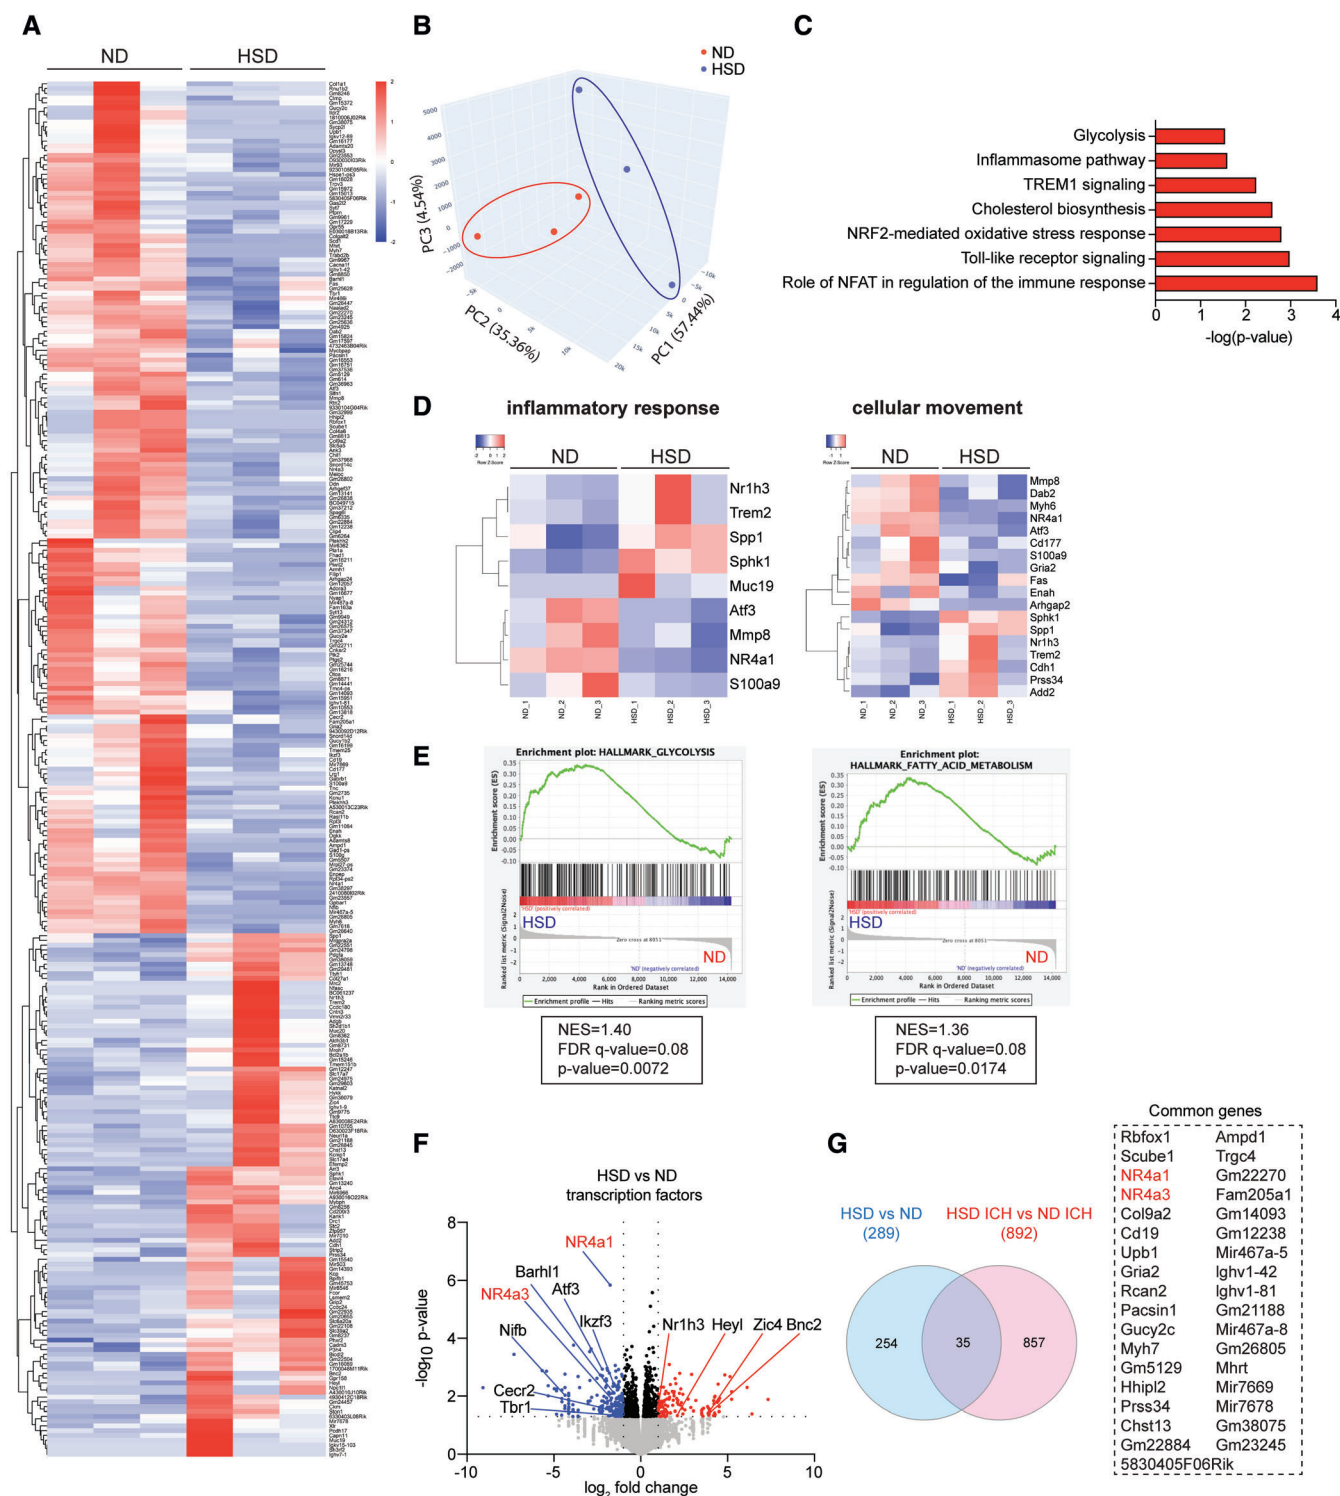

Figure 6.

interleukin-4 (IL-4), which induces alternative activation in macrophages (Bosurgi *et al*, 2017) and ICH tissue repair (Xu *et al*, 2020). *NR4a1* cKO BMDMs displayed decreased expression of reparative genes including *Trem2*, *Arg1*, and *Retnla* compared to BMDMs from control littermates (*NR4a1*<sup>fl/fl</sup>), suggesting the reparative responses of BMDMs were impaired in the absence of *NR4a1* (Fig 7D). To

further assess the functional significance of *NR4a1* *in vivo*, we analyzed percentages of reparative MDMs (CD36<sup>+</sup>, ARG1<sup>+</sup>, CD206<sup>+</sup>, and HO-1<sup>+</sup>) in the control and *NR4a1* cKO ICH brains. Loss of *NR4a1* significantly reduced frequencies of CD36<sup>+</sup>, ARG1<sup>+</sup>, and CD206<sup>+</sup> MDMs, while HO-1<sup>+</sup> MDMs remained comparable between the two groups (Fig 7E). In line with this observation, *NR4a1* cKO mice showed

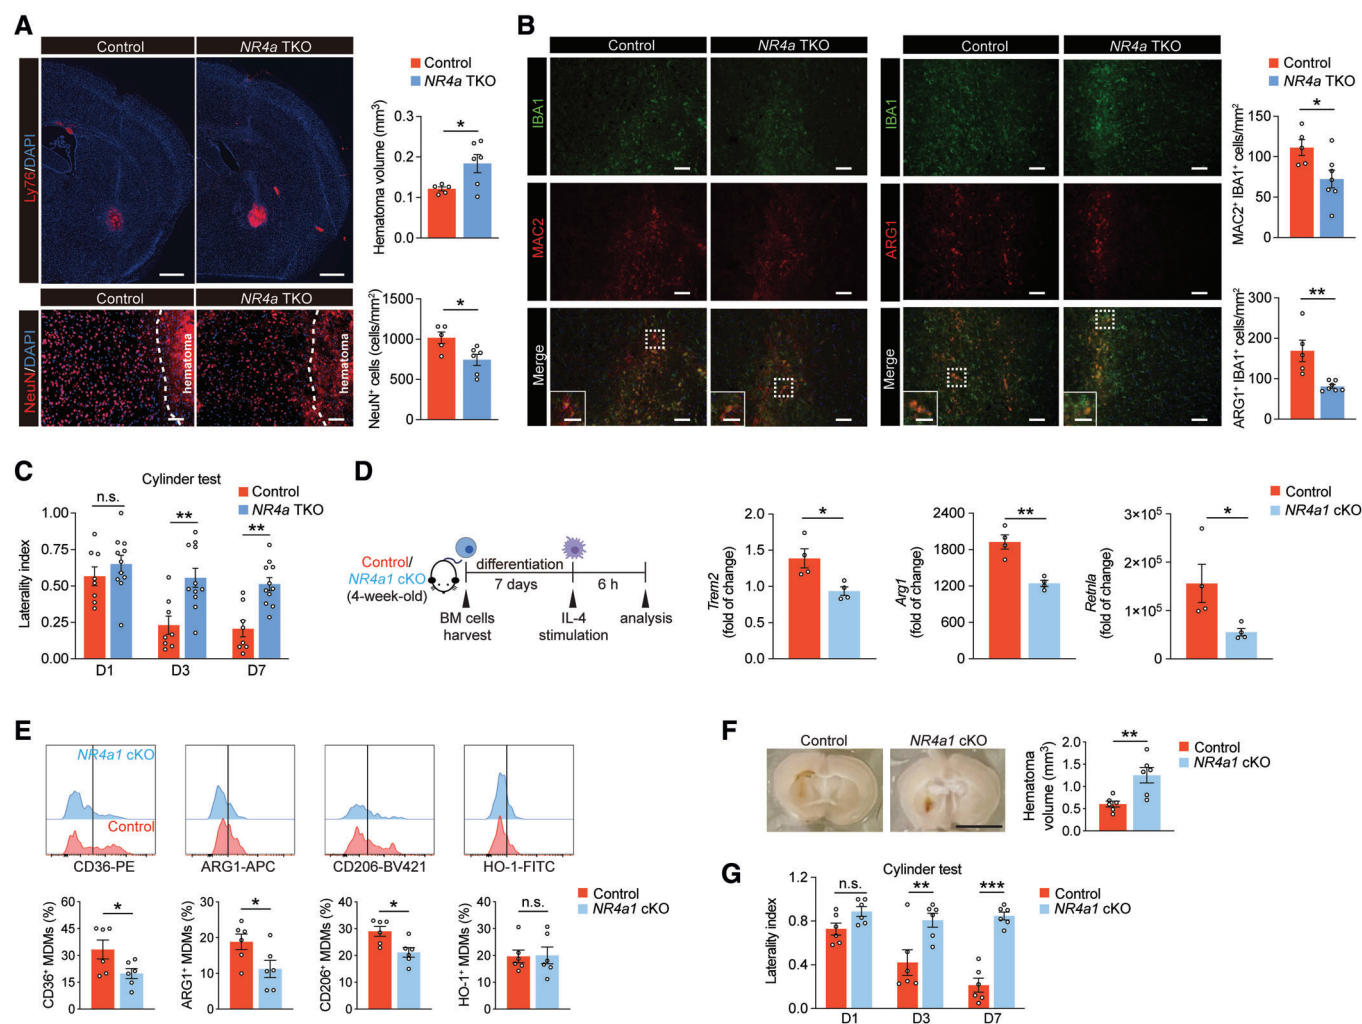

**Figure 7. NR4a deletion in macrophages recapitulates the HSD-induced delay in ICH brain recovery and reduced alternative activation.**

A Representative images and quantification of Ly76<sup>+</sup> hematoma and NeuN<sup>+</sup> cells in control ( $n = 5$ ) and NR4a triple conditional knockout (NR4a TKO,  $n = 6$ ) brains on day 7 post-blood injection. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm for Ly76<sup>+</sup> hematoma and 100  $\mu$ m for NeuN<sup>+</sup> cells.

B Representative images and quantification of MAC2 and ARG1 expression in IBA1<sup>+</sup> cells in control ( $n = 5$ ) and NR4a TKO ( $n = 7$ ) mice. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu$ m and 50  $\mu$ m for high-magnification insets.

C Cylinder test result of control ( $n = 8$ ) and NR4a TKO mice ( $n = 11$ ) on days 1, 3, and 7 post-ICH. Two-way ANOVA and Bonferroni test.  $n$ : biological replicates.

D Left: schematic of *in vitro* differentiation of control and NR4a1 conditional knockout (NR4a1 cKO) BM cells into BMDMs. Right: quantification of gene expression of reparative markers *Trem2*, *Arg1*, and *Retnla* in BMDMs derived from control and NR4a1 cKO BMs upon IL-4 stimulation.  $n = 4$ /group, Student's  $t$ -test.  $n$ : biological replicates.

E Representative histograms and quantifications of CD36<sup>+</sup>, ARG1<sup>+</sup>, CD206<sup>+</sup>, and HO-1<sup>+</sup> MDMs in control and NR4a1 cKO ICH mice.  $n = 6$ /group, Student's  $t$ -test.  $n$ : biological replicates.

F Representative images and quantification of hematoma in control and NR4a1 cKO ICH mice on day 7 post-ICH.  $n = 6$ /group, Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 5 mm.

G Cylinder test of control and NR4a1 cKO mice on days 1, 3, and 7 post-ICH.  $n = 6$ /group, two-way ANOVA and Bonferroni test.  $n$ : biological replicates.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse, \* $P < 0.05$ , \*\* $P < 0.01$ , and \*\*\* $P < 0.001$ , n.s., not significant. Source data are available online for this figure.

larger hematoma and delayed neurobehavioral recovery after ICH (Fig 7F and G). We next investigated whether overexpression of NR4a1 can rescue the reduced reparative phenotype in BMDMs differentiated under high-sodium conditions. We infected lineage-negative BM cells from wild-type mice with lentiviruses encoding EGFP-NR4a1 or EGFP only (control) for 24 h before differentiating these cells into BMDMs under normal or high-sodium conditions (Fig 8A). Lentiviral overexpression of EGFP-NR4a1 and EGFP

resulted in ~62% and ~74% transduction efficiency, respectively (Appendix Fig S3A). NR4a1 was also significantly upregulated in NR4a1-overexpressing BMDMs (Appendix Fig S3B). BMDMs differentiated under a high-sodium condition from BM cells transduced with control virus showed a dampened reparative phenotype compared to cells differentiated under normal sodium conditions, as evidenced by reduced expression of *Trem2* and *Apoe*. Overexpression of NR4a1 in BMDMs differentiated under high-sodium

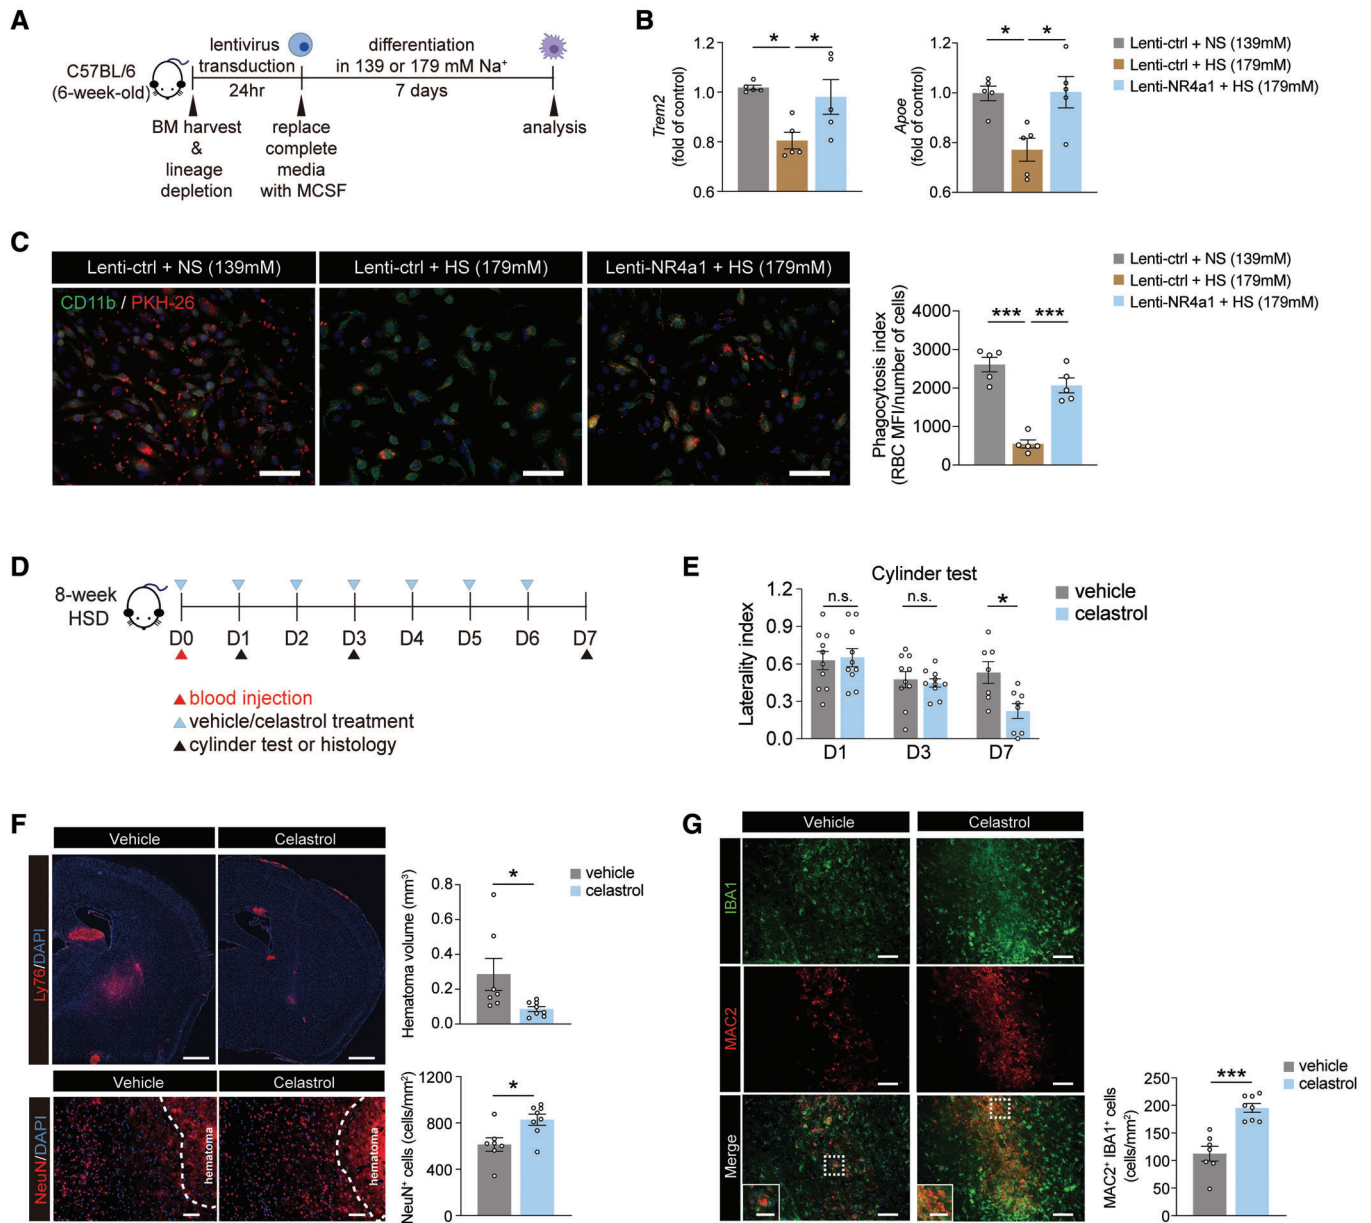

**Figure 8. Manipulating NR4a1 modulates macrophage polarization and enables ICH recovery.**

**A** Schematic of viral overexpression of NR4a1 in wild-type BM cells and subsequent *in vitro* differentiation into BMDMs under different sodium conditions.

**B** Gene expression of reparative markers *Trem2* and *ApoE* in BMDMs transduced with control lentivirus and differentiated under normal sodium (lenti-ctrl + NS), control lentivirus under high sodium (lenti-ctrl + HS), and NR4a1-overexpressing lentivirus under high sodium (lenti-NR4a1 + HS).  $n = 5$ /group, one-way ANOVA and Bonferroni test.  $n$ : biological replicates, each averaged from  $n = 2-3$  technical replicates.

**C** Left: representative images showing engulfment of heat-shocked PKH26-labeled erythrocytes (red) by CD11b<sup>+</sup> (green) BMDMs transduced with control lentivirus and differentiated under normal sodium (lenti-ctrl + NS), control lentivirus under high sodium (lenti-ctrl + HS), and NR4a1-overexpressing lentivirus under high sodium (lenti-NR4a1 + HS). Scale bar: 50  $\mu$ m. Right: quantifications of BMDM erythrophagocytosis.  $n = 5$ /group, one-way ANOVA and Bonferroni test.  $n$ : biological replicates.

**D** Schematic of celastrol treatment in HSD mice after a blood injection ICH.

**E** Cylinder test of HSD mice that received either vehicle or celastrol treatment  $n = 10$ /group, two-way ANOVA and Bonferroni.  $n$ : biological replicates.

**F** Representative images and quantification of Ly76<sup>+</sup> hematoma and NeuN<sup>+</sup> cells co-labeled with DAPI in mice receiving vehicle ( $n = 7$ ) or celastrol ( $n = 8$ ) treatment on day 7 post-ICH. Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 1 mm for Ly76<sup>+</sup> hematoma and 100  $\mu$ m for NeuN<sup>+</sup> cells.

**G** Representative images and quantification of MAC2 expression in IBA1<sup>+</sup> cells on day 7 post-ICH in the perihematomal brain regions of mice receiving vehicle ( $n = 7$ ) or celastrol ( $n = 8$ ). Student's  $t$ -test.  $n$ : biological replicates. Scale bar: 100  $\mu$ m and 50  $\mu$ m for high-magnification insets.

Data information: All data are mean  $\pm$  SEM, each symbol represents one mouse or one biological replicate, \* $P < 0.05$  and \*\*\* $P < 0.001$ , n.s., not significant. Source data are available online for this figure.

conditions successfully restored *Trem2* and *Apoe* expression (Fig 8B). In line with this observation, BMDMs differentiated under high-sodium conditions exhibited decreased erythrophagocytosis while overexpression of NR4a1 restored their phagocytic activity (Fig 8C).

To further test the hypothesis that targeting NR4a1 mitigates the effects of HSD on macrophage reparative functions *in vivo*, we pharmacologically activated NR4a1 in HSD mice using celastrol, a triterpenoid quinone methide extracted from the plant *Tripterygium wilfordii* (Fig 8D). Administration of celastrol increased Ly6C<sup>low</sup> monocytes and decreased the Ly6C<sup>hi</sup> proinflammatory monocytes in the blood samples of HSD mice at day 4 post-ICH (Fig EV5A). During the recovery phase, celastrol improved neurobehavioral performance in HSD mice on day 7 post-ICH (Fig 8E). Celastrol also significantly reduced the hematoma volume and increased the number of NeuN<sup>+</sup> neurons in the perihematoma region in HSD mice (Fig 8F). These changes are likely to be mediated through enhanced reparative macrophage function, as higher numbers of MAC2<sup>+</sup>IBA1<sup>+</sup> macrophages were observed in HSD mice receiving celastrol (Fig 8G). To confirm that the observed effects with celastrol treatment were indeed mediated through NR4a1, we treated *NR4a1* cKO mice with celastrol after ICH induction and evaluated hematoma clearance and alternative activation of MDMs in the hemorrhagic brains (Fig EV5B). At day 7 post-ICH, no difference in hematoma volume and the percentage of reparative MDMs (ARG1<sup>+</sup>, CD36<sup>+</sup>, CD206<sup>+</sup>, and HO-1<sup>+</sup>) was observed between vehicle- and celastrol-treated *NR4a1* cKO ICH mice (Fig EV5C and D). This suggests that celastrol acts through NR4a1 to exert its beneficial effects in the HSD ICH brains. Collectively, these results identify NR4a1 as a key mediator of the HSD-induced reduction in the reparative macrophage phenotype and suggest targeting NR4a1 may effectively mitigate the HSD-induced delay in ICH recovery.

## Discussion

Beyond its well-established association with hypertension, salt is increasingly recognized as a modulator of sterile inflammatory diseases (Kleinewietfeld et al, 2013; Wilck et al, 2019). This work provides the first demonstration that HSD delays recovery from both ICH and cerebral ischemia. Mechanistically, HSD induces innate immune memory in HSPCs and macrophages, which adversely affects long-term brain repair after stroke, even after withdrawal or reduction in salt prior to the injury. This HSD-initiated immunological priming and training of BM progenitor cells, which is likely achieved via metabolic reprogramming (Divangahi et al, 2021), is retained in the mature progeny of BM progenitor cells and leads to reduced alternative activation of macrophages in inflamed tissues. This further impedes tissue and neurobehavioral recovery and exacerbates neuronal loss and astrogliosis during the chronic stage of stroke. Although withdrawal from HSD restored systemic inflammation and myelopoiesis to homeostatic levels, it failed to “erase” the memory as macrophages continued to exhibit diminished reparative functions. Likewise, BMDMs retained reduced reparative activation despite being removed from their original *in vivo* niche for 7 days, a rest period that was suggested to demonstrate innate immune memory in a culture system (Divangahi et al, 2021). Notably, the same immunological memory could be “transferred” to previously healthy

mice and persisted for up to 8 weeks post-bone marrow transplantation. The mature myeloid progeny of transplanted HSD BM cells exhibited reduced reparative functions, which in turn negatively affected brain recovery. Finally, loss of NR4a1 alone in macrophages recapitulated the phenotype induced by HSD and could be rescued by pharmacological activation of NR4a1 using celastrol. Together, these results establish a mechanistic link between HSD and adverse long-term stroke recovery and unveil a potential therapeutic target to alleviate HSD-induced noxious innate immune responses and promote resolution of inflammation after sterile brain injuries.

Innate immune memory improves protection against viral and fungal re-infections. However, innate immune reprogramming also has deleterious effects on several chronic inflammatory and autoimmune diseases (Netea et al, 2020). The contribution of innate immune memory after vaccination and microbial stimuli is well studied (Bekkering et al, 2018; Kaufmann et al, 2018; Mitroulis et al, 2018; Wendeln et al, 2018); however, few studies have examined how dietary patterns precipitate innate immune memory or how maladaptive innate immune responses affect CNS disease outcomes. The typical Western diet induces systemic inflammation, which triggers formation of innate immune memory in hematopoietic precursor cells (Christ et al, 2018). Similarly, we observed systemic inflammation in our HSD mice, as indicated by increased inflammatory monocytes (CD45<sup>hi</sup>CD11b<sup>+</sup>Ly6C<sup>hi</sup>), as well as transcriptional and metabolic property changes in BM. Furthermore, we observed reduced OXPHOS in BM cells from HSD mice, consistent with clinical observations that a high-salt intake affects mitochondrial energetics and reduces OXPHOS and ATP production in human PBMCs (Geisberger et al, 2021). In fact, HSPCs from HSD mice exhibited enrichment of pathways associated with glycolysis, the inflammasome pathway, cholesterol biosynthesis, NRF2-mediated oxidative stress responses, and toll-like receptor signaling, all of which constitute the cardinal features of innate immune memory (Zhang et al, 2021). Our *in vivo* findings from HSD BM chimeric mice further corroborate our hypothesis that HSD triggers innate immune memory in the BM niche. Interestingly, while both Western and high-salt diets induce systemic inflammation and ultimately immune memory in HSPCs (Christ et al, 2018), these processes occur by distinct mechanistic routes. Future studies are needed to understand how different environmental factors, including diets, program innate immune memory.

Enhanced proinflammatory responses upon encountering secondary insults are a core signature of innate immune memory in monocytes and macrophages (Dominguez-Andres et al, 2022). Interestingly, HSD-induced immunological memory did not affect the initial proinflammatory responses of brain-infiltrating MDMs during the acute phase of ICH. Instead, the MDM transition to an alternatively activated phenotype was suppressed—and their reparative function diminished—during the chronic recovery phase. Recent studies suggest innate immune memory has impacts beyond classical proinflammatory responses, as it can also alter macrophage alternative activation and profibrotic properties as well as triggering type 2 immune responses (Jeljeli et al, 2019; Cunningham et al, 2021; Hartung & Esser-von Bieren, 2022). Collectively, findings from our study and others offer an exciting direction to investigate the heterogeneity of innate immune memory on disease pathogenesis and outcomes.

Our findings that the NR4a family mediates HSD-induced innate immune memory are complemented by recent studies

demonstrating the necessity of NR4a for maintenance of HSPC quiescence. For example, deletion of NR4a1 and NR4a3 leads to chronic hyperproliferation of HSPCs (Land *et al*, 2015; Freire & Conneely, 2018). NR4a1 is also required for the development of Ly6C<sup>low</sup> monocytes in BM and the transition from Ly6C<sup>hi</sup> to Ly6C<sup>low</sup> in inflamed tissues, as NR4a1-deficient mice lack Ly6C<sup>low</sup> surveillance monocytes in the peripheral blood and Ly6C<sup>low</sup> macrophages in the infarcted myocardium (Hanna *et al*, 2011; Carlin *et al*, 2013; Hilgendorf *et al*, 2014). Similarly, HSD induced downregulation of NR4a1 and NR4a3 in HSPCs and increased myelopoiesis in BM and circulating Ly6C<sup>hi</sup> monocytes. Our results also agree with previous findings that NR4a1 is a regulator of inflammatory disease and that knockdown or deletion of NR4a1 in macrophages results in lower OXPHOS and reduced alternatively activated properties (Hanna *et al*, 2012; Koenis *et al*, 2018). Our results unveil a previously unexplored role for NR4As in regulation of macrophage function after ICH (and possibly other HSD-related cardiovascular diseases) and improve our understanding of NR4a-mediated regulatory pathways under sterile inflammatory conditions. However, since endogenous ligands for NR4As have not been identified, the mechanisms by which HSD alters NR4a1 expression await further elucidation.

Macrophages—including microglia and MDMs—are the most abundant myeloid population in the stroke brain and play key roles in brain tissue repair (Chang *et al*, 2018, 2021). Viral and bacterial components can trigger immune memory in the brain and alveolar tissue-resident macrophages (Wendeln *et al*, 2018; Yao *et al*, 2018). In the CNS, LPS stimulation induces immune memory in microglia and leads to persistent modifications of stroke pathology (Wendeln *et al*, 2018). Microglia are long-lived brain-resident macrophages, thus represent ideal candidates for building immune memory of chronic dietary-related stimulants. To our surprise, we did not detect phenotypic changes in microglia after HSD. While we cannot exclude the possibility that our experimental strategies were insufficient to characterize the complete responses of microglia to HSD, no study has yet reported that either sterile inflammatory ligands or diet-induced systemic inflammation induces immunological memory in tissue-resident macrophages (Dominguez-Andres *et al*, 2022). Given that the effects of HSD on microglia and macrophage polarization remain debatable (Amara *et al*, 2016; Heras-Garvin *et al*, 2020; Zhang *et al*, 2020), future work evaluating microglial responses through high-throughput sequencing could be informative. Investigation of whether innate immune memory can be triggered in different tissue-resident macrophage populations after HSD and the contribution of these populations to disease progression represents a fascinating area of research.

HSD is strongly linked to poorer health outcomes and increased risk of chronic cardiovascular diseases; therefore, understanding the mechanisms that mediate HSD-induced unfavorable immune responses in disease is imperative to develop effective therapeutics. Previous studies have implied a link between HSD and reduced macrophage alternative activation (Binger *et al*, 2015; Zhang *et al*, 2015), although these experiments focused on macrophage responses to acute sodium changes *in vitro*. Our work further supports the idea that high salt primes and impacts macrophage function, as differentiation of healthy BM cells in a high-sodium environment hampered BMDM-reparative gene expression after thrombin stimulation. Our evidence of how HSD induces immunological memory in BM progenitors and persistently modifies the

macrophage phenotype elucidates a previously unknown mechanism that underlies the persistent detrimental effects of HSD in inflammatory tissue injury. However, despite the continuing efforts to reduce salt intake at the population level, daily sodium intakes per capita still far exceed the recommended amounts (He *et al*, 2021), which has prompted investigation into new therapeutic strategies for high-salt-related cardiovascular diseases. We found high dietary salt consistently downregulated NR4a1 and NR4a3 in HSPCs, regardless of ICH induction. Moreover, HSD-induced transcriptional reprogramming enriched pathways associated with NFAT-regulated immune responses, which further supports the idea that downregulation of NR4a is salt specific (He *et al*, 2020). Although the endogenous ligands for NR4As are unknown, several compounds can activate NR4a1—including celastrol, a natural compound found in the roots of the thunder god vine (Safe *et al*, 2021). As expected, HSD mice treated with celastrol exhibited reduced Ly6C<sup>hi</sup> and increased Ly6C<sup>lo</sup> monocyte populations in peripheral blood after ICH, in parallel with increased reparative macrophages and improved neurobehavioral outcomes. As celastrol exerts pluripotent effects in several diseases (Safe *et al*, 2021), we cannot entirely exclude the possibility of an off-target effect on other immune populations. However, the anti-inflammatory and metabolic modulatory properties of celastrol make it an ideal candidate to counteract HSD-induced maladaptive innate immune memory and highlight the therapeutic potential of targeting NR4As in HSD-associated diseases. The efficacy of NR4a manipulation and celastrol to modulate innate immune memory in HSPCs especially warrants further investigation. Collectively, targeting maladaptive innate immune memory may represent a practical and druggable approach to improve HSD-associated neurological symptoms, such as stroke.

Nevertheless, a few caveats and questions should be kept in mind. First, the enrichment of sodium-related pathways, such as NFAT, in HSPCs suggests an HSD-specific response. However, the sodium-sensing receptors and intracellular signaling pathways activated by HSD in BM progenitor cells remain elusive. Additionally, the precise mechanisms underlying downregulation of NR4As and metabolic rewiring in HSPCs remain to be explored. Investigating whether NR4As-mediated trained immunity can be found following other microbial and non-microbial stimuli will also be interesting. Second, previous studies have shown that accumulation of metabolites such as fumarate, succinate, and mevalonate leads to epigenetic modifications at loci responsible for innate immune memory (Dominguez-Andres *et al*, 2022). Future studies can benefit from identifying the crucial metabolites and epigenetic changes that mediate HSD-induced immunological memory. Third, future work is needed to determine how rapidly HSD induces systemic changes and innate immune memory as well as how long these changes persist after salt reduction. Fourth, while we specifically focused on MDMs in this study, but of course, the contributions from other myeloid populations to stroke outcomes await further investigation as high salt is reported to also impact the functions of neutrophils, myeloid-derived suppressor cells, and dendritic cells in several other diseases (Ferguson *et al*, 2019; He *et al*, 2020; Jobin *et al*, 2020). Fifth, *in vitro* stimuli such as thrombin and high-sodium media used in this study may not be able to fully reflect the complexity of the *in vivo* environment. Finally, the translational potential of targeting NR4As to treat high salt-associated cardio- and cerebrovascular diseases needs to be confirmed.

## Materials and Methods

### Animals

*NR4a1<sup>fl/fl</sup>*; *NR4a2<sup>fl/fl</sup>*; *NR4a3<sup>-/-</sup>* mice were kindly provided by Dr. Akihiko Yoshimura, Keio University School of Medicine (Sekiya et al, 2013). *LysM<sup>Cre/+</sup>* mice (Jax no. 004781) were obtained from the Jackson Laboratory and backcrossed for > 9 generations to a C57BL/6J (Jax no. 000664) background. To broadly delete NR4a family members from macrophages, *NR4a1<sup>fl/fl</sup>*; *NR4a2<sup>fl/fl</sup>*; *NR4a3<sup>-/-</sup>* mice were crossed with *LysM<sup>Cre/+</sup>* mice (*NR4a* TKO); *NR4a1<sup>fl/fl</sup>*; *NR4a2<sup>fl/fl</sup>*; *NR4a3<sup>+/+</sup>* littermates were used as controls. To delete NR4a1 in macrophages, *NR4a1<sup>fl/fl</sup>*; *NR4a2<sup>fl/fl</sup>*; *NR4a3<sup>-/-</sup>* mice were crossed with C57BL/6J mice to generate *NR4a1<sup>fl/fl</sup>* mice, which were subsequently crossed with *LysM<sup>Cre/+</sup>* mice (*NR4a1* cKO); *NR4a1<sup>fl/fl</sup>* mice were used as controls. Mice were used at the ages specified below; only males were used. All experiments were performed in accordance with the *Guide for the Care and Use of Laboratory Animals* from the National Institutes of Health and Animal Research: Reporting *In Vivo* Experiments guidelines, and approved by the Institutional Animal Care and Use Committee of the National Taiwan University College of Medicine (approval number: 20190326). All effort was made to minimize animal suffering and the number of animals used. Mice were housed in a temperature and humidity-controlled facility under a 12 h light/dark cycle. A total of 472 mice were used. Five collagenase ICH mice died after surgery due to inherent preclinical ICH mortality. Six chimeric mice and one *NR4a1* cKO mice were excluded from statistical analysis due to either failed surgery (two ND chimeras and one *NR4a1* cKO mice; blood ICH model) or ethical considerations (one ND chimera and three HSD chimeras; weight loss > 15% of pre-surgery weight). Animals were randomly allocated to experimental groups using a coin-toss randomization approach. Behavioral tests (J.S. Lin) and all other analyses (T.-Y. Lin, D.J., W.-R. Chen, X.-Y. Zhang, and C.-H. Chen) were performed by investigators blinded to the experimental groups and treatment assignments.

### ICH models

#### Blood injection model

ICH was induced by autologous blood injection, as previously described (Chang et al, 2018; Tsai et al, 2022). Briefly, 25  $\mu$ l autologous blood collected from the submandibular vein was injected 0.2 mm anteriorly, 2.3 mm laterally, and 3.0 mm deep relative to the bregma. The craniotomy was sealed with bone wax and the scalp was closed with tissue adhesive (3M Vetbond). Rectal temperature was monitored and maintained at  $37.0 \pm 0.5^\circ\text{C}$  (Stoelting Rodent Warmer X2) throughout the procedure. After surgery, body temperature was maintained using a heat lamp until the animals recovered. All ICH surgeries were performed by blood injection, unless noted otherwise.

#### Collagenase injection model

Larger ICH and more severe functional deficits were modeled using collagenase injection, as previously described (Chang et al, 2018; Tsai et al, 2022). Mice underwent the same pre-operative and post-operative procedures described above; however, ICH was induced by injecting 0.5  $\mu$ l of 0.4 U type VII-S collagenase (from *Clostridium histolyticum*, Sigma-Aldrich) at 0.1  $\mu$ l/min into the right striatum.

### tmCAO model

A transient middle cerebral artery occlusion (tmCAO) was performed to induce focal cerebral ischemia/reperfusion, as previously described (Wu et al, 2016). Briefly, the right middle cerebral artery was ligated reversibly with 10-0 nylon suture, and the right common carotid artery was also occluded reversibly with aneurysm clips. The cerebral blood supply was restored after 40 min of MCAO. Rectal temperature was monitored and maintained at  $37.0 \pm 0.5^\circ\text{C}$  (Stoelting Rodent Warmer X2) throughout the procedure and during recovery.

### Dietary regimens

Mice (4- to 6-weeks-old) received either normal chow (ND, 0.5% NaCl; D10001, Research Diet Inc.) and tap water *ad libitum* or high-sodium chow (HSD, 8% NaCl; D09022503, Research Diet Inc.) and tap water containing 1% NaCl *ad libitum* for 2–8 weeks. To study the effects of HSD after diet reversal, 6-week-old mice received either ND or HSD for 8 weeks before switching to ND for 1 week.

### Celastrol treatment

ICH-operated mice were randomly assigned to the vehicle or celastrol groups. The celastrol group was *i.p.* injected with 1 mg/kg celastrol (Sigma-Aldrich) dissolved in 50% dimethylsulfoxide (DMSO) immediately after ICH and for 3 or 6 consecutive days following ICH. The vehicle group was *i.p.* injected with 50% DMSO.

### Physiological measurements

Body weight, food intake, water intake, sodium intake (calculated from food and water intake), blood pressure, and heart rate measurements were taken weekly for 8 weeks. Food, water, and sodium intakes were monitored for 1 week after ICH induction. Blood pressure and heart rate were measured using a tail-cuff Blood Pressure Monitor (Muromachi Kikai, MK-2000ST).

### Tissue collection and histology

Samples for immunofluorescence and immunohistochemistry were prepared as previously described (Chang et al, 2020; Tsai et al, 2022). Briefly, mice were anesthetized with isoflurane, euthanized by transcardial perfusion with ice-cold 0.1 M PBS followed by 4% paraformaldehyde (PFA), and the brain was removed and kept in 4% PFA overnight. Following cryoprotection in 30% sucrose/PBS, samples were embedded in OCT, coronally sectioned at 10  $\mu$ m on a cryostat (Leica), and incubated with blocking solution (8% normal goat serum [NGS], 0.1% Tween 20, and 0.1% Triton X-100 in PBS) for 1 h at room temperature (RT), followed by primary antibodies [anti-NeuN (Millipore), anti-GFAP (Thermo), anti-Iba1 (Wako), anti-MAC2 (Biolegend), anti-CD206 (Bio-rad), anti-MAP2 (Millipore), anti-ARG1 (Abcam), and anti-Ly76 (Abcam)] in dilution buffer (5% NGS, 0.1% Tween 20, and 0.1% Triton X-100 in PBS) overnight at 4°C. After three 5 min washes with PBS, the corresponding secondary antibodies in dilution buffer were applied for 2 h at RT, then the brain sections were washed again and mounted in VECTASHIELD mounting medium (Vector Laboratories). For cresyl violet histology,

coronal brain sections were incubated in 0.1% cresyl violet acetate at RT for 3 h, rinsed twice with distilled water, dehydrated in graded alcohols, and mounted in dibutylphthalate polystyrene xylene (DPX). Images of sections were acquired using a Zeiss Axio Imager M1 with a 20×/0.8 NA objective or an Olympus IX81 fluorescence microscope with 1.25×/0.04 NA, 20×/0.8 NA, and 40×/0.75 NA objectives at a resolution of 1,360 × 1,024 pixels and analyzed using ImageJ.

### Preparation of cell suspensions and cell sorting

Microglia were isolated as previously described (Chang *et al*, 2020, 2021). Briefly, mice were euthanized and transcardially perfused with 40 ml of cold PBS, and 4 mm fresh coronal perihematomal brain sections were mechanically and enzymatically digested with 10 mg/ml DNase I (Roche) and 1 mg/ml collagenase/dispase (Roche) at 37°C for 45 min. Cell suspensions were passed through a 40 µm strainer and underlaid with a 30%/70% Percoll gradient (GE healthcare) to enrich leukocytes and remove myelin debris. Leukocytes were washed, incubated with antibodies for cell surface markers (CD45 [30-F11], CD11b [M1/70], CD3 [17A2], CD19 [6D5], Ly6G [1A8], and TMEM119 [106-6]) for 20 min at 4°C, washed with HBSS buffer, stained with a viability dye prepared in HBSS buffer (LIVE/DEAD fixable Dead Cell Stain Kit; Invitrogen) for 20 min, and washed with FACS buffer. Microglia were identified as LIVE/DEAD<sup>-</sup>CD3<sup>-</sup>CD19<sup>-</sup>Ly6G<sup>-</sup>CD11b<sup>+</sup>CD45<sup>int</sup>TMEM119<sup>+</sup> cells and sorted on a FACSria (BD biosciences) for further RNA isolation and gene expression analysis. To isolate hematopoietic stem and progenitor cells (HSPCs), bone marrow was flushed from femurs and tibias with cold PBS. Red blood cells were lysed with RBC Lysing Buffer Hybri-Max (Sigma), followed by staining with antibodies against lineage-committed cells (CD3e [145-2C11], CD8a [53-6.7], CD19 [6D5], Gr1 [RB6-8C5], B220 [RA3-6B2], CD11b [M1/70], I-A/I-E [M5/114.15.2], TER-119 [TER-119], and NK1.1 [PK136]) and cell surface markers (CD127 [A7R34], c-kit [CD117] [2B8], Sca-1 [E13-161.7], CD34 [RAM34], and CD16/32 [93]). GMPs were identified as Lin<sup>-</sup>CD127<sup>-</sup>c-kit<sup>+</sup>Sca-1<sup>-</sup>CD16/32<sup>+</sup>CD34<sup>int</sup> cells. HSPCs were identified as Lin<sup>-</sup>CD127<sup>-</sup>c-kit<sup>+</sup>Sca-1<sup>+</sup> cells and sorted on a FACSria (BD biosciences) for further RNA isolation and RNA sequencing.

### Flow cytometry

Leukocytes from brain tissues were prepared as described above and stained with antibodies for cell surface markers (CD45 [30-F11], CD11b [M1/70], Ly6C [HK1/4], Ly6G [1A8], CD36 [CRF D-2712], MHCII [M5/114.15.2], CD86 [GL-1], CD206 [C068C2], MerTK [DS5MMER], CD3e [17A3], and CD19 [6D5]) at 4°C for 20 min, washed with HBSS buffer, stained with a viability dye as described above for 20 min, and washed with FACS buffer. For intracellular staining, leukocytes were incubated with brefeldin A for 4 h prior to staining. After LIVE/DEAD staining, cells were then fixed and permeabilized with BD CytoFix/CytoPerm solution (BD Biosciences) for 20 min at 4°C, washed, and incubated with TNF [MP6-XT22], IL-1α [ALF-161], IL-6 [MP5-20F3], HO-1 [HO-1-2], or Arginase 1 [A1exF5] antibody for 30 min at 4°C. Blood samples were collected via cardiac puncture into heparin-coated tubes, immediately placed on ice, red blood cells were lysed using RBC Lysing Buffer Hybri-Max (Sigma), followed by antibody staining with surface markers (CD45 [30-F11],

CD11b [M1/70], Ly6C [HK1/4], Ly6G [1A8], CD19 [6D5], and CD3 [145-2C11]) for 20 min at 4°C, washed with HBSS buffer, stained with a viability dye for 20 min, and washed with FACS buffer as described above. Control samples were taken from naive brains matching the 4 mm coronal sections at the perihematomal region and peripheral blood of intact mice. Gates were set based on fluorescence-minus-one (FMO) controls. Data were collected on a BD LSRFortessa and analyzed using the FlowJo software (v10.5.4).

### RT-qPCR

Total RNA was isolated using the miRNeasy Micro Kit (Qiagen) according to the manufacturer's instructions. First-strand cDNA was synthesized from 100 ng RNA with SuperScript VILO cDNA Synthesis Kit (Invitrogen) and qRT-PCR was performed using the StepOne-Plus Real-Time PCR System (Applied Biosystems). Primers were obtained from Thermo Fisher Scientific: *Tnfr* (Mm00443258\_m1), *Tspo* (Mm00437828\_m1), *Trem2* (Mm04209424\_g1), *Retnla* (Mm00445109\_m1), *Mrc1* (Mm01329362\_m1), *Arg1* (Mm00443258\_m1), *Hdac1* (Mm02745760\_g1), *Hdac2* (Mm00515108\_m1), *Tmem119* (Mm00525305\_m1) and *Apoe* (Mm01307193\_g1). *Gapdh* (Mm09999915\_g1), or *r18s* (Mm03928990\_g1) was used as the endogenous control. The cycle time of target genes was normalized to that of *Gapdh* or *r18s* in the same sample and mRNA expression levels were calculated using the delta delta CT ( $\Delta\Delta CT$ ) method, unless noted otherwise.

### RNA-seq

HSPCs were sorted from the bone marrow of ND and HSD mice with or without ICH induction, as described above. Total RNA was isolated using the miRNeasy Micro Kit (QIAGEN) and RNA quality was assessed with Qsep100 (BioOptic Inc.) and Qubit 3 fluorometer (Thermo Fisher Scientific). RNA sequencing libraries were generated using the SMART-Seq Stranded Kit (Takara Bio) according to the manufacturer's instructions. Sequencing was performed on an Illumina NovaSeq 6,000 sequencer (Illumina), resulting in 15 to 50 million 150-bp pair-end sequencing reads per sample. Library construction and sequencing were conducted by the sequencing core at the National Taiwan University Hospital.

### Analysis of RNA-seq data

Sequencing reads were aligned to the mouse reference (mm10) using Rsubread aligner (v.1.32.4) and mapped reads were quantified at the gene level using featureCounts (Liao *et al*, 2014). Only genes with counts above 10 counts per million (CPM) in at least three samples were analyzed. The trimmed mean of M-values (TMM) method was performed for normalization using edgeR (v3.24.3) (Robinson *et al*, 2010); 289 differentially expressed genes (DEGs;  $P$ -value < 0.05;  $\log_2 FC \geq 1$  or  $\leq -1$ ) were identified in HSD HSPCs versus ND HSPCs. The DEG heatmap was generated using Heatmapper software (Babicki *et al*, 2016). Principal component analysis (PCA) was performed using scikit-learn 1.1.2 to generate a 3D PCA plot. Transcription factors were presented using a volcano plot generated by Prism 9. Gene set enrichment analysis (GSEA; v4.1.0) was conducted using the GSEA software (Broad Institute) and the hallmark gene sets (v7.5) of the Molecular Signatures Database

(MsigDB) using pre-ranked permutation numbers of 1,000. The sum of the weighted enrichment score was applied to generate the enrichment score curve. Pathway analysis was performed using Ingenuity Pathway Analysis (vQ4 2020, QIAGEN).

### Thioglycollate-induced peritoneal inflammation

Mice (6- to 8-weeks-old) were i.p. injected with 4% *wt/vol* thioglycollate (in ddH<sub>2</sub>O) to induce peritonitis, as previously described (Bosurgi *et al*, 2017). Three or seven days later, animals were euthanized, the peritoneal cavity was washed with 5 ml of cold PBS, and peritoneal cells were seeded into a 10 cm culture dish in complete RPMI medium (10% HI-FBS, 1% MEM NEAA, 1% sodium pyruvate, 1% penicillin/streptomycin, 1% L-glutamine, and 0.1% 2-ME, all from Gibco) and incubated at 37°C for 4 h. Non-adherent cells were removed by gently washing twice with pre-warmed PBS. Peritoneal macrophages were collected and processed for flow cytometry analysis. For the *in vitro* erythrophagocytosis assay detailed below, the peritoneal cells were isolated 7 days after injection.

### Bone marrow-derived macrophages (BMDMs)

BMDMs were generated from 4- to 6-week-old wild-type C57BL/6 and *NR4a1* cKO mice, as previously described (Chang *et al*, 2018, 2020). Briefly, bone marrow was isolated from the femurs and tibias, and adherent stromal cells were depleted by culturing the harvested bone marrow at 37°C overnight in  $\alpha$ -minimal essential medium ( $\alpha$ -MEM, Bio Whittaker Lonza) supplemented with 10% FBS, 100 U/ml penicillin plus 100 mg/ml streptomycin, and 2 mM L-glutamine (all Gibco). Non-adherent mononuclear cells were collected, red blood cells were lysed with RBC Lysing Buffer Hybri-Max (Sigma), and  $3 \times 10^5$  cells were cultured in a 6-well plate for 7 days in  $\alpha$ -MEM with 50 ng/mL recombinant murine M-CSF (R&D Systems), yielding BMDMs. BMDMs were stimulated with 10 U/ml thrombin (Sigma Aldrich) or 20 ng/ml IL-4 under serum-free conditions for 3 or 6 h. For the *in vitro* erythrophagocytosis assay, BMDMs were differentiated from enriched bone marrow progenitor cells for 7 days under normal isotonic conditions (139 mM) or in the presence of an additional 40 mM of sodium chloride (179 mM) after transducing with either control virus or *NR4a1*-overexpressing virus, as detailed in the lentiviral transduction section.

### *In vitro* erythrophagocytosis assay

Peritoneal cells ( $2 \times 10^6$ ) were collected as described above, cultured on round 12 mm glass coverslips in a 24-well plate for 24 h, and non-adherent cells were removed by gently washing twice with warm PBS. Adherent peritoneal macrophages were maintained for 24 h in complete RPMI medium before the erythrophagocytosis assay (Chang *et al*, 2018, 2020). Briefly, red blood cells (RBCs) were isolated from whole blood of donor mice, heat-shocked at 56°C for 6 min to induce phosphatidylserine expression, and labeled using the PKH26 Red Fluorescent Cell Linker Kit (Sigma-Aldrich). Peritoneal macrophages were incubated with thrombin (10 U/ml) under serum-free conditions for 3 h, subsequently fed with PKH26-labeled RBCs (1:20) for 30 min at 37°C, and unengulfed erythrocytes were removed by washing with PBS. For BMDMs, the cells were treated following the same procedure as described above without thrombin stimulation. Macrophages were

fixed in 4% paraformaldehyde (PFA), stained with FITC-labeled rat anti-mouse CD11b (M1/70) antibody, and mounted on a glass slide. Engulfed erythrocytes were observed using an Olympus IX81 Inverted Fluorescence Microscope; images were captured from three independent fields of view. The phagocytosis index was calculated as the mean fluorescence intensity of engulfed erythrocytes divided by the total number of macrophages in each image.

### *In vivo* erythrophagocytosis assay

How the deposited data were processed for this re-analysis (not part of the article)

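HSPCs (Lin−CD127−c-kit+Sca-1+) of 4 groups, ND, HSD, ND ICH and HSD ICH, were sequenced in 3 libraries per group, pooled from 3 animals each for ND and HSD according to the legend of Fig 6, which gives no number for ND ICH and HSD ICH. Groups and replicate numbers follow the labels of the samples. The authors aligned reads to mm10 with Rsubread 1.32.4, counted them with featureCounts and normalized them by TMM with edgeR 3.24.3, and they state a filter of CPM above 10 in at least 3 samples. The files hold CPM scaled to a library size adjusted by TMM, so that library sums differ, for 20792 genes. Of these, 10084 pass the stated filter over the 12 libraries, so the files hold genes that it would remove. All values were checked to be whole multiples of the CPM of 1 read, with a tolerance of 0.01 of a read, which gave the reads per gene and library. In HSD replicate 2 the CPM of 1 read lies close to 0.1, so the recovery of whole reads is less certain there. Of the listed genes, 20511 IDs were found in the GENCODE M21 annotation of GRCm38. It named 182 of the 423 genes without a symbol, and 10 symbols stand for more than 1 gene.

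Since the files hold CPM, diets were compared by limma 3.58.1 in R 4.3.3, with a trend of the variance on the mean, on log2(CPM + 0.5). The plan, set before the data were examined, named edgeR's quasi-likelihood test on counts. That test was run with edgeR 4.0.16 on recovered reads as an alternative chosen after seeing the files, as were pseudocounts of 0.1 and 1. Genes with at least 10 reads in at least 3 of the libraries compared were tested. The stated filter kept 1.73% of the genes of Dataset EV1 and 11.3% of those of Dataset EV2, and by a rule set beforehand it was therefore used only as an alternative. HSD and ND were compared without ICH and after ICH in separate fits of 6 libraries, as were ICH and no ICH within each diet. The difference between the diet effects was tested in 1 fit of all libraries. The study threshold was an unadjusted p under 0.05 with a log2 fold change of at least 1 in size, and adjusted p values follow Benjamini and Hochberg. Replicate numbers were checked for pairing, and libraries with the same number had correlations from −0.191 to 0.0794 after group means were removed, so they were not treated as pairs.

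Gene groups were tested with 41 lists written by hand after the paper's tables had been read, following the pathway names of Fig 6 and adding progenitor programs, cell types, stress genes and genes that blood cells do not use. The test was limma's camera with a preset inter-gene correlation of 0.01, adjusted over the lists, beside camera with an estimated correlation and fry. Genes named in the text were mostly drawn from sets fixed by a rule, and not every gene of these sets is named. For each diet comparison, the 8 genes with the smallest p in each direction past the study threshold, without overlap between groups, formed a set. Other sets were the genes that the paper names for these data, Nr4a2, and up to 4 members of each list with the smallest p. For ICH against no ICH and the interaction they were the 6 with the smallest adjusted p in each direction. Clones, pseudogenes and small RNAs were left out of the genes chosen by p outside the lists. The paper's tables had been read when this rule was written. Exceptions to it are the genes described as chosen after their values were seen, and those that carried most variance without a log. Principal components were computed on log2(CPM + 0.5), in place of the planned log2 CPM with a prior count of reads.

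Both tests were tested on simulated data with the read numbers of these libraries. For HSD against ND without ICH, limma recovered 73.5% of genes with a 2-fold change and 94.8% with a 4-fold change, with 6.29% of calls false, over 16503 genes. After ICH it recovered 41.7% and 90.4%, with 7.41% of calls false, over 19625 genes. At the study threshold, 21 unchanged genes were called by limma and 87 by edgeR's quasi-likelihood test without ICH, and 34 and 156 after ICH. Precision is limited by 3 libraries per group and, for genes with few reads, by counting error.

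Since ND replicate 1 and HSD replicate 2 were high in macrophage genes, the comparison of diets without ICH was also run without both, an alternative chosen after seeing the values. The other alternatives were RLE scaling, DESeq2 1.42.0, edgeR's likelihood ratio and exact tests, other filters, no filter, a replicate block, all 12 libraries in 1 fit and leaving out each library. Other splits of the libraries into groups of the same sizes were counted for each result. The gene sets behind IPA and GSEA were not available, so those analyses were not repeated. Flow cytometry, behavior and transplantation data have no files among these.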

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

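The splits of the libraries and the test of reads from no transcript were set before their results were seen. So were the comparisons of the groups, leaving out each library in turn, camera with an estimated correlation and fry. The tests of the other explanations given here were chosen after the results were seen. Leaving out together the libraries without ICH that were high in macrophage genes was also chosen then.

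After ICH, genes that blood cells do not use had lower means on HSD, and chemosensory receptor genes, which the paper does not discuss, had a mean of 1.39 CPM in ND ICH and 1.00 CPM in HSD ICH, against 0.596 CPM in ND and 0.569 CPM in HSD. Of 46 tested, 10 were lower at an unadjusted p under 0.05 by limma, 2 without HSD ICH replicate 3, and none when adjusted over the list alone (camera adjusted p = 1.50e-05, and adjusted p = 0.383 with an estimated correlation). HSD ICH replicate 3 is argued against as the whole source, since without it the HSD ICH mean was 1.20 CPM (median log2 fold change −0.20 in place of −0.38). The nearest other HSD ICH library, at 1.23 CPM, also lay below the ND ICH libraries, at 1.36 to 1.41 CPM. It was 6.37 SD of the ND ICH libraries below their mean. That SD (0.0256 CPM) comes from only 3 libraries and may be too small, so 6.37 may overstate the gap. Genes near zero without ICH (under 1 CPM) had, as a class, a median log2 fold change of −0.37 after ICH, against 0.03 for other genes. They took 0.423% to 0.588% of reads in HSD ICH libraries and 0.672% to 0.734% in ND ICH libraries. By edgeR's quasi-likelihood test, 82.3% of lower DEGs were near zero, against 20.2% of higher DEGs. By limma, 56.0% of the lower DEGs (89 of 159) were near zero. This compares with 21.6% of genes tested and 12.5% of higher DEGs (one-sided Fisher's exact test, p = 2.58e-21). Reads that come from no transcript may thus contribute to the lower genes. The rise of reads with exon length among near-zero genes stayed just under the bound of 0.5 set for it (Spearman rho 0.470, across genes, which are not independent). An effect of the diet itself also stays open, since the median log2 fold change of chemosensory genes without ICH, −0.10 (−0.13 to 0.05 without 1 library), lies between the bounds set for and against it, and for these genes the diet and such reads cannot be told apart.

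Without ICH, Nr4a1 and most immediate early genes were lower on HSD, with 27 of 41 immediate early genes lower when adjusted over the list alone, a group that the paper does not discuss. A smaller share of stem cells on HSD is argued against as the whole cause, since it would lower stem cell genes at least as far as the immediate early genes (median −0.41), and 34 stem cell genes had a median log2 fold change of −0.00498 with an SD of 0.193, 1 of them at or below that median, though without both ND replicate 1 and HSD replicate 2 their list was lower by camera at an adjusted p under 0.05 (median −0.05). Carry-over of mature neutrophils, which a sort for lineage-negative cells should remove, may account for a part. The 6 neutrophil genes S100a8, S100a9, Camp, Ngp, Ltf and Lcn2, at 3.15 to 15.6 CPM in ND, had a median log2 fold change of −0.58. This rests on ND replicate 3, without which the median was −0.13 (median SE 0.235), while it was −0.87 to −0.48 without 1 of the other libraries. In a test added after that result, these genes lost 22.3 CPM from ND to HSD and the immediate early genes 549 CPM (3.66 and 507 CPM without ND replicate 3), with the smaller loss in 9 of 9 pairs of libraries, which argues against carry-over as the whole cause. Handling stress that differed between the diets cannot be told apart from the diet, since the heat shock list, with a median of −0.0644 (camera adjusted p = 0.224, and medians of −0.18 to 0.08 without 1 library), met neither the bound for it nor that against it.

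After ICH, 17 of 32 granulocyte-monocyte progenitor genes, which the paper does not discuss in HSPCs, were higher on HSD when adjusted over the list alone. The paper reports a higher percentage of granulocyte-monocyte progenitors on HSD, but no significant difference once HSD mice had spent 1 week on ND. Those cells were Sca-1− and were counted in mice without ICH, so they lie outside the Sca-1+ HSPCs sequenced here. Without HSD ICH replicate 3, 14 of the progenitor genes were higher when adjusted over the list alone. Their list then had a median log2 fold change of 0.45 in place of 0.81, which argues against that library as the whole cause. Carry-over of mature neutrophils is argued against as the whole cause, since the 6 neutrophil genes gained 9.68 CPM and the progenitor genes 5626 CPM (10.4 and 2018 CPM without HSD ICH replicate 3), and the whole list of 26 mature neutrophil genes 57.6 CPM, smaller than the progenitor gain in 9 of 9 pairs of libraries, as for the 6 genes. A part stays open, since 17 of 26 genes of that list had a higher mean (2 higher and 1 lower when adjusted over the list alone, median 0.32, camera adjusted p = 0.00901, and adjusted p = 0.383 with an estimated correlation), and the median log2 fold change of the 6 genes was 0.18 with a median SE of 0.240, and −0.03 to 0.39 without 1 library. A shift from stem cells to committed progenitors on HSD may contribute, since the stem cell list had a median of −0.43, or −0.18 without HSD ICH replicate 3, but its camera call was lost with an estimated correlation (adjusted p = 0.390).

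G2/M genes, which the paper does not discuss, were higher on HSD in 34 of 50 without ICH and in 45 of 50 after ICH when adjusted over the list alone. The diet effect differed between mice with and without ICH for 22 of 41 lists by camera on the difference itself (14 higher, 8 lower), for 0 with an estimated correlation and for 0 by fry. The paper returned all mice to ND after ICH, so on HSD the comparison of ICH with no ICH, and the difference between the diet effects, join ICH with the days off HSD, which this design does not separate. The paper does not compare ICH and no ICH in HSPC transcriptomes. They differed in 3245 genes on ND (2619 higher and 626 lower after ICH) at an adjusted p under 0.05 by limma. On HSD they differed in 1189 genes (961 higher, 228 lower). On ND the count was 342, 424 and 264 without ND ICH replicate 1, 2 and 3, with 17216 to 17329 genes tested in place of 19387. On HSD the count was 425, 671 and 540 without HSD replicate 1, 2 and 3. It was 56, 95 and 320 without HSD ICH replicate 1, 2 and 3, with 16641 to 16863 genes tested in place of 18082. Without an ICH library, the effect of the library thus cannot be told apart from that of the smaller set of genes. With CPM above 10, where 9696 and 9729 genes were tested, the counts were 116 on ND and 44 on HSD. Between 1393 and 1755 listed genes had no read in a library without ICH, against 2 to 29 after ICH. No label gives a batch, so a difference between batches in genes of few reads is not separated from ICH either.

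The 6 libraries of a comparison have only 10 splits into groups of 3, which cannot give a share under 0.05. At the study threshold without ICH the real split gave 21 DEGs and 6 of 10 splits gave as many, with up to 115. Each split that put HSD replicate 2 and ND replicate 1 in the same group gave 69 or more, which points to a structure of the samples other than diet. In these 2 libraries macrophage genes averaged 62.9 and 33.7 CPM, against 8.76 to 12.2 CPM in the other 4. Without both, limma gave 46 DEGs at the study threshold and 91 at an adjusted p. At an adjusted p the real split gave 13 and the highest other 0, and for lists 18 and 25, with 4 of 10 as large. After ICH these values were 215 and 61 DEGs at the study threshold, 0 and 0 at an adjusted p by limma (10 of 10 splits, as a count of 0 must give) and 30 and 27 lists. For ICH against no ICH they were 3245 and 0 on ND and 1189 and 0 on HSD, where in each case 1 of 10 splits, the real one, gave the count. Over 100 draws of splits of both comparisons together, 7 gave at least the 5 shared DEGs, with up to 18, so chance cannot be excluded. For the interaction of diet and ICH, the real count was 0, which 100 of 100 draws must reach, so the splits decide nothing there (up to 1 gene in another draw).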

How the results depend on the processing

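The edgeR quasi-likelihood tests, the pseudocounts, the replicate block with an estimated correlation and leaving out both ND replicate 1 and HSD replicate 2 were chosen after the results were seen. Nr4a1 and Nr4a3 had lower means on HSD under every alternative that gave a value; Nr4a3 without ICH gave none with CPM above 10 or without an ND library. Without both ND replicate 1 and HSD replicate 2, DEGs without ICH numbered 46 at the study threshold and 91 at an adjusted p, shared DEGs 1, lists 21, and Nr4a1 was at −1.84. Leaving out 1 library gave log2 fold changes of −1.82 to −1.50 for Nr4a1 and −1.24 to −0.83 for Nr4a3 without ICH, and −1.24 to −0.69 and −1.39 to −0.83 after ICH. Nr4a1 without ICH missed an adjusted p under 0.05 with all 12 libraries in 1 fit (−1.69, adjusted p = 0.0717) and in the quasi-likelihood fit of 12 libraries with every listed gene (−1.78, adjusted p = 0.0620), over a range from 2.23e-12 to 0.0717. DEGs at the study threshold without ICH, 21 by limma, numbered 77, 118, 113 and 105 by DESeq2, the likelihood ratio, the exact and the quasi-likelihood test, 328 (113 higher) by the last in 12 libraries with every listed gene, 6 with CPM above 10, where fewer genes are tested, 90 and 11 with pseudocounts of 0.1 and 1, and 18 to 62 without 1 library. At an adjusted p, 13 by limma, they numbered 65, 76 and 74 by DESeq2, the likelihood ratio and the exact test, 8 with no filter, 1 with 12 libraries in 1 fit, 0 by the quasi-likelihood fit of 12 libraries, and 8 to 22 without 1 library. After ICH, 215 by limma, they numbered 798, 1084, 1051 and 1001 by the same tests, 1054 by the last in 12 libraries, 501 by it without HSD ICH replicate 3, 61 with CPM above 10, 784 and 102 with pseudocounts of 0.1 and 1, and 109 to 569 without 1 library. At an adjusted p after ICH, 0 by limma with 3134 at an unadjusted p under 0.05, they numbered 98, 344 and 297 by DESeq2, the likelihood ratio and the exact test, 297 with 12 libraries in 1 fit, 39 by the quasi-likelihood fit of 12 libraries, and 0 to 0 by limma without 1 library. The shared DEGs, 5 by limma, numbered 13, 20, 20 and 19 by the 4 tests, 41 by the last in 12 libraries, 1 with CPM above 10, 13 and 3 with pseudocounts of 0.1 and 1, and 1 to 10 without 1 library. ICH against no ICH gave 116 genes on ND and 44 on HSD with CPM above 10, and on HSD 653 with filterByExpr, 2384 with no filter and 3544 with 12 libraries in 1 fit. Without 1 library it gave 264 to 2995 on ND and 56 to 671 on HSD. The interaction gave 6 genes by the likelihood ratio test and 0 to 0 by limma without 1 library. The share of variance between the diets was 13.4% over the 500 most variable genes without ICH, 21.0% on linear CPM after ICH, and 20.3 to 29.4% and 35.1 to 46.5% without 1 library. Without 1 library the share that chance gives is above the 20% of 6 libraries, so these ranges cannot be set beside the full values. Lists called, 18 without ICH and 30 after ICH, numbered 0 and 0 with an estimated correlation, 0 and 0 with it and a replicate block, 2 and 0 by fry, 19 after ICH with CPM above 10, and 13 to 22 and 25 to 32 without 1 library. Without HSD replicate 2 the direction without ICH was reversed for the mitochondrial genes of oxidative phosphorylation (adjusted p = 0.0342, from 1.08e-05 to 0.828 without 1 library) and the macrophage genes (adjusted p = 1.27e-12, from 1.27e-12 to 0.563), as it was without ND replicate 1 as well (1.08e-05 and 2.10e-06). Among the other values of single genes and lists, 2156 kept direction and side of the threshold, 91 passed it newly and 263 no longer passed it. With a replicate block the study threshold gave 23 DEGs without ICH and 242 after ICH. Other than for the numbers of genes or libraries tested, the cause was not tested. Depth limits genes of few reads, such as the 212 of Dataset EV1 with a mean under 10.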

Differences from the paper's values

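The tests called chosen after seeing the values were chosen after the results were seen, and the other alternatives were set before the data were examined. The paper reports 289 DEGs in HSD HSPCs, and 21 were found here at its stated threshold. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. The quasi-likelihood test of 12 libraries with every listed gene, chosen after seeing the values, gave 328 and drops 28 of the paper's 289 genes. Its log2 fold changes had a correlation of 0.999982 with those of Dataset EV1 (median absolute gap 0.0178). After ICH the correlation with Dataset EV2 was 0.999979 (median absolute gap 0.0122). That fit thus gave nearly the paper's fold changes. In the main test, only 88 of the 289 genes met the read minimum. The paper's Dataset EV2 lists 891 genes after ICH, and 215 were found here at the same threshold. DESeq2 (798), edgeR's likelihood ratio test (1084) and exact test (1051) came within 1.5 times of it, and the other alternatives set before the data were examined did not. Chosen after seeing the values, the quasi-likelihood test (1001, which calls 748 of the paper's 891 genes), the same test in 12 libraries with every listed gene (1054, which drops 44 of them) and a pseudocount of 0.1 (784) also came within it. The paper's tables share 35 DEGs of the same direction, and 5 were shared here. None of the alternatives set before the data were examined came within 1.5 times of that, and the quasi-likelihood test of 12 libraries with every listed gene, chosen after seeing the values, gave 41 and drops 5 of the paper's 35. Of the paper's genes without ICH, limma called 18 at the study threshold, DESeq2 65, the likelihood ratio test 85, the exact test 84 and the quasi-likelihood test 81, and of those after ICH 207, 654, 784, 775 and 748.

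For HSD against ND without ICH, log2 fold changes were compared with the paper's for 11 of the genes named here, and those of 7 differed from the paper's Dataset EV1 by more than their standard error, each in the direction of the paper's. The paper's values are −1.68 for Nr4a3 (−1.05 found), −4.36 for Myh6 (−2.22 found), 1.04 for Sphk1 (0.78 found), −2.21 for Atf3 (−1.47 found), −1.12 for Mmp8 (−0.78 found), −1.52 for Ikzf3 (−0.87 found) and −1.57 for Barhl1 (−0.76 found). For each of these genes, DESeq2 and edgeR's likelihood ratio and exact tests lay within that error of the paper's value. Leaving out ND replicate 1 or HSD replicate 2 did so for Sphk1 and Mmp8, and leaving out HSD replicate 1 for Mmp8, and the remaining alternatives set before the data were examined did not. The quasi-likelihood test with 6 or with 12 libraries, chosen after seeing the values, lay within that error for the 7 genes, at −1.70 for Nr4a3 and 1.02 for Sphk1 with 6. A pseudocount of 0.1, also chosen after seeing the values, did so for each but Myh6.

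The paper lists Nr4a1 among its DEGs after ICH, and the log2 fold change here, −0.999, fell just short of the threshold, where DESeq2 gave −1.05, the likelihood ratio test −1.07 and the quasi-likelihood test, chosen after seeing the values, −1.07. The paper describes the HSPCs of the diets as distinct in PCA, and here the diets held 20.3% of the variance on the log2 scale (exact one-sided permutation test, p = 0.5) and 25.5% on CPM without a log, the scale that matches Fig 6B (p = 0.2), and they parted along PC2 on both. The paper gives NFAT signaling, the inflammasome and toll-like receptor signaling as affected pathways, and the lists of those names here, which are not its gene sets, had camera adjusted p values of 0.970, 0.610 and 0.970, while the lists of glycolysis and cholesterol biosynthesis had 0.00488 and 0.00202, calls lost with an estimated correlation (adjusted p = 0.547 and 0.547), without HSD replicate 2 for glycolysis (0.133) and without ND replicate 3 for cholesterol biosynthesis (0.0677).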

Other observations

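The gene lists were drawn up in advance, and setting the libraries after ICH beside those without ICH for reads in genes that blood cells do not use, and leaving out both ND replicate 1 and HSD replicate 2, were chosen after the results were seen. Lists of interferon and progenitor genes had camera calls between the diets without ICH, each lost with an estimated correlation. Of 45 interferon response genes, 10 were lower and none higher on HSD at an unadjusted p under 0.05 by limma, and none when adjusted over the list alone (median log2 fold change −0.21, camera adjusted p = 3.25e-11, and adjusted p = 0.547 with an estimated correlation). Without ND replicate 1, which was highest in these genes, 2 were lower and 2 higher (median −0.11), and without HSD replicate 2 as well 4 and 1 (median −0.11). Oas3 had 14.5 ± 0.887 CPM (SD, n = 3) on HSD and 20.8 ± 3.65 CPM on ND, and Mx1 3.86 ± 1.15 and 6.32 ± 1.31 CPM. Of 25 lymphoid-primed progenitor genes, 22 had a lower mean and 1 was lower when adjusted over the list alone (camera adjusted p = 6.59e-04, 0.0692 without HSD replicate 3, and adjusted p = 0.547 with an estimated correlation). Dntt, the DNA polymerase of antigen receptor junctions, had 108 ± 18.5 and 154 ± 22.6 CPM (log2 fold change −0.52, adjusted p = 0.318, limma). Of 32 granulocyte-monocyte progenitor genes, 30 had a higher mean, 4 were higher and 1 lower at an unadjusted p under 0.05 by limma and none when adjusted over the list alone (camera adjusted p = 5.01e-04, and adjusted p = 0.718 with an estimated correlation). That call was lost without ND replicate 3 (0.166) and without HSD replicate 2 (0.476), and without both ND replicate 1 and HSD replicate 2, 14 were higher and 2 lower at an unadjusted p under 0.05. The list averaged 128 CPM in ND replicate 1 and 109.7 and 111 CPM in HSD replicates 1 and 3, so the diets overlapped. Ms4a3 had 11.1 ± 1.93 and 6.84 ± 2.36 CPM, and Elane, neutrophil elastase, 94.7 ± 20.0 and 60.4 ± 30.2 CPM (log2 fold change 0.73, or 0.47 without ND replicate 3 and 1.11 without ND replicate 1). Of 49 replication-dependent histone genes, 17 were higher and none lower at an unadjusted p under 0.05, and 8 higher when adjusted over the list alone (camera adjusted p = 1.08e-08, and adjusted p = 0.547 with an estimated correlation). Without HSD replicate 2, 12 were higher and 1 lower at an unadjusted p under 0.05 by limma and none when adjusted over the list alone.

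On ND, many immediate early, heat shock and S phase genes were lower in HSPCs after ICH than without ICH. Nr4a1 fell by 1.26 on the log2 scale (SE 0.141, adjusted p = 1.05e-04, limma), and Hsph1, a heat shock protein, fell from 176 ± 74.0 to 57.3 ± 4.99 CPM (adjusted p = 8.80e-04, limma). Of 42 immediate early genes 19 were lower when adjusted over the list alone, of 18 heat shock genes 13 and of 49 S phase genes 20, with camera adjusted p values of 1.21e-08, 1.02e-08 and 5.68e-10, and adjusted p = 0.0959, 0.423 and 0.517 with an estimated correlation. In mice on HSD before ICH, set against mice still on HSD, 27 of 32 granulocyte-monocyte progenitor genes were higher after ICH when adjusted over the list alone and 1 lower (camera adjusted p = 1.77e-12, and adjusted p = 0.538 with an estimated correlation). The mean of this list was also higher after ICH on ND, at 131 to 172 CPM against 82.0 to 128 CPM without ICH. Of 34 muscle genes 25 were higher after ICH on ND when adjusted over the list alone and 0 lower, of 36 neuronal genes 30 and 1, and of 34 chemosensory receptor genes 20 and 0, with camera adjusted p values of 1.22e-14, 9.78e-19 and 1.68e-10, and adjusted p = 0.0292, 0.0292 and 0.0865 with an estimated correlation. Hydin, a gene of motile cilia, rose on ND from 0.0686 ± 0.0700 to 4.87 ± 0.131 CPM (adjusted p = 9.02e-06, limma). Genes under 1 CPM without ICH took 0.191% and 0.184% of reads in ND and HSD, and 0.703% and 0.504% in ND ICH and HSD ICH. These genes were chosen for low values without ICH, so a lower share there is built in and does not show a rise after ICH. No label gives a library or sequencing batch, and if libraries with and without ICH were made apart, batch and ICH cannot be told apart.

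The interaction of diet and ICH gave no gene at an adjusted p under 0.05 by limma or by edgeR's quasi-likelihood test, 1703 at an unadjusted p under 0.05 by limma and 6 at an adjusted p by edgeR's likelihood ratio test. After ICH the diets held 35.1% of the variance on the log2 scale (exact one-sided permutation test, p = 0.1, the smallest p that 10 splits allow), with 23.0% in the highest other split. On CPM without a log they held 21.0% (exact one-sided permutation test, p = 0.4), with 47.8% in the highest other split.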
